# Downregulation of Engulfment and cell motility 1 (Elmo1) induces quiescence and resistance to poly(I:C)-induced apoptosis in endothelial cells

**DOI:** 10.1038/s41419-025-08341-1

**Published:** 2025-12-20

**Authors:** Yukako Kayashima, Anshulika A. Deshmukh, Yuki Kiyokawa, Niroshani M. W. Wariyapperuma Appuhamillage, Jiayi Zhou, Mohamed-Yahia S. Monawar, Melanie Nassar-Guifarro, Feng Li, Nobuyo Maeda

**Keywords:** Apoptosis, Cell division

## Abstract

Severe viral infections can cause cell death as a protective mechanism to eliminate defective cells and limit further viral propagation. However, the precise mechanism underlying the decision between cell survival and death remains unclear. Here, we demonstrate that Engulfment and Cell Motility 1 (ELMO1), an intracellular protein that facilitates cytoskeleton rearrangement through activation of Rac family small GTPase 1 (RAC1), is involved in the Toll-like receptor 3 (TLR3)-induced apoptosis in human umbilical vein endothelial cells. RNA sequencing of cells treated with ELMO1-targeting siRNA (siELMO1) revealed that knockdown of ELMO1 increased the transcripts of extracellular matrix genes including *COL5A1* and decreased the expression of cell cycle and DNA replication-related genes such as *CCND1* and *CDK1*. These siELMO1 treated cells also showed G1/S cell cycle arrest. When stimulated with polyinosinic-polycytidylic acid (poly(I:C)), a TLR3 agonist, inflammatory cytokines and chemokines such as *CXCL8* and *IL6* robustly increased in Mock-treated cells, while siNT (non-targeting) cells underwent massive cell death and showed reduced inflammatory responses, reflecting apoptosis-inducing effects of sequential TLR3 activation by siRNA and poly(I:C). Strikingly, siELMO1 cells were resistant to the cell death, and restored inflammatory cytokine responses to the same level as Mock-treated cells. Mechanistically, apoptosis in siNT increased through the activation of caspase-8, whereas downregulation of ELMO1 inhibited the cleavage of caspase-8. These results indicate that ELMO1 is involved in the regulation between survival or death in endothelial cells through the regulation of caspase-8 activity downstream of TLR3, suggesting the importance of the ELMO1 in cell proliferation as well as susceptibility to poly(I:C)-induced apoptosis.

## Introduction

Engulfment and Cell Motility 1 (ELMO1) is an intracellular molecule that facilitates the activity of Rac family small GTPase 1 (RAC1) through interaction with the Dedicator of Cytokinesis (DOCK) family of guanine nucleotide exchange factors (GEFs) [1, 2]. In response to various stimuli such as activation of an engulfment receptor Brain Angiogenesis Inhibitor 1 (BAI1) [3], ELMO1 forms a complex with DOCK and RAC1, enhancing the function of DOCK that facilitates transition of RAC1 from a GDP-bound inactive form to GTP-bound active form [4, 5]. The activated RAC1 then modulates several diverse cellular functions such as phagocytosis and cell migration through cytoskeletal rearrangement, as well as production of reactive oxygen species (ROS) as a component of NADPH oxidase (NOX) [6].

Experiments using animal models showed Elmo1 plays a critical role in acute and chronic inflammatory diseases via multiple cellular mechanisms, including bacterial infection [7, 8], rheumatoid arthritis, ankylosing spondylitis and peritonitis [9–11] by enhancing bacterial invasion or by accelerating chemotaxis of immune cells. In addition, Elmo1 modifies the severity of diabetic nephropathy and cardiomyopathy through production of ROS [12, 13]. These studies indicate that suppression of ELMO1 is likely protective in various inflammatory diseases.

Although ELMO1 is highly expressed in endothelial cells (proteinatlas.org) [14], and these cells are known to play a critical role in inflammatory diseases [15, 16], little research on ELMO1 has focused on inflammatory endothelial cells. During inflammation, endothelial cells are activated by pathogen-associated molecular patterns (PAMPs) and damage-associated molecular patterns (DAMPs), as well as inflammatory cytokines and chemokines [17]. The activated endothelial cells in turn produce interferons, inflammatory cytokines and chemokines to induce anti-pathogenic responses and to attract immune cells such as neutrophils and monocytes [16]. Expression of cell surface adhesion molecules is also upregulated, accelerating attachment of immune cells in circulation [16].

Toll-like receptor 3 (TLR3) is a pattern recognition receptor that recognizes double-stranded RNA (dsRNA) produced from viruses and initiates innate immune responses, including production of Type I interferons, inflammatory cytokines, and chemokines [18]. In severe and persistent infection, activation of TLR3 can lead to cell death, which is a beneficial mechanism to the body that eliminates defective cells and restricts further viral propagation [19–21]. The switching mechanism between survival or death has been extensively studied in the context of death receptor signaling such as tumor necrosis factor receptor 1 (TNFR1) [22]. Upon stimulation of TNFR1, receptor-interacting serine/threonine kinase 1 (RIPK1) is recruited to the adapter protein tumor necrosis factor receptor associated death domain protein (TRADD) and ubiquitylated by cellular inhibitor of apoptosis proteins 1/2 (cIAP1/2). Ubiquitylated RIPK1 activates NF-kB, leading to the induction of pro-survival and pro-inflammatory genes [23–25]. Deubiquitylation of RIPK1 promotes the formation of a death-inducing complex composed of RIPK1, caspase-8, Fas-associated protein with death domain (FADD), and cellular FLICE-inhibitory protein (cFLIP_L_) [23–25]. FADD functions as an adapter that activates capase-8, and homodimerization and autoproteolysis of caspase-8 induce apoptosis through downstream effector caspases, including caspase-3 and caspase-7. The activity of caspase-8 is also modulated by cFLIP, a catalytically inactive homolog of caspase-8, through the formation of cFLIP-caspase-8 heterodimers [26]. Similar mechanisms likely exist under TLR activation [27, 28]. TLR3 signals through an adapter protein TIR-domain-containing adapter molecule 1 (TICAM1/TRIF), which interacts with RIPK1 and activates NF-kB, causing pro-survival and pro-inflammatory gene induction [29]. Stimulation of TLR3 also drives caspase-8 activation through assembly of ripoptosome, which includes caspase-8, RIPK1, FADD, and cFLIP [30], ultimately leading to apoptosis [24, 31, 32]. Lastly, caspase-8 can exert dual roles: the non-enzymatic role as a scaffold protein to enhance inflammatory responses [33–35], and the enzymatic role as an inducer of apoptosis and necroptosis [36–38].

In this study, we examined the effect of ELMO1 downregulation in EA.hy926 human umbilical vein endothelial cells (HUVECs) and found that knockdown of ELMO1 induces cell quiescence. Moreover, ELMO1 knockdown inhibited TLR3-induced cell death by blocking caspase-8 activation, while simultaneously restoring inflammatory responses. Our results suggest that ELMO1 is a modulator of the switching mechanism between survival or death in endothelial cells under inflammation.

## Materials and methods

### Cell culture and reagents

EA.hy926, a human umbilical vein endothelial cell (HUVEC) line originally immortalized by fusion with an A549 human lung epithelial line [39], is a kind gift from Dr. Cora-Jean S. Edgel at UNC Chapel Hill. Cells were maintained in Dulbecco’s modified eagle medium (DMEM) (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS) (MilliporeSigma, Burlington, MA, USA) and 100 U/ml penicillin/100 μg/mL streptomycin (Thermo Fisher Scientific) in 5% CO_2_ at 37 °C. The absence of mycoplasma contamination was confirmed using the Mycoplasma PCR Detection Kit (Abcam, Cambridge, MA, USA), Caspase-8 inhibitor Z‑IETD‑FMK was purchased from R&D systems (Minneapolis, MN, USA). SYTOX^TM^ Green nucleic acid stain was obtained from Thermo Fisher Scientific.

### RNA interference

EA.hy926 cells were seeded into 24-well plates at a density of 3 × 10^4^ cells/500 μl/well and incubated in 5% CO_2_ at 37 °C. The next day, human ELMO1 siRNA, which is a pool of three ELMO1 targeting siRNAs (Santa Cruz Biotechnology, Dallas, TX, USA), was transfected into the cells at 10 nM with Lipofectamine RNAiMAX (Thermo Fisher Scientific) according to the manufacturer’s protocol. Individual human ELMO1 siRNA #1 (sc-40525A) and #2 (sc-40525B) (SantaCruz Biotechnology) were also used to confirm the effects of ELMO1 knockdown. Untransfected cells, cells that were treated with Lipofectamine-only without siRNA (Mock), and siNT cells transfected with non-targeting siRNA [control siRNA-A, B and C (SantaCruz Biotechnology)] were used as controls for the ELMO1 knockdown cells. Experiments were repeated at least three times with each experimental group consisting of 3 replicates.

### Poly(I:C) treatment

EA.hy926 cells were transfected with siRNA as described above and cultured in DMEM with 10% FBS for one day. Cells were then starved in DMEM with 0.5% FBS overnight. Forty-eight hours after the transfection, cells were stimulated with 1 μg/ml of poly(I:C) (Tocris Bioscience, Bristol, UK) for the indicated time (3–4 wells/treatment).

### RNA sequencing and data analysis

Total RNA was extracted with RNeasy mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. Library preparation and sequencing were performed by the High Throughput Sequencing Facility at UNC Chapel Hill. Each experimental group consisted of 3 biological replicates (total n = 18), and approximately 500 ng of total RNA was used per sample for library preparation with KAPA Stranded mRNA-Seq Kit (Roche) following the manufacturer’s protocol. Paired-end raw sequences of 100 bp were acquired by NextSeq 2000 (Illumina, San Diego, CA). Each sample yielded an average of ~28.3 million paired-end reads (range: 19.6–33.4 million), with a mean unique alignment rate of 92.7% across all samples, ensuring sufficient depth for gene- and transcript-level analysis. Subsequent demultiplexing was performed using bclconvert with a 1-mismatch threshold to segregate reads based on indexes. Quality control (QC) of the raw FASTQ files was performed using FastQC, with assessments of per base sequence quality, GC content, adapter contamination, and sequence duplication levels. FastQC reports indicated no significant adapter contamination or quality issues; thus, adapter trimming and read-length filtering were not required. These raw sequences were aligned to the human GRCh38 reference genome using the STAR aligner, followed by annotation using Gencode v44. Quantification of gene expression levels was conducted with the Stringtie transcriptome aligner. Utilizing a Python script (prepDE.py) provided by Stringtie, count matrices for genes and transcripts were generated from the output files. The count matrices were imported into R for preprocessing, normalizing, and quality filtering before differential gene expression analysis was performed using linear models with appropriate Bioconductor packages. Genes with total counts <100 across all samples were excluded, and those with maximum counts per million (CPM) < 1 were filtered out. Normalization was conducted using the Trimmed Mean of M-values (TMM) method in edgeR using default parameters. The normalized data was prepared for linear modeling using the voom transformation method, which estimates the mean–variance relationship in log2 CPM and assigns observation-level weights. Differential expression was assessed using limma’s linear modeling framework with empirical Bayes moderation, and the DREAM was applied for robust estimation of fixed and random effects across multifactorial experimental designs. Additionally, gene set enrichment analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) [40, 41]. Gene expression data were deposited in the NCBI Gene Expression Omnibus (GEO) database (accession no: GSE299038).

### Quantitative reverse transcription PCR (qRT-PCR)

Total RNA was extracted from the cells with Trizol (Thermo Fisher Scientific) according to the manufacturer’s protocol. One-step quantitative RT-PCR was performed in a total 20 μl mixture containing 100 ng of RNA, 5 U of MultiScribe Reverse Transcriptase (Thermo Fisher Scientific) and 1× iTaq Universal Probes Supermix (Bio-Rad Laboratories, Hercules, CA, USA) with 7500 Real-Time PCR system (Thermo Fisher Scientific) or QuantStudio 3 Real-Time PCR system (Thermo Fisher Scientific). To detect each gene, TaqMan Gene Expression Assays Hs00174103_m1 for *CXCL8* and Hs00404992_m1 for *ELMO1* were purchased from Thermo Fisher Scientific. Gene-specific primers and probe for *GAPDH* (forward primer: 5’-GAAGGTGAAGGTCGGAGTC-3’, reverse primer: 5’-GAAGATGGTGATGGGATTTC-3’ and a TaqMan probe: FAM-CAAGCTTCCCGTTCTCAGCC-TAMRA) were purchased from Eton Bioscience (San Diego, CA, USA) and Thermo Fisher Scientific, respectively.

### Enzyme-linked immunosorbent assay (ELISA)

Cytokine concentrations in the cell culture media were quantified with DuoSet ELISA kits for human IL-8/CXCL8 and IFN-β (R&D Systems, Minneapolis, MN, USA) according to the manufacturer’s instructions.

### Western blot

Cells were lysed with RIPA buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 0.5% Sodium Deoxycholate, 0.1% SDS and 1% NP-40) with cOmplete^TM^ protease inhibitor (Roche, Basel, Switzerland). Proteins were separated by SDS-PAGE in 4–20% Mini-PROTEAN TGX precast protein gels (Bio-Rad Laboratories) and transferred to Immobilon-P PVDF membranes (MilliporeSigma). The membranes were then blocked in Tris-buffered saline (20 mM Tris, 150 mM NaCl, pH 7.4) with 0.05% Tween-20 (TBST) containing 3% BSA (MilliporeSigma), followed by incubation with primary antibodies overnight at 4 °C. After washing with TBST, the membranes were incubated with horseradish peroxidase (HRP)-conjugated anti-rabbit or anti-mouse antibody (1:2000, #7074 or #7076, Cell Signaling Technology, Danvers, MA, USA). Signals were detected with SuperSignal West Pico PLUS chemiluminescent substrate (Thermo Fisher Scientific) using Odyssey Fc (LI-COR, Lincoln, NE, USA). Primary antibodies against Elmo1 (1:1000, #14457), cleaved caspase-8 (1:1000, #9496), cleaved caspase-3 (1:1000, #9661), caspase-3 (1:1000, #9662), and caspase-7 (1:1000, #9492) were purchased from Cell Signaling Technology, an antibody against full-length caspase-8 (1:1000, #AG-20B-0057) was from AdipoGen Life sciences (San Diego, CA, USA), an anti-COL5A1 (1:1000, sc-166155) was from Santa Cruz Biotechnology, and an anti-PLOD1(LH1) (1:1000, NBP2-38770) was from Novus Biologicals (Centennial, CO, USA). Original western blots are shown in supplemental materials.

### Cell proliferation assay

EA.hy926 cells were plated on a 96-well plate at the density of 5 × 10^3^ cells/100 μl/well and incubated in 5% CO_2_ at 37°C. The next day, transfection of siRNA was performed as described above. Forty-four hours after the transfection, 5 μM 5-ethynyl-2’-deoxyuridine (EdU) was added to the medium and the cells were cultured for 4 h. Incorporation of EdU to newly synthesized DNA was detected with Click-iT^TM^ EdU Proliferation Assay for Microplates (Thermo Fisher Scientific) according to the manufacturer’s instructions. Fluorescent signal was detected with BioTek Synergy HT microplate reader (Agilent, Santa Clara, CA, USA). Each value was normalized to cell numbers quantified by staining with 1 μg/ml 4′,6-Diamidino-2-phenylindole dihydrochloride (DAPI) (MilliporeSigma).

### Cell cycle assay

1 × 10^6^ cells were harvested and fixed in 70% ethanol at −20 °C overnight then washed with phosphate-buffered saline (PBS) containing 1% FBS and stained with 5 μg/ml DAPI (MilliporeSigma). Samples were analyzed by LSRFortessa (BD Biosciences, Franklin Lakes, NJ, USA) or Attune NxT (Thermo Fisher Scientific). The cell cycle was analyzed by FlowJo software (BD Biosciences).

### Apoptosis assay

Apoptotic cells were visualized by terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay using ApopTag Red In Situ Apoptosis Detection Kit (MilliporeSigma) according to the manufacturer’s protocol. Early and late apoptosis/cell death were detected with RealTIme-Glo^TM^ Annexin V Apoptosis and Necrosis Assay (Promega, Madison, WI, USA) according to the manufacturer’s protocol. Early apoptosis was detected through the exposure of phosphatidylserine on the outer layer of the membrane, while late apoptosis/cell death was detected by the compromised membrane integrity. Fluorescent and chemiluminescent signal was detected with Varioskan LUX microplate reader (Thermo Fisher Scientific).

### Statistics

Statistical analyses were performed by one-way analysis of variance (ANOVA) followed by Tukey–Kramer’s Honest Significant Difference test. The sample size was determined based on our preliminary experiments. Data are shown as mean ± SD. *p* < 0.05 was considered as statistically significant. Data were analyzed using JMP Pro software version 17 (SAS Institute, Cary, NC, USA).

## Results

### Effects of ELMO1 knockdown on global gene expression before and after TLR3 stimulation

To examine whether ELMO1 is involved in endothelial inflammation, we transiently transfected ELMO1-targeting siRNA into an EA.hy926 human umbilical vein endothelial cell (HUVEC) line and stimulated the cells with poly(I:C), a TLR3 agonist which mimics viral RNA, at 48 h after the transfection (Fig. 1a). Cells treated with transfection reagent without siRNA (Mock) and cells transfected with non-targeting siRNA (siNT) were used as controls. In the ELMO1 siRNA-transfected cells (siELMO1), ELMO1 was reduced by approximately 85% at both mRNA and protein levels and remained low at 24 h after the poly(I:C) stimulation (Supplementary Figs. S1a and S1b).

**Fig. 1:**
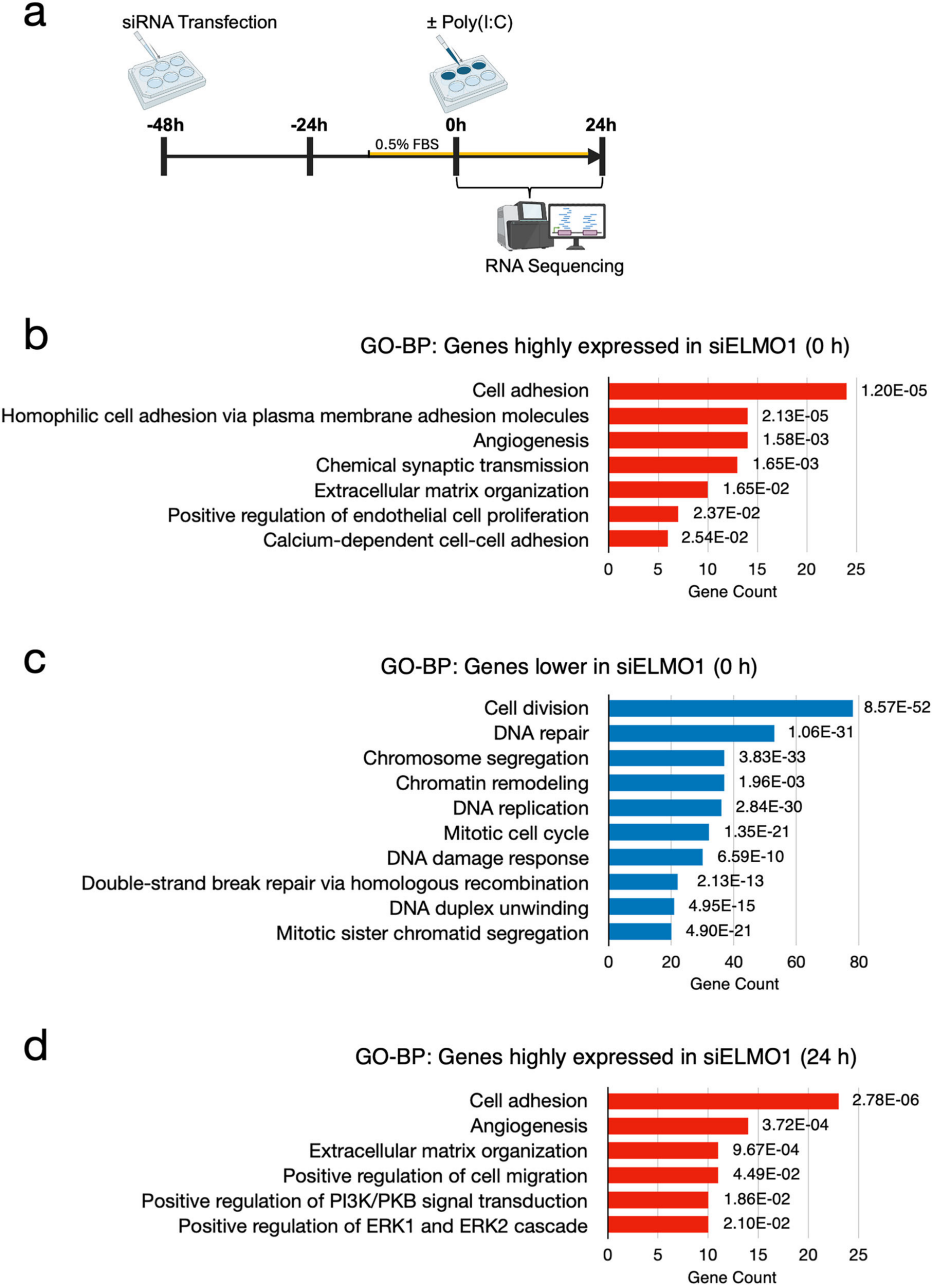
Transcriptome profiling of ELMO1 knockdown endothelial cells before and after stimulation with a TLR3 agonist poly(I:C). **a** Experimental design. EA.hy926 human endothelial cells were transfected with ELMO1 siRNA (siELMO1) and incubated for 48 h, followed by stimulation with 1 μg/ml of poly(I:C) for 24 h. Cells before (0 h) and after (24 h) the poly(I:C) stimulation were analyzed by RNAseq. Cells treated with the transfection reagent without siRNA (Mock) and those transfected with non-targeting siRNA (siNT) were used as controls. The image was created with BioRender.com. **b** Gene ontology (GO) analyses of genes highly expressed in siELMO1 compared to Mock and siNT at 0 hour. **c** GO analyses of genes less expressed in siELMO1 compared to Mock and siNT at 0 hour. **d** GO analyses of genes highly expressed in siELMO1 compared to Mock and siNT at 24 h. Genes were subjected to GO analyses using DAVID (false discovery rate (FDR) < 0.05). FDR for each gene set is indicated in the graphs. *N* = 3 per group. No significant GO terms were detected for the genes expressed at lower levels in siELMO1 cells at 24 h.

We then performed RNAseq analysis of the Mock, siNT and siELMO1 cells before (0 h) and after (24 h) the poly(I:C) stimulation to analyze the global effects of ELMO1 knockdown on endothelial cells. 

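EA.hy926 is a human endothelial cell line, and poly(I:C) is a synthetic double-stranded RNA. Mock cells received no siRNA, siNT cells a non-targeting siRNA and siELMO1 cells siRNA against ELMO1, each siRNA at 10 nM. RNA was taken 48 h after the transfection (0 h) or after a further 24 h with poly(I:C) at 1 μg/ml. Each of the 6 conditions had 3 libraries, 18 in all, read as paired ends of 100 bp. The values used here are the authors' estimated counts per gene, which they made with StringTie and its script for count matrices from STAR alignments to GRCh38 and which are not normalized. The script converts coverage to counts with a read length, and the paper's text does not name the read length given to it. Each library held 40.4 to 73.9 M estimated counts, with medians of 69.9, 65.7 and 51.0 M in Mock, siNT and siELMO1 at 0 h and 59.9, 56.8 and 67.1 M at 24 h. Genes with fewer than 100 counts in total or a maximum under 1 CPM, the count scaled to a library of 1 M counts, were left out, as the paper describes, which left 15167 of 62754 genes. All 18 libraries were fitted together with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment over the 15167 genes, and a gene was counted as changed at an adjusted p under 0.05 and a fold change over 2. The libraries of a pair of conditions can be split in only 10 ways, too few for a permutation test of a single gene, so the p-values given are the model's. Levels are CPM after TMM scaling, as mean ± SD of 3 libraries. A count of 0 allows up to 3 counts, which is 0.0406 to 0.0743 CPM depending on the library; such limits cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The mean total is 2.14 times the mean of 28.3 M paired-end reads that the paper states. If those are pairs, 1 pair stands for 2.14 or more counts on average. Limits that allow 3 pairs would then be higher, and the folds given as at least a value lower, by that factor or more. The paper's text does not state that counting used the strand, so the level of a gene that overlaps another annotated gene on the other strand is uncertain.
ELMO1 (ENSG00000155849.16, chromosome 7 from 36852906 to 37449223) was at 3.02 ± 0.0290 CPM in Mock, 2.94 ± 0.339 CPM in siNT and 0.340 ± 0.0687 CPM in siELMO1 at 0 h, and at 2.32 ± 0.737, 3.31 ± 0.307 and 0.267 ± 0.104 CPM at 24 h. In siELMO1 at 0 h its log2 fold change was −3.15 against Mock (SE 0.28, adjusted p = 4.5e-08, edgeR) and −3.11 against siNT (adjusted p = 2.7e-08, edgeR). Against Mock the value was −3.23 with library totals without TMM factors, and ran from −3.32 to −3.05 with 1 library left out. At 24 h the log2 fold changes were −3.13 (adjusted p = 1.2e-07, edgeR) and −3.64 (adjusted p = 1.4e-08, edgeR). The 6 siELMO1 libraries held 10 to 22 ELMO1 counts each and the other 12 held 80 to 237. The annotation places 6 genes on the other strand within ELMO1. 

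**Figure D1:**
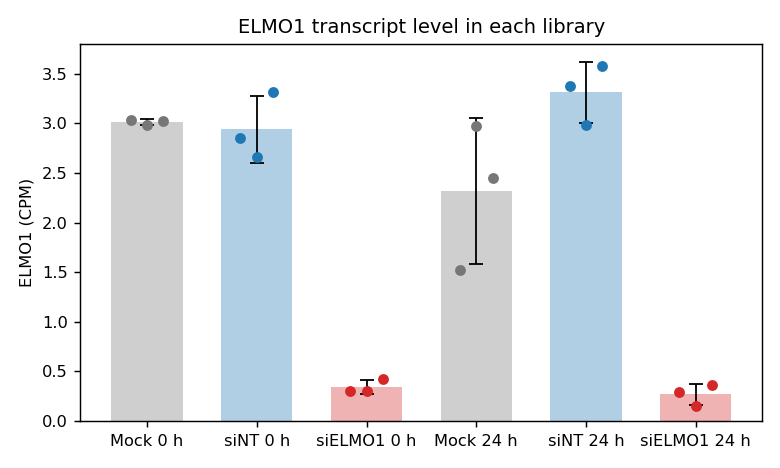
ELMO1 level in CPM after TMM scaling by transfection and hour after poly(I:C). Bars are means, error bars the SD and points the 3 libraries; the siELMO1 libraries lie between 0.155 and 0.419 CPM and the lowest of the others is 1.52 CPM.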

Differentially expressed genes (DEGs) analyses (Fold change > 2, *p* < 0.05) revealed 260 genes were significantly higher and 490 genes were significantly lower in siELMO1 cells compared with both the Mock and siNT cells before the poly(I:C) stimulation (0 h). 

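With the thresholds on adjusted p and fold change required in both comparisons, 267 genes were higher and 494 genes were lower in siELMO1 than in Mock and in siNT at 0 h. By adjusted p alone, 5915 genes in either direction differed from both. The number of higher genes was 218 with library totals in place of TMM factors, and with 1 library left out it ran from 215 (without Mock 0 h replicate 2) to 330 (without siELMO1 0 h replicate 1). As the siELMO1 libraries take part in both comparisons, counts were also simulated 5 times with the same mean in all transfections. No gene then passed in both comparisons, and at an unadjusted p under 0.05 between 4 and 9 genes were higher and between 7 and 13 lower. The paper's Tables S1 and S2 hold 104 and 346 genes where its text counts 260 and 490, so no overlap with them was computed.
Of the higher genes, the largest fold changes belonged to RAB4B-EGLN2, MAF and COL5A1. RAB4B-EGLN2 (ENSG00000171570.11, chromosome 19, 40778242 to 40808418), annotated as a readthrough gene, was at 16.4 ± 4.29 CPM in siELMO1 against 0.244 ± 0.0874 CPM in Mock and 0.193 ± 0.201 CPM in siNT. Fold changes on the log2 scale were 6.05 (adjusted p = 5.3e-05, edgeR) and 6.39 (adjusted p = 2.7e-05, edgeR), but it shares its sequence with RAB4B, MIA-RAB4B and EGLN2 on the same strand, so how reads were divided among these genes is uncertain. MAF (ENSG00000178573.7, chromosome 16, 79585843 to 79600737) was at 3.19 ± 0.432 CPM in siELMO1, 0.413 ± 0.0178 CPM in Mock and 0.230 ± 0.133 CPM in siNT, with log2 fold changes of 2.94 (adjusted p = 1.1e-04, edgeR) and 3.79 (adjusted p = 8.5e-06, edgeR). Of the lower genes, ELMO1 had the largest fold change, followed by SLC7A11 and E2F2. SLC7A11 (ENSG00000151012.13, chromosome 4, 138164097 to 138242349) was at 457 ± 22.1 CPM in Mock, 483 ± 22.0 CPM in siNT and 60.0 ± 2.51 CPM in siELMO1 at 0 h. Its log2 fold changes were −2.93 (adjusted p = 4.1e-13, edgeR) and −3.01 (adjusted p = 2.3e-13, edgeR); SLC7A11-AS1 overlaps it on the other strand.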

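In cells that had not received poly(I:C), COL5A1 (ENSG00000130635.17, chromosome 9 from 134641803 to 134844843) was at 889 ± 29.0 CPM (SD, n = 3) in siELMO1, 120.5 ± 0.849 CPM in Mock and 70.4 ± 6.06 CPM in siNT. COL5A1 had a log2 fold change of 2.88 against Mock (SE 0.26, adjusted p = 6.3e-08, edgeR) and 3.66 against siNT (adjusted p = 2.3e-09, edgeR), and COL5A1-AS1 lies on the other strand. COL13A1 (ENSG00000197467.17, chromosome 10, 69801880 to 69964275) was at 25.3 ± 0.297 CPM in siELMO1, 12.1 ± 2.08 CPM in Mock and 4.96 ± 0.360 CPM in siNT. The log2 fold change against Mock was 1.06 (adjusted p = 9.6e-06, edgeR), close to the threshold of 1: it was 0.98 without TMM factors and 0.90 without Mock 0 h replicate 3. Against siNT it was 2.35 (adjusted p = 4.4e-10, edgeR). COL5A2 (ENSG00000204262.14, chromosome 2, 189031898 to 189225312) was at 694 ± 8.75 CPM in siELMO1, 270.1 ± 4.34 CPM in Mock and 153 ± 7.97 CPM in siNT, and COL4A1 (ENSG00000187498.16, chromosome 13, 110148963 to 110307157) at 102 ± 1.56, 35.5 ± 1.90 and 23.0 ± 1.33 CPM. Against Mock and siNT the log2 fold changes were 1.36 and 2.18 for COL5A2 (adjusted p = 1.8e-12 and 1.2e-14, edgeR). For COL4A1, which COL4A2 overlaps on the other strand, they were 1.53 and 2.15 (adjusted p = 5.5e-08 and 4.6e-10, edgeR). ITGB8 (ENSG00000105855.10, chromosome 7, 20330702 to 20415754) was at 66.8 ± 3.13 CPM in siELMO1, 22.5 ± 0.911 CPM in Mock and 15.2 ± 0.934 CPM in siNT. Log2 fold changes were 1.57 (adjusted p = 2.1e-06, edgeR) and 2.14 (adjusted p = 3.2e-08, edgeR), with ITGB8-AS1 on the other strand. Unnamed genes on the other strand overlap COL13A1 and COL5A2. For each of the 5 genes, every siELMO1 library lay above every control library, and all 5 were also higher with p adjusted over the list alone. The study chose these genes on the same libraries, so the latter is not independent evidence. All 5 were lower in siNT than in Mock at 0 h; for COL5A1 the log2 fold change was −0.78 (adjusted p = 0.015, edgeR) and for COL5A2 −0.82 (adjusted p = 2.4e-09, edgeR).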

Collagen (*COL5A1*, *COL13A1*, *COL5A2, COL4A1*) and integrin (*ITGB8*) were among the highly expressed genes (Supplementary Fig S2a and Table S1). GO (gene ontology) analyses indicated cell adhesion and extracellular matrix organization were enriched in siELMO1 (Fig. 1b, Supplementary Fig. S3a). On the other hand, cell cycle and DNA replication-related genes, *E2F2*, *PKMYT1*, *CDK1*, *PBK*, *DEPDC1*, *DSCC1*, *ASF1B*, *DEPDC1B*, *FANCB*, *PLK1*, *SKP2*, *UBE2C* and *CDKN3* had lower expression in siELMO1 cells than in Mock and siNT cells (Supplementary Fig S2b and Table S2). 

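No GO annotation was used here, and gene families defined by their symbols were tested with camera, which compares a family with all other genes and was run with a preset correlation of 0.01 between genes, for 17 families in 9 comparisons. At 0 h the 20 collagens with a level had a median log2 fold change of 0.69 against Mock (adjusted p = 0.0013, camera; 13 higher and 2 lower by adjusted p) and 0.84 against siNT (adjusted p = 1.5e-04, camera; 13 higher and 0 lower). The 17 integrins had medians of 0.54 (adjusted p = 5.1e-04, camera) and 0.59 (adjusted p = 0.023, camera). Of these 17 genes, 12 were higher and 2 lower than in Mock, and 9 higher and 3 lower than in siNT. The 34 cadherins and protocadherins had medians of 0.84 (adjusted p = 5.1e-05, camera) and 1.51 (adjusted p = 1.9e-05, camera), the latter 1.45 with the member that was at the floor in siNT placed at its limit. Here 21 members were higher and 0 lower than in Mock, and 26 higher and 2 lower than in siNT. For the 10 laminins the medians were 0.12 (adjusted p = 0.274, camera) and 0.41 (adjusted p = 0.279, camera), and for the 18 MMP and ADAMTS proteases 0.31 (adjusted p = 0.093, camera) and 0.03 (adjusted p = 0.229, camera). The protease medians include members at the floor, and with these at their limit the median was 0.46 against Mock and 0.34 against siNT. By the median over its members, each of these 5 families was higher in 3 of 3 siELMO1 libraries than in every control library. The setting that changed these calls most was the correlation between genes: of the 153 tests of all families and comparisons, 99 passed with the preset value, and of these 97 with fry and 22 with the correlation estimated from the data. The collagens and integrins at 0 h passed with fry and not with the estimated correlation, while the cadherins passed with both. For the integrins, siELMO1 against siNT at 0 h did not pass either with the members named by the paper left out (adjusted p = 0.060).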

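All 13 genes were lower in siELMO1 than in Mock and in siNT at 0 h, over all genes tested and with p adjusted over the list alone; the study selected them on these libraries, so the second count is not independent evidence. E2F2 (ENSG00000007968.7, chromosome 1 from 23506438 to 23531233) fell from 12.5 ± 0.275 CPM (SD, n = 3) in Mock and 12.9 ± 0.188 CPM in siNT to 1.79 ± 0.323 CPM in siELMO1. This is a log2 fold change of −2.80 (SE 0.15, adjusted p = 3.5e-11, edgeR) and −2.85 (adjusted p = 1.5e-11, edgeR). PKMYT1 (ENSG00000127564.17, chromosome 16, 2968024 to 2980479) was at 40.2 ± 2.42 CPM in Mock, 32.0 ± 2.63 CPM in siNT and 4.76 ± 1.54 CPM in siELMO1. Fold changes on the log2 scale were −3.05 (adjusted p = 1.9e-11, edgeR) and −2.72 (adjusted p = 4.7e-11, edgeR), and PAQR4 and KREMEN2 overlap it on the other strand. CDK1 (ENSG00000170312.17, chromosome 10, 60778331 to 60794852) was at 116 ± 3.35, 142 ± 2.64 and 23.3 ± 1.03 CPM in Mock, siNT and siELMO1, with log2 fold changes of −2.32 (adjusted p = 7.0e-14, edgeR) and −2.61 (adjusted p = 1.2e-14, edgeR). Over the 13 genes the log2 fold changes ranged from −3.05 to −1.83 against Mock, with FANCB at the upper end, and from −2.85 to −2.36 against siNT. The largest adjusted p among them was 3.7e-10 (edgeR). For each gene, all 3 siELMO1 libraries lay below all 6 control libraries. On the other strand ESCO2 overlaps PBK, NADK2 overlaps SKP2, GLRA2 overlaps FANCB and ERN2 overlaps PLK1, and antisense genes, pseudogenes or unnamed genes overlap DEPDC1, DSCC1, ASF1B and DEPDC1B.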

GO analyses showed decreased expression of cell division and cell cycle genes in siELMO1 than in Mock and siNT cells (Fig. 1c, Supplementary Fig S3b).

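The S phase and G2/M phase gene lists distributed with the Seurat package were tested in place of GO terms, with camera as for the other families. The 43 S phase genes had a median log2 fold change of −1.61 in siELMO1 against Mock at 0 h (adjusted p = 1.6e-34, camera) and −1.30 against siNT (adjusted p = 6.2e-19, camera). By adjusted p, 42 were lower and 0 higher than in Mock, and 41 lower and 1 higher than in siNT. The 54 G2/M phase genes had medians of −1.87 (adjusted p = 1.3e-40, camera) and −1.69 (adjusted p = 8.5e-26, camera), with 52 members lower in each comparison and none higher. For the 9 MCM genes, some of whose products form the replicative helicase, the medians were −1.62 (adjusted p = 8.9e-12, camera) and −1.39 (adjusted p = 2.8e-08, camera). All 9 were lower. Of the 21 CENP genes of the centromere, 20 were lower than in siNT, with medians of −1.36 (adjusted p = 2.9e-14, camera) and −1.25 (adjusted p = 2.1e-08, camera). The 10 FANC genes of the Fanconi anemia pathway were all lower than in siNT, with medians of −1.17 (adjusted p = 7.3e-09, camera) and −1.20 (adjusted p = 2.7e-06, camera). By the median over the members, each of these 5 families was below every control library in 3 of 3 siELMO1 libraries. Each passed under fry and under the estimated correlation. With the members named by the paper left out, the CENP family did not pass against siNT.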

At 24 h after poly(I:C) treatment, DEG analysis showed expression of 226 genes were higher and 82 genes were lower in siELMO1 cells compared with the Mock and siNT cells. 

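At 24 h, 206 genes were higher and 82 genes were lower in siELMO1 than in Mock and in siNT, and 4363 genes in either direction passed by adjusted p alone. Of the genes at 24 h, 92 were also among those higher at 0 h and 31 among those lower at 0 h. The lower genes numbered 110 with the filter filterByExpr in place of the paper's, and the higher ones 247 by limma-voom with unadjusted p. In the 5 simulations with equal means no gene passed in both comparisons, and at an unadjusted p under 0.05 between 5 and 8 genes were higher and between 8 and 16 lower. Tables S3 and S4 of the paper hold 121 and 38 genes beside counts of 226 and 82 in its text, and no overlap was computed.
RAB4B-EGLN2, MAF and COL5A1 had the largest fold changes among the higher genes. For RAB4B-EGLN2 the 3 siELMO1 libraries were at 0.348, 20.0 and 11.9 CPM, against 0.128 ± 0.122 CPM in Mock and 0.0470 ± 0.0441 CPM in siNT. Its log2 fold change of 6.42 against Mock (adjusted p = 1.0e-04, edgeR) was 5.32 under limma-voom and no longer past the threshold, with adjusted p from 1.5e-07 to 0.177 over the alternatives. MAF was at 2.18 ± 0.264 CPM in siELMO1, 0.187 ± 0.135 CPM in Mock and 0.100 ± 0.0982 CPM in siNT, with log2 fold changes of 3.55 (adjusted p = 5.0e-05, edgeR) and 4.39 (adjusted p = 8.9e-06, edgeR). After ELMO1, the lower genes with the largest fold changes were AKR1C1 and IL13RA2. AKR1C1 (ENSG00000187134.14, chromosome 10, 4963253 to 4983283) was at 0.292 ± 0.141 CPM in siELMO1, 1.97 ± 0.541 CPM in Mock and 2.33 ± 0.580 CPM in siNT, with log2 fold changes of −2.76 (adjusted p = 6.0e-06, edgeR) and −3.01 (adjusted p = 1.8e-06, edgeR). IL13RA2 (ENSG00000123496.8, chromosome X, 115003975 to 115019977) was at 0.869 ± 0.185, 5.04 ± 0.351 and 4.60 ± 1.44 CPM in the same order, with log2 fold changes of −2.53 (adjusted p = 5.4e-07, edgeR) and −2.39 (adjusted p = 7.6e-07, edgeR).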

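At 24 h COL5A1 was at 1089 ± 66.1 CPM (SD, n = 3) in siELMO1 and 62.2 ± 5.87 CPM in siNT, while the 3 Mock libraries were at 198, 64.6 and 85.2 CPM. COL5A1 had a log2 fold change of 3.23 against Mock (SE 0.27, adjusted p = 3.9e-08, edgeR), which became 3.86 without Mock 24 h replicate 1, and 4.13 against siNT (adjusted p = 2.3e-09, edgeR). COL4A1 was at 321 ± 16.5 CPM in siELMO1, 119 ± 30.2 CPM in Mock and 53.4 ± 8.44 CPM in siNT, with log2 fold changes of 1.43 (adjusted p = 1.8e-07, edgeR) and 2.59 (adjusted p = 1.8e-10, edgeR). THBS1 (ENSG00000137801.11, chromosome 15, 39581079 to 39599466), which encodes thrombospondin-1, was at 3955 ± 152 CPM in siELMO1, 1320.1 ± 263 CPM in Mock and 646 ± 111 CPM in siNT. Its log2 fold changes were 1.58 (adjusted p = 1.2e-08, edgeR) and 2.61 (adjusted p = 4.1e-11, edgeR); THBS1-AS1 and FSIP1 overlap it on the other strand. For VWF (ENSG00000110799.14, chromosome 12, 5948877 to 6124770), which encodes von Willebrand factor, the siELMO1 libraries were at 18.0, 19.8 and 42.8 CPM, against 9.78 ± 2.61 CPM in Mock and 4.61 ± 0.830 CPM in siNT. The log2 fold change of VWF against Mock was 1.46 (adjusted p = 1.3e-04, edgeR) and fell below the threshold of 1, to 0.95, without siELMO1 24 h replicate 3. Against siNT it was 2.54 (adjusted p = 4.1e-07, edgeR), and 2.03 without that library. For each of the 4 genes, all 3 siELMO1 libraries lay above all control libraries, and 4 of 4 also passed with p adjusted over the list alone, on the libraries from which the study chose them.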

Collagen (*COL5A1*, *COL4A1*), *THBS1* and *VWF* were higher in siELMO1 cells (Supplementary Fig S2c and Table S3). On the other hand, redox genes including *SLC7A11* and *TXN* were lower in siELMO1 cells than in siNT at 24 h (Supplementary Fig S2d and Table S4). 

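SLC7A11 was at 46.9 ± 5.14 CPM (SD, n = 3) in siELMO1 at 24 h, against 277 ± 44.2 CPM in siNT and 177 ± 19.2 CPM in Mock. SLC7A11 had a log2 fold change of −2.56 against siNT (SE 0.11, adjusted p = 1.1e-11, edgeR) and −1.92 against Mock (adjusted p = 4.0e-10, edgeR). TXN (ENSG00000136810.13, chromosome 9 from 110243810 to 110256507), which encodes thioredoxin, was at 101 ± 7.62 CPM in siELMO1, 274 ± 7.39 CPM in siNT and 214 ± 18.8 CPM in Mock. Log2 fold changes were −1.44 (adjusted p = 5.8e-11, edgeR) and −1.08 (adjusted p = 2.3e-09, edgeR). In both genes all 3 siELMO1 libraries lay below all control libraries, and 2 of 2 passed with p adjusted over the list alone, which the study drew up on these libraries. A list of 30 target genes of NRF2, the transcription factor of the response to oxidants, had a median log2 fold change of −0.56 against siNT at 24 h (adjusted p = 3.7e-08, camera), with 20 members lower and 2 higher, and −0.51 against Mock (adjusted p = 3.5e-09, camera). At 0 h the medians were −0.89 against siNT (adjusted p = 1.3e-10, camera) and −0.59 against Mock (adjusted p = 1.1e-09, camera). The median of the list was below every control library in 3 of 3 siELMO1 libraries at each time. Under the estimated correlation the list passed at 0 h and not at 24 h.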

SLC7A11 is a membrane transporter that imports extracellular cystine in exchange for intracellular glutamate. 

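At 24 h the collagens had a median log2 fold change of 0.79 in siELMO1 against Mock (adjusted p = 5.1e-06, camera) and 1.24 against siNT (adjusted p = 4.2e-09, camera), with 16 members higher and none lower than in siNT. The laminins had medians of 0.59 (adjusted p = 2.5e-05, camera) and 0.68 (adjusted p = 0.0045, camera), and 7 members were higher in each comparison. For the integrins the medians were 0.84 (adjusted p = 1.4e-08, camera; 14 higher) and 0.32 (adjusted p = 0.0076, camera; 12 higher). The cadherins and protocadherins had medians of 0.56 (adjusted p = 7.1e-04, camera; 17 higher and 4 lower) and 0.85 (adjusted p = 4.3e-04, camera; 18 higher and 3 lower). Each of these 4 families was above every control library in 3 of 3 siELMO1 libraries, by the median over its members. Laminins and integrins against Mock also passed under the estimated correlation. The MMP and ADAMTS proteases passed against Mock (median 0.54, adjusted p = 0.04, camera) and not against siNT (median 0.34, adjusted p = 0.405, camera). For the MMP and ADAMTS proteases, siELMO1 against Mock at 24 h no longer passed with the estimated correlation, filterByExpr or the members named by the paper left out (adjusted p of 0.0861, 0.0986 and 0.506). The call for the MMP and ADAMTS proteases, siELMO1 against Mock at 24 h, was also lost without siELMO1 0 h replicate 1 (0.0509) and without Mock 24 h replicate 3 (0.0641). Against siNT at 24 h, the S phase list had a median of −0.02 (adjusted p = 0.405, camera) and the G2/M phase list 0.02 (adjusted p = 0.812, camera), the latter turning to −0.03 without TMM factors. Against Mock they were −0.43 (adjusted p = 4.1e-15, camera) and −0.50 (adjusted p = 4.3e-15, camera). The G2/M phase list against Mock did not pass with the estimated correlation (adjusted p = 0.0861, camera) or with the members named by the paper left out. The S phase list against Mock passed with both. The MCM family stayed lower against siNT at 24 h (median −0.24, adjusted p = 0.0076, camera; 7 of 9 lower). It did not pass with the estimated correlation (adjusted p = 0.372) or without the members the paper names (adjusted p = 0.172). Against siNT, 10 of the 13 cell cycle genes that the paper names as lower at 0 h were still lower by adjusted p at 24 h. 

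**Figure D2:**
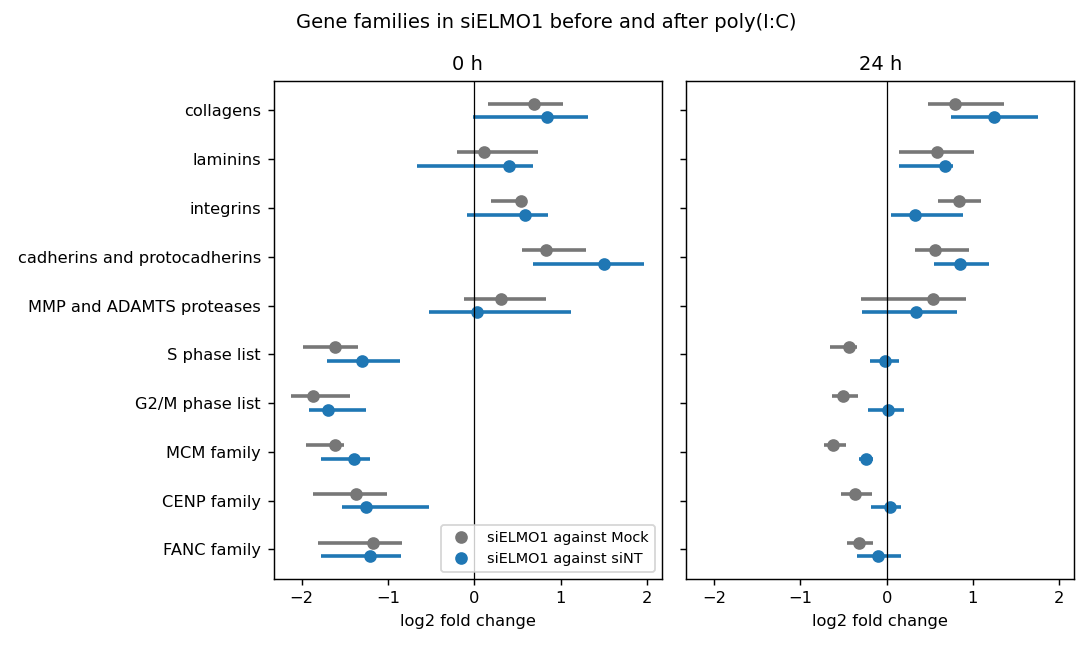
Log2 fold change of gene families in siELMO1 at 0 h (left) and 24 h (right) against Mock (grey) and siNT (blue). Points are medians over the members of each family and lines run between the quartiles; at 24 h the median of the G2/M phase list against siNT is 0.02, and it is −0.03 without TMM factors.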

GO analyses showed that genes high in siELMO1 cells were enriched with cell adhesion and ECM organization, while no statistically significant terms were detected for the genes expressed at lower levels in siELMO1 cells (Fig. 1d, Supplementary Fig S3c). 

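Between 0 h and 24 h, 1304 genes rose and 898 fell in Mock, 978 rose and 450 fell in siNT, and 1170 rose and 558 fell in siELMO1. Adjusted p alone gave 9144 genes in either direction in Mock, 8161 in siNT and 8322 in siELMO1. Of the 1304 genes, 755 were also among those raised in siNT and 850 among those raised in siELMO1. The number raised in Mock moved most with filterByExpr, to 1596, and with library totals in place of TMM factors 1135 genes rose and 1144 fell, so more genes rose than fell only with the other scalings. Library totals moved the median log2 change of all genes in Mock from 0.01 to −0.11, a shift that applies to each change in Mock given for it. The paper's Table S5 holds 72 genes and its text counts 1736, so no overlap with it was computed.
The largest fitted rises in Mock were those of TNFSF10, CXCL10 and IFNB1, all at the floor at 0 h, where the fitted value depends on the prior count. TNFSF10 (chromosome 3, 172505508 to 172523475) rose at least 1859.6-fold to 77.3 ± 20.1 CPM, CXCL10 (chromosome 4, 76021118 to 76023497) at least 704-fold to 29.2 ± 5.36 CPM; such bounds do not order genes, and CCL5, with a log2 rise of 9.60, rose by more than the bound of CXCL10. MAP2K6 (chromosome 17, 69414697 to 69553865) fell most, from 12.2 ± 0.589 to 0.671 ± 0.291 CPM (log2 fold change −4.19, adjusted p = 2.5e-11, edgeR), followed by SSTR5-AS1 (−3.26, adjusted p = 1.8e-05, edgeR) and SMAD6 (−3.20, adjusted p = 3.3e-14, edgeR). In siNT the largest fitted rises were those of CXCL11 (at least 319-fold), MX2 (log2 fold change 12.25, adjusted p = 7.2e-15, edgeR) and CXCL10 (at least 164-fold). In siELMO1 they were those of CXCL11 (at least 869-fold), GBP5 (at least 784-fold) and CXCL10 (at least 511-fold), and the bounds settle no order here either. The largest falls in siNT were those of CCN5 (−3.49, adjusted p = 1.6e-09, edgeR), SNX22 (−3.41, adjusted p = 0.0029, edgeR) and LRRC7 (−2.88, adjusted p = 2.4e-05, edgeR), on the log2 scale. In siELMO1 they were those of TNFRSF10D (−2.89, adjusted p = 1.3e-14, edgeR), SSTR5-AS1 (−2.71, adjusted p = 1.2e-04, edgeR) and FOXS1 (−2.66, adjusted p = 7.8e-06, edgeR). Genes on the other strand overlap TNFSF10, CXCL10, CXCL11, GBP5, MAP2K6, SSTR5-AS1, CCN5, SNX22 and LRRC7.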

DEG analysis between 0 hour and 24 h revealed poly(I:C) increased 1736 genes in the Mock cells (Supplementary Table S5). Among them, transcript levels of inflammatory genes, including *CCL5*, *IL6*, *CXCL1*, *CXCL2*, and *CXCL8*, were robustly increased by poly(I:C) at 24 h. These genes were less expressed in siNT than in Mock cells, and significantly higher in siELMO1 cells than in siNT cells (Supplementary Fig S4a). 

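CCL5 (ENSG00000271503.7, chromosome 17 from 35871491 to 35880793) rose in Mock from 0.228 ± 0.163 CPM (SD, n = 3) at 0 h to 176 ± 40.6 CPM at 24 h, a log2 fold change of 9.60 (SE 0.42, adjusted p = 1.7e-12, edgeR). IL6 (ENSG00000136244.12, chromosome 7, 22725884 to 22732002) rose from 1.40 ± 0.251 to 427 ± 15.7 CPM, with a log2 fold change of 8.24 (adjusted p = 4.3e-16, edgeR). CXCL1 (ENSG00000163739.5, chromosome 4, 73869393 to 73871308) went from 0.617 ± 0.206 to 127 ± 13.6 CPM, or 7.65 on the log2 scale (adjusted p = 5.2e-14, edgeR). For CXCL2 (ENSG00000081041.9, chromosome 4, 74097040 to 74099196) the levels were 1.40 ± 0.338 and 128 ± 6.27 CPM and the log2 fold change 6.53 (adjusted p = 4.2e-16, edgeR). CXCL8 (ENSG00000169429.12, chromosome 4, 73740519 to 73743716) started from a higher level, 15.7 ± 2.10 CPM, and reached 1150.4 ± 44.8 CPM, a log2 fold change of 6.20 (adjusted p = 6.0e-17, edgeR). All 5 genes rose in 3 of 3 Mock libraries above every library of 0 h, and all 5 passed with p adjusted over the list alone, although the study named them from these libraries. On the other strand STEAP1B and IL6-AS1 overlap IL6, and an unnamed gene overlaps CCL5.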

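At 24 h CCL5 was at 33.4 ± 11.1 CPM (SD, n = 3) in siNT and 83.1 ± 23.1 CPM in siELMO1. On the log2 scale its fold change in siNT against Mock was −2.40 (SE 0.26, adjusted p = 6.9e-07, edgeR) and in siELMO1 against siNT 1.31 (adjusted p = 2.9e-04, edgeR). The second call was lost with DESeq2, and over the alternatives its adjusted p ran from 2.8e-06 to 0.088. IL6 was at 44.7 ± 2.15 CPM in siNT and 143 ± 27.0 CPM in siELMO1, with log2 fold changes of −3.26 in siNT against Mock (adjusted p = 4.3e-11, edgeR) and 1.67 in siELMO1 against siNT (adjusted p = 3.2e-08, edgeR). The widest differences were in CXCL1, at 7.37 ± 0.582 CPM in siNT and 120.0 ± 22.5 CPM in siELMO1, with −4.10 (adjusted p = 1.2e-10, edgeR) and 4.02 (adjusted p = 7.9e-11, edgeR). CXCL2 was at 24.3 ± 2.26 and 67.7 ± 10.4 CPM, with −2.40 (adjusted p = 1.4e-10, edgeR) and 1.48 (adjusted p = 2.1e-08, edgeR). CXCL8 was at 237 ± 27.0 and 588 ± 68.4 CPM, with −2.28 (adjusted p = 4.8e-11, edgeR) and 1.31 (adjusted p = 1.3e-08, edgeR). In each gene all 3 siNT libraries lay below all Mock and all siELMO1 libraries, and all 5 passed in both comparisons with p adjusted over the list alone. Against Mock, 4 of the 5 were lower in siELMO1 at 24 h, for example IL6 (−1.58, adjusted p = 6.9e-08, edgeR) and CXCL8 (−0.97, adjusted p = 6.2e-07, edgeR). Of the 1304 genes raised in Mock, 310 were more than 2-fold lower and 12 more than 2-fold higher in siNT than in Mock at 24 h; by adjusted p alone these were 804 and 45. The Mock libraries of 24 h enter both choices, and in 5 simulations with siNT given the means of Mock at 24 h no gene was raised in Mock and lower in siNT, and 10 to 18 genes were at an unadjusted p under 0.05 for the second comparison. By adjusted p, 640 of the 1304 were higher and 121 lower in siELMO1 than in siNT.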

The lower inflammatory gene expression in siNT is likely because of the increased cell death in the siNT cell population as shown below (Fig. 4). 

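Families stood in for GO terms here as well. In Mock the median log2 change from 0 h to 24 h was 5.27 over 27 members of interferon-stimulated families such as the IFIT, OAS and MX genes (adjusted p = 5.0e-20, camera; 26 higher and none lower). It was 7.57 over 14 chemokines (adjusted p = 8.4e-07, camera; 13 higher and none lower) and 4.30 over 11 targets of the transcription factor NF-κB (adjusted p = 4.6e-12, camera; all 11 higher). With the members that were at the floor at 0 h placed at their limit, the first median was 5.11 and the second 7.01. All 3 families were above every library of 0 h in 3 of 3 libraries at 24 h, in each transfection. At 24 h in siNT against Mock the medians were −0.58 for the interferon-stimulated families (adjusted p = 1.6e-10, camera; 23 lower), −2.12 for the chemokines (adjusted p = 2.7e-08, camera; 11 lower) and −0.75 for the NF-κB targets (adjusted p = 7.7e-08, camera; 10 lower and 1 higher). In siELMO1 against siNT they were 0.38 (adjusted p = 2.9e-05, camera; 2 of 3 siELMO1 libraries above every siNT library), 1.63 (adjusted p = 2.8e-07, camera) and 0.25 (adjusted p = 0.025, camera), with 3 of 3 libraries above for both of the last. Without siELMO1 24 h replicate 3 the NF-κB targets no longer passed in siELMO1 against siNT, with an adjusted p of 0.068. None of the 3 families passed with the estimated correlation in these comparisons. With the members named by the paper left out, the NF-κB targets did not pass in siELMO1 against siNT, nor the chemokines in siNT against Mock.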

GO analyses indicated that innate immune response and inflammatory response genes were upregulated in Mock cells at 24 h (Supplementary Fig S4b).

### Knockdown of ELMO1 increases expression of ECM genes but inhibits cell proliferation genes

Quantification of each gene’s expression levels showed that collagen genes, such as *COL5A1*, *COL5A2* and *COL4A1* were significantly higher in siELMO1 than in Mock and siNT (Fig. 2a). 

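COL5A2 was at 1113 ± 21.3 CPM (SD, n = 3) in siELMO1 at 24 h, 674 ± 34.4 CPM in Mock and 314 ± 27.6 CPM in siNT. The log2 fold change in siELMO1 was 0.72 against Mock (SE 0.06, adjusted p = 1.9e-08, edgeR), under the threshold of 1, and 1.82 against siNT (adjusted p = 1.0e-12, edgeR). In siNT it was below Mock, by −1.10 on the log2 scale (adjusted p = 1.7e-10, edgeR), in 3 of 3 libraries. COL4A1 was lower in siNT than in Mock by −0.62 at 0 h (adjusted p = 0.0012, edgeR) and −1.15 at 24 h (adjusted p = 2.1e-06, edgeR), and COL5A1 by −0.90 at 24 h (adjusted p = 0.0069, edgeR), the last with overlapping libraries. Most of the last rests on Mock 24 h replicate 1, without which the log2 fold change of COL5A1 was −0.28 and still passed (adjusted p = 0.032, edgeR), over a range of 1.8e-04 to 0.056 for the alternatives. It did not pass with only the libraries of the groups compared (−0.90), and at 0 h not without siNT 0 h replicate 2 (−0.71). By adjusted p, COL5A1, COL5A2, COL4A1 and PLOD1, the last from Supplementary Fig S5a, were higher in siELMO1 than in Mock and than in siNT at 0 h and at 24 h. These 4 genes were lower in siNT than in Mock at both times. Both held over all genes and adjusted over the list alone, and the study chose the genes on these libraries.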

*PLOD1*, which encodes Lysyl hydroxylase-1 (LH1), an enzyme essential for procollagen formation, was also higher in siELMO1 (Supplementary Fig S5a). 

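PLOD1 (ENSG00000083444.17, chromosome 1 from 11934205 to 11975538) was at 326 ± 6.96 CPM (SD, n = 3) in siELMO1 at 0 h, 215 ± 6.69 CPM in Mock and 139 ± 8.51 CPM in siNT. The log2 fold change was 0.60 against Mock (SE 0.07, adjusted p = 8.5e-07, edgeR) and 1.23 against siNT (adjusted p = 4.1e-11, edgeR). At 24 h the levels were 425 ± 11.1, 206 ± 19.6 and 157 ± 13.0 CPM in the same order, with log2 fold changes of 1.04 (adjusted p = 2.4e-09, edgeR) and 1.44 (adjusted p = 4.3e-11, edgeR). The siELMO1 libraries lay above all control libraries at each time.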

Western blots confirmed the higher expression of COL5A1 and PLOD1(LH1) in siELMO1 than in Mock and siNT (Fig. 2b and Supplementary Fig. S5b).

**Fig. 2:**
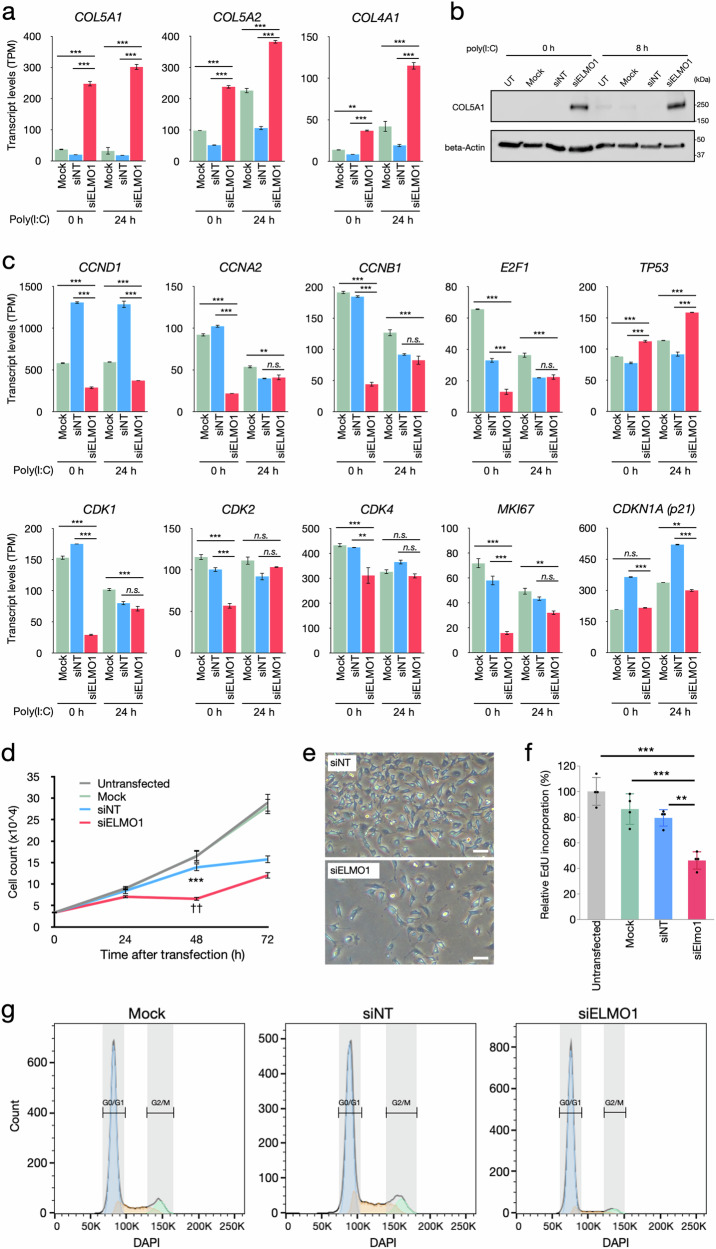
Knockdown of ELMO1 increases ECM and inhibits endothelial cell proliferation. **a** Transcript levels of collagen genes before (0 h) and after (24 h) the poly(I:C) treatment. Data are based on the RNAseq analysis shown in Fig. 1b. Transcript levels of each gene are shown as TPM (transcript per million). Data are mean ± SE (*N* = 3). **p < 0.01, ***p < 0.001. **b** Western blot of COL5A1 before (0 h) and 8 h after the stimulation with poly(I:C). Beta-Actin was detected as a loading control. **c** Transcript levels of selected genes associated with cell cycle before (0 h) and after (24 h) the poly(I:C) treatment. Data are based on the RNAseq analysis shown in Fig. 1c. Transcript levels of each gene are shown as TPM (transcript per million). Data are mean ± SE (*N* = 3). **p < 0.01, ***p < 0.001, *n.s*. not significant. **d** Cell numbers of untreated, Mock, siNT and siELMO1 cells after the transfection of siRNA. 3 × 10^4^ cells were plated on a 6-well plate and siRNA transfection was performed the next day. Cell numbers were determined by hemocytometer at the indicated time point after the transfection. Data are mean ± SE (*N* = 4). ***p < 0.001 vs. Untransfected and Mock, ^††^*p* < 0.01 vs. siNT. **e** Representative images of the siNT and siELMO1 cells at 48 h in (**d**) are shown. Bar = 100 μm. **f** Proliferation of siRNA-transfected cells detected by incorporation of EdU into newly synthesized DNA. Cells were labeled with 5 μM of EdU 44–48 h after the transfection. Data are mean ± SD (*N* = 4). **p < 0.01, ***p < 0.001. **g** Cell cycle analysis at 48 h after the transfection of siRNA. The histograms are representative of three independent experiments.

RNAseq also showed that many cell cycle regulatory genes, including *CCND1*, *CCNA2*, *CCNB1*, *CDK1*, *CDK2*, *CDK4,* and *E2F1*, were significantly lower in siELMO1 than in Mock and siNT (Fig. 2c). 

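CCND1 (ENSG00000110092.4, chromosome 11 from 69641156 to 69654474) was at 517 ± 22.1 CPM (SD, n = 3) in siELMO1 at 0 h, 998 ± 14.7 CPM in Mock and 2409.7 ± 33.8 CPM in siNT, with log2 fold changes of −0.95 (SE 0.04, adjusted p = 5.9e-12, edgeR) and −2.22 (adjusted p = 1.1e-15, edgeR). At 24 h these were −0.73 (adjusted p = 9.0e-10, edgeR) and −1.83 (adjusted p = 2.3e-14, edgeR). CCNA2 (ENSG00000145386.11, chromosome 4, 121816444 to 121823883) was at 25.6 ± 0.0861 CPM in siELMO1 against 103 ± 3.91 CPM in Mock and 123 ± 4.35 CPM in siNT at 0 h, with log2 fold changes of −2.01 (adjusted p = 8.2e-13, edgeR) and −2.27 (adjusted p = 1.7e-13, edgeR). At 24 h it was at 48.5 ± 7.03 CPM in siELMO1 and 47.9 ± 0.996 CPM in siNT, with no detectable difference (log2 fold change 0.02, adjusted p = 0.856, edgeR; −0.03 without TMM factors). CCNB1 (ENSG00000134057.15, chromosome 5, 69167135 to 69178245) was at 37.0 ± 3.88, 156 ± 2.25 and 160.2 ± 4.51 CPM in siELMO1, Mock and siNT at 0 h, with log2 fold changes of −2.07 and −2.11 (adjusted p = 5.8e-12 and 2.9e-12, edgeR). Against siNT at 24 h its log2 fold change was −0.16 (adjusted p = 0.146, edgeR), and without siELMO1 24 h replicate 1 it was −0.28 and past the threshold. CDK1 was at 56.9 ± 6.50 CPM in siELMO1, 84.5 ± 3.42 CPM in Mock and 65.1 ± 3.24 CPM in siNT at 24 h. Its log2 fold change against Mock was −0.57 (adjusted p = 1.9e-06, edgeR) and against siNT −0.19 (adjusted p = 0.021, edgeR). The libraries overlapped in the comparison with siNT, the adjusted p ran from 0.0077 to 0.081 over the alternatives, and without siELMO1 24 h replicate 3 the log2 fold change was −0.11 with an adjusted p of 0.128 (edgeR).
CDK2 (ENSG00000123374.11, chromosome 12, 55966781 to 55972789) was at 52.0 ± 3.47 CPM in siELMO1, 102 ± 3.97 CPM in Mock and 95.1 ± 3.61 CPM in siNT at 0 h, with log2 fold changes of −0.97 (adjusted p = 3.2e-10, edgeR) and −0.87 (adjusted p = 7.8e-10, edgeR). At 24 h they were −0.17 (adjusted p = 0.028, edgeR), with adjusted p from 0.023 to 0.103 over the alternatives, and 0.11 (adjusted p = 0.129, edgeR), which became 0.16 and passed without siNT 24 h replicate 3. CDK4 (ENSG00000135446.17, chromosome 12, 57747727 to 57756013) was at 233 ± 31.0, 305 ± 5.19 and 323 ± 6.65 CPM in siELMO1, Mock and siNT at 0 h, with log2 fold changes of −0.39 and −0.47 (adjusted p = 2.3e-04 and 2.1e-05, edgeR). At 24 h CDK4 did not pass against Mock (−0.11, adjusted p = 0.233, edgeR) and passed against siNT (−0.26, adjusted p = 0.0068, edgeR). E2F1 (ENSG00000101412.13, chromosome 20, 33675477 to 33686385) was at 15.0 ± 3.11 CPM in siELMO1 against 72.1 ± 0.445 CPM in Mock and 38.9 ± 2.37 CPM in siNT at 0 h, with log2 fold changes of −2.26 (adjusted p = 1.5e-11, edgeR) and −1.37 (adjusted p = 5.8e-09, edgeR). At 24 h it was −0.75 against Mock (adjusted p = 1.8e-05, edgeR) and not detectably different from siNT (−0.01, adjusted p = 0.965, edgeR). EXOSC9 overlaps CCNA2, TSPAN31 overlaps CDK4, PMEL overlaps CDK2 and LTO1 overlaps CCND1 on the other strand.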

A cell cycle maker gene *MKI67* coding for Ki-67 was also significantly lower in siELMO1 treated cells, while *TP53*, a cell cycle suppressor, was higher in siELMO1 treated cells (Fig. 2c). 

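MKI67 (ENSG00000148773.14, chromosome 10 from 128096659 to 128126423) was at 85.7 ± 17.4 CPM (SD, n = 3) in siELMO1 at 0 h, 372 ± 31.2 CPM in Mock and 321 ± 32.9 CPM in siNT. The log2 fold change was −2.12 against Mock (SE 0.13, adjusted p = 2.3e-10, edgeR) and −1.91 against siNT (adjusted p = 4.6e-10, edgeR). At 24 h the levels were 175 ± 17.0, 278 ± 29.9 and 241 ± 14.7 CPM in the same order, and the log2 fold changes −0.67 (adjusted p = 2.6e-04, edgeR) and −0.46 (adjusted p = 0.0041, edgeR). The siELMO1 libraries did not overlap with the control libraries at either time.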

In accordance with the expressions of cell cycle regulatory genes, siELMO1 treated cells showed fewer cells compared to the untransfected, Mock and siNT cells (Fig. 2d, e). Incorporation of EdU was significantly lower in siELMO1 treated cells than the Mock and siNT cells (Fig. 2f). Cell cycle analysis also showed that the cell population in S phase was significantly smaller in siELMO1 than Mock and siNT cells (5.3 ± 2.7% vs. 10.8 ± 3.3% and 17.3 ± 2.7%, respectively, *p* < 0.05) (Fig. 2g). The G2/M population was also smaller in the siELMO1 cells by more than 80% compared to Mock and siNT cells (1.9 ± 1.4% vs. 11.0 ± 1.7% and 9.8 ± 1.4%, *p* < 0.05), whereas the proportion of G0/G1 population was significantly larger in siELMO1 than in Mock and siNT (88.9 ± 3.0% vs. 76.9% ± 3.6% and 68.2 ± 3.0%, *p* < 0.05) (Fig. 2g). These results indicate that ELMO1 is involved in the G1/S transition in EA.hy926 endothelial cells.

### Knockdown of ELMO1 shows restored inflammatory responses in TLR3-stimulated endothelial cells

RNA sequencing showed poly(I:C) treatment robustly increased the levels of inflammatory gene transcripts, including *TLR3*, *IRF7*, *IFNB1*, *TNF*, *IL6*, *CXCL1*, *CXCL2*, *CXCL8* and *CCL2* at 24 h, but the increase was less in siNT cells, while these genes were significantly higher in siELMO1 cells than in siNT cells at 24 h (Fig. 3a). 

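TLR3 (ENSG00000164342.14, chromosome 4 from 186068911 to 186088073) rose from 17.1 ± 1.37 to 148 ± 13.2 CPM (SD, n = 3) in Mock, from 24.7 ± 2.51 to 125 ± 21.3 CPM in siNT and from 19.9 ± 1.08 to 155 ± 15.4 CPM in siELMO1. The log2 change was 3.11 in Mock (SE 0.12, adjusted p = 1.8e-13, edgeR) and 2.34 in siNT (adjusted p = 1.3e-11, edgeR). The change in siNT minus that in Mock was −0.77 (adjusted p = 9.8e-04, edgeR). At 24 h TLR3 itself did not pass in siNT against Mock (−0.24, adjusted p = 0.065, edgeR). Over the alternatives the adjusted p ran from 0.021, with the replicate number as a block (−0.25), to 0.105. Without siNT 24 h replicate 3 the value was −0.39 and passed. In siELMO1 against siNT it was 0.32 (adjusted p = 0.018, edgeR), with overlapping libraries, and did not pass without siNT 24 h replicate 1 (0.26), siNT 24 h replicate 2 (0.23) or siELMO1 24 h replicate 3 (0.24). IRF7 (ENSG00000185507.21, chromosome 11, 612553 to 615983) rose from 11.0 ± 0.556 to 351 ± 16.3 CPM in Mock and was at 201 ± 26.4 CPM in siNT and 251 ± 11.7 CPM in siELMO1 at 24 h. On the log2 scale its fold change was 4.99 for the rise (adjusted p = 7.8e-17, edgeR), −0.80 in siNT against Mock (adjusted p = 8.7e-07, edgeR) and 0.32 in siELMO1 against siNT (adjusted p = 0.0056, edgeR). IFNB1 (ENSG00000171855.7, chromosome 9, 21077104 to 21077942) had no counts at 0 h in Mock and siNT and reached 23.0 ± 3.85 CPM in Mock, 1.68 ± 0.239 CPM in siNT and 7.64 ± 3.43 CPM in siELMO1, which is at least 554-fold, 36.2-fold and 130.3-fold. At 24 h it differed by −3.78 in siNT against Mock (adjusted p = 4.9e-07, edgeR) and 2.18 in siELMO1 against siNT (adjusted p = 5.1e-05, edgeR). TNF (ENSG00000232810.5, chromosome 6, 31575565 to 31578336) had no counts at 0 h and was at 2.77 ± 0.910, 0.204 ± 0.201 and 7.69 ± 2.86 CPM at 24 h, a rise of at least 66.6-fold in Mock, 4.41-fold in siNT, where 1 library had none, and 131-fold in siELMO1. The log2 fold change was −3.74 in siNT against Mock (adjusted p = 6.9e-04, edgeR) and 5.22 in siELMO1 against siNT (adjusted p = 6.3e-05, edgeR). CCL2 (ENSG00000108691.10, chromosome 17, 34255274 to 34257208) rose from 16.2 ± 1.19 to 292 ± 50.4 CPM in Mock, with 91.2 ± 12.4 CPM in siNT and 435 ± 58.6 CPM in siELMO1 at 24 h. The log2 fold changes of CCL2 were 4.17 for the rise (adjusted p = 2.6e-14, edgeR), −1.68 in siNT against Mock (adjusted p = 7.8e-09, edgeR) and 2.25 in siELMO1 against siNT (adjusted p = 1.9e-10, edgeR). Of the 12 genes of Fig. 3a, 8 were lower and 2 higher in siNT than in Mock at 24 h, and 10 were higher and 1 lower in siELMO1 than in siNT. Adjusted over the list alone, the first of these counts was 9 and the others were the same, on the libraries from which the study chose the list.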

*IL1B* was also upregulated by poly(I:C), but was higher in siNT than in Mock and siELMO1 (Fig. 3a).

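IL1B (ENSG00000125538.12, chromosome 2 from 112829751 to 112836816) rose from 2.80 ± 0.246 to 127 ± 4.66 CPM (SD, n = 3) in Mock, from 9.95 ± 0.318 to 209 ± 33.3 CPM in siNT and from 5.13 ± 0.206 to 127 ± 6.05 CPM in siELMO1. The log2 changes were 5.50 (SE 0.11, adjusted p = 3.3e-17, edgeR), 4.39 (adjusted p = 3.5e-16, edgeR) and 4.62 (adjusted p = 2.1e-16, edgeR). At 24 h IL1B was 0.72 higher on the log2 scale in siNT than in Mock (adjusted p = 1.5e-06, edgeR), and −0.72 in siELMO1 against siNT (adjusted p = 1.3e-06, edgeR), in 3 of 3 libraries each. Between siELMO1 and Mock the log2 fold change at 24 h was 0.00 (adjusted p = 0.999, edgeR). In siNT it was above Mock before poly(I:C) as well, by 1.83 (adjusted p = 2.9e-10, edgeR).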

**Fig. 3:**
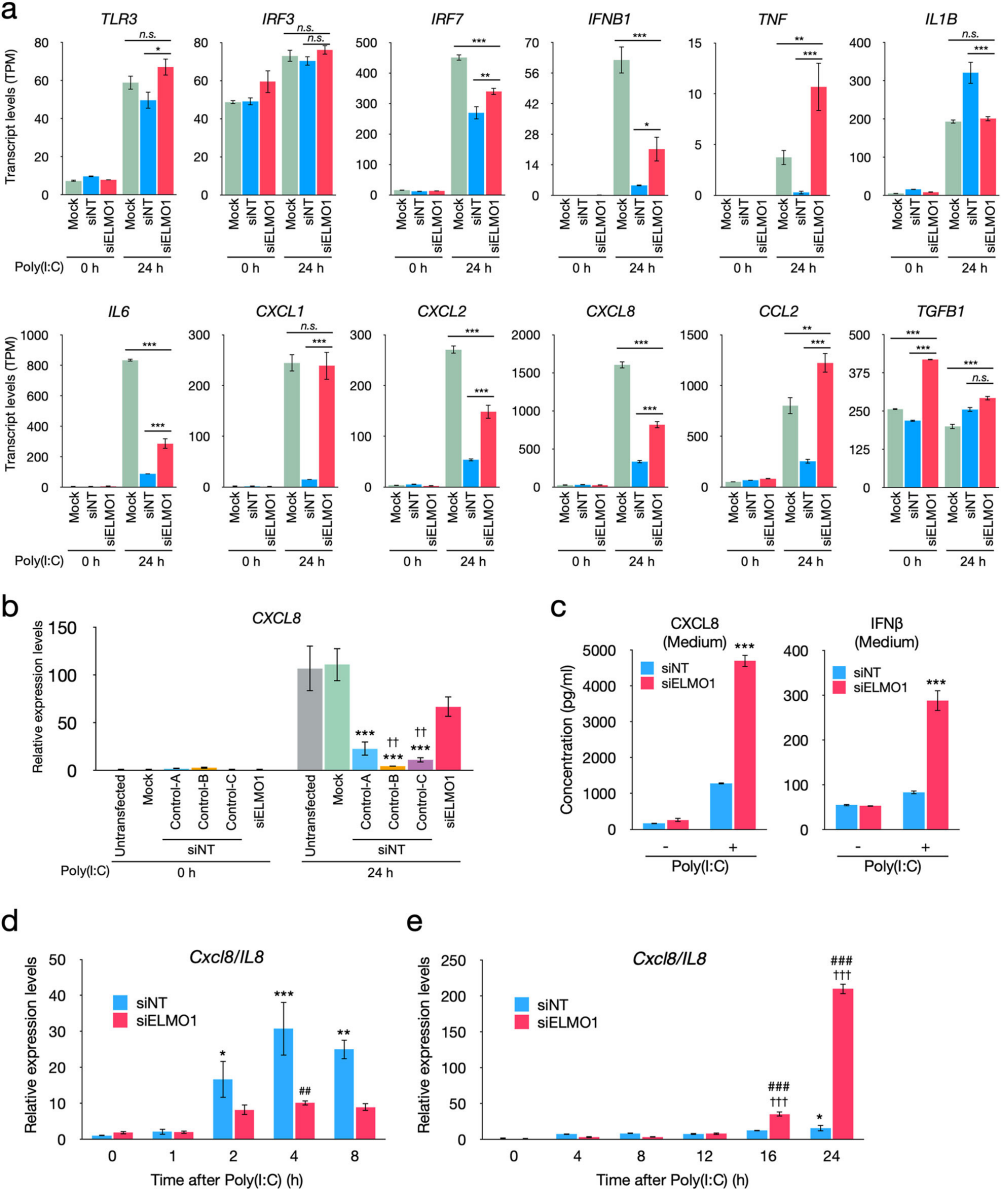
Effects of ELMO1 knockdown on inflammatory response. **a** Transcript levels of selected genes associated with inflammatory responses in Mock, siNT and siELMO1 transfected EA.hy926 cells before (0 h) and after (24 h) the poly(I:C) treatment. Data are based on RNAseq analysis shown in Fig S4. Transcript levels of each gene are shown as TPM. Data are mean ± SE (*N* = 3). *p < 0.05, **p < 0.01, ***p < 0.001, *n.s*. not significant. **b** Effects of three different non-targeting siRNAs (Control siRNA-A, B and C) on the expression of *CXCL8* in EA.hy926 cells before (0 h) and after (24 h) the poly(I:C) treatment. Data are mean ± SE (*N* = 4). ***p < 0.001 vs. Untransfected and Mock, ^††^*p* < 0.01 vs. siELMO1. **c** Effects of ELMO1 knockdown on the protein levels of CXCL8 and IFNβ in the medium detected by ELISA. Cells were transfected with siRNA (siNT or siELMO1) and 48 h later further stimulated with 1 μg/ml of poly(I:C) for 24 h. Data are mean ± SE (*N* = 4). ***p < 0.001 vs. siNT. Effects of ELMO1 knockdown on the mRNA levels of *CXCL8* after the poly(I:C) treatment in the early (**d**) and late (**e**) time points. Transcript levels of *CXCL8* were determined by qRT-PCR. Data are mean ± SE (*N* = 3). *p < 0.05, **p < 0.01, ***p < 0.001 vs. siNT at 0 hour; ^†††^*p* < 0.001 vs. siELMO1 at 0 hour ; ^##^*p* < 0.01, ^###^*p* < 0.001 vs. siNT at the same time point.

Transfection of siRNA is known to induce low levels of inflammatory responses through TLR3, independently of the siRNA sequence [42, 43]. In the siNT treated cells, transfection of the non-targeting siRNA slightly increased the expression of *CXCL8* compared to untransfected and Mock cells (Supplementary Fig S6). The level of *CXCL8* also showed a small increase in siELMO1 treated cells (Supplementary Fig S6), confirming that transfection of siRNA caused a mild inflammation.

When stimulated with poly(I:C) at 48 h after the transfection of siRNA, transcripts of *CXCL8* robustly increased in the untreated and Mock cells. The upregulation of *CXCL8* was significantly less in siNT cells compared to the untransfected or Mock cells, while restored in siELMO1 (Fig. 3b). All three control non-targeting siRNAs supplied by the manufacturer showed a reduction in the poly(I:C)-induced upregulation of *CXCL8*, indicating that the reduction is likely due to the introduction of foreign nucleic acids, rather than a sequence-dependent off-target effect of the siRNAs (Fig. 3b). In this experimental condition, mock cells were stimulated only once with poly(I:C), but cells treated with siNT and siELMO1 were stimulated twice, the first hit with siRNA and the second hit with poly(I:C) (both stimulate TLR3). Thus, siNT is considered as a negative control for the siELMO1 treated cells. Consistent with the transcript levels, concentrations of CXCL8 and IFNβ proteins in the culture medium were significantly higher in siELMO1 treated cells compared to the siNT cells stimulated with poly(I:C) (Fig. 3c). In the early time points (0–8 h) after the stimulation with poly(I:C), the siNT cells showed higher upregulation of *CXCL8* than siELMO1 treated cells (Fig. 3d). In the late time points (12–24 h), the *CXCL8* level robustly increased in siELMO1 treated cells, reaching to a 10 times higher level than siNT at 24 h (Fig. 3e).

### ELMO1 knockdown protects endothelial cells from poly(I:C)-induced apoptosis

Twenty-four hours of poly(I:C) stimulation induced massive cell death in the siNT cells (Fig. 4a). The SYTOX Green staining confirmed the increase of membrane-compromised/dead cells in siNT cells compared to untreated and mock cells (Supplementary Fig. S7). The cell death observed in the siNT was not caused by the toxicity of liposome or serum starvation because Mock cells showed much less death than siNT cells (Fig. 4a and Supplementary Fig. S7). The cell death was not due to the sequence-dependent off-target effects of the siNT, since all the non-targeting siRNAs, including siRNA targeting the *ASB4* gene, which is not expressed in EA.hy926 cells (0 TPM in RNAseq data), induced similar levels of cell death after the poly(I:C) treatment among the non-targeting siRNA controls (not shown). 

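ASB4 (ENSG00000005981.13, chromosome 7 from 95478444 to 95540233) had 0 estimated counts in all 18 libraries of Mock, siNT and siELMO1 cells, at 0 h and 24 h. Over all libraries, 1091 M counts, the limit that a count of 0 allows is 0.00275 CPM. Expression below this was not detectable at this depth.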

A previous study reported that 1 μg/ml poly(I:C) induces only slight cell death in resting HUVECs, whereas pre-treatment with 1 μg/ml poly(I:C) for 24 h followed by re-stimulation with the same concentration of poly(I:C) induced significant apoptosis [44]. Similarly, transfection of siNT activated TLR3, as indicated by upregulation of *CXCL8* after the transfection of siRNAs (Supplementary Fig. S6). The stimulation with poly(I:C) subsequent to the siNT transfection induced apoptosis in the siNT cells, as confirmed by TUNEL staining (Fig. 4b). Strikingly, the induction of apoptosis was significantly inhibited in siELMO1 treated cells (Fig. 4a, b, Supplementary Fig. S7). The siELMO1 treated cells showed more rounded morphology compared to the untreated, mock and siNT cells (Fig. 4a, Supplementary Fig. S7), possibly reflecting the increased production of ECM. After the stimulation with poly(I:C), early apoptotic cells were significantly higher in siNT than in Mock at 4–16 h (Fig. 4c), while late apoptotic/necrotic cells became significantly higher in siNT at 12–32 h (Fig. 4d). Thus, siNT cells show early inflammation peaked at 4 h (Fig. 3d), and subsequent apoptosis peaked at 8 h (Fig. 4c) that led to cell death after 12 h (Fig. 4d). The lower inflammation in siNT cells at 24 h (Fig. 3a) is likely because of cell death. Both early and late apoptosis/cell death were significantly suppressed in siELMO1 cells, and these apoptosis/cell death were at comparable levels to the untransfected cells (Fig. 4c, d). Together, these results demonstrate that ELMO1 mediates TLR3-induced apoptotic cell death in EA.hy926 cells.

**Fig. 4:**
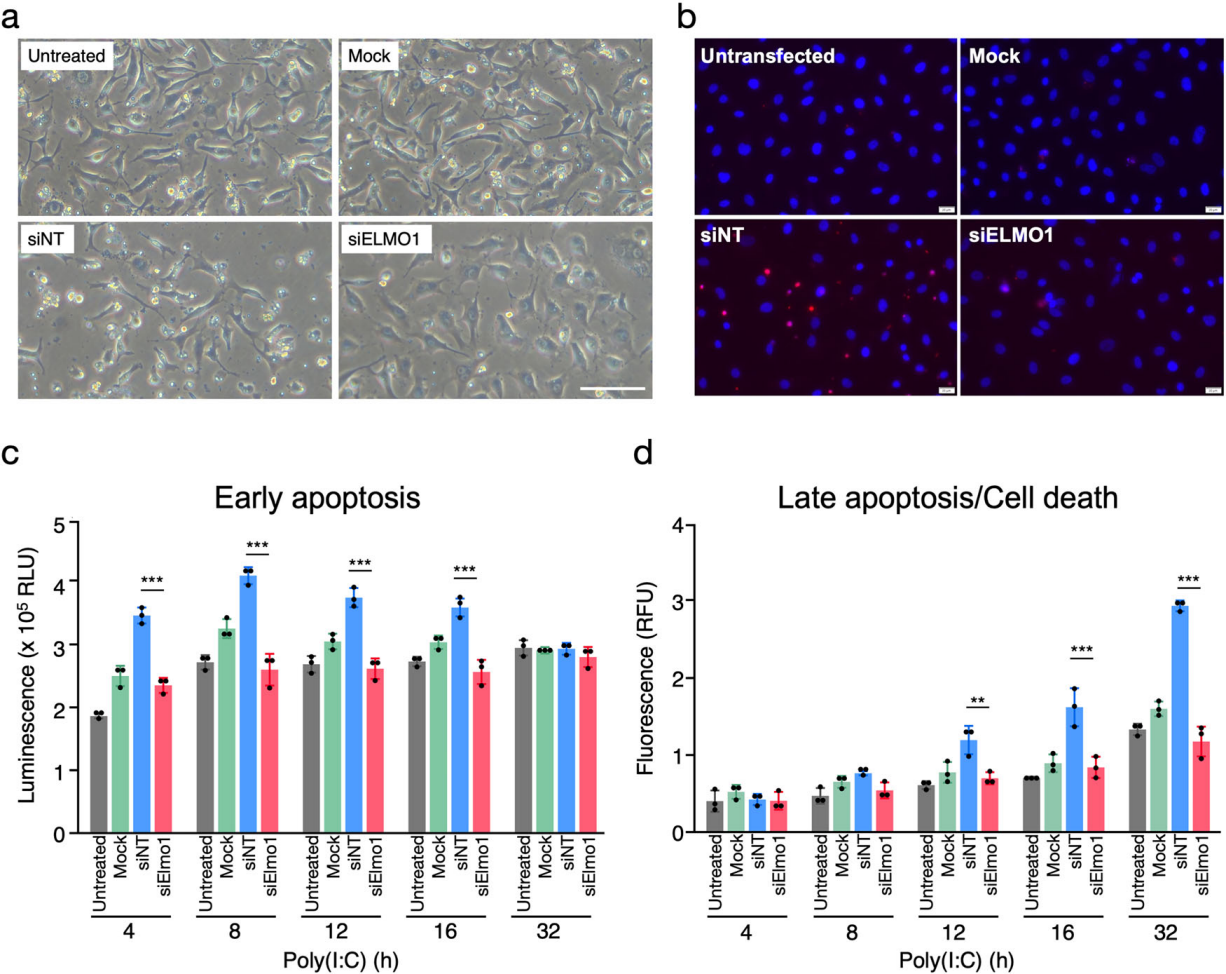
Knockdown of ELMO1 protects endothelial cells from apoptotic cell death induced by poly(I:C). EA.hy926 cells were transfected with siRNA and incubated for 48 h, followed by stimulation with 1 μg/ml poly(I:C) for 24 h. **a** Representative images of untransfected, Mock, siNT and siELMO1 cells at 24 h after the addition of poly(I:C). Bar = 100 μm. **b** Detection of apoptotic cells. At 24 h after the addition of poly(I:C), cells were fixed with 2% PFA, followed by TUNEL staining (Red). Nuclei were visualized with DAPI staining (Blue). Bar = 50 μm. **c**, **d** Detection of early apoptosis and late apoptosis/cell death induced by poly(I:C). Apoptosis/cell death was detected at the indicated time points after the stimulation with poly(I:C). Early apoptosis was detected through the exposure of phosphatidylserine on the outer layer of the membrane, while late apoptosis/cell death was detected by the compromised membrane integrity. Data are mean ± SD (*N* = 3). ***p < 0.001, **p < 0.01.

### Regulation of cell death by ELMO1 in endothelial cells

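BCL2L1 (ENSG00000171552.14, chromosome 20 from 31664452 to 31723989) was at 201 ± 5.57 CPM (SD, n = 3) in Mock, 114 ± 1.03 CPM in siNT and 189.9 ± 5.43 CPM in siELMO1 at 0 h, and at 296 ± 9.06, 251 ± 2.00 and 268 ± 5.79 CPM at 24 h. Its log2 fold change in siNT against Mock was −0.81 at 0 h (SE 0.04, adjusted p = 2.2e-11, edgeR) and −0.24 at 24 h (adjusted p = 6.3e-05, edgeR), and in siELMO1 against siNT 0.73 at 0 h (adjusted p = 2.4e-11, edgeR). At 24 h the last was 0.10 (adjusted p = 0.045, edgeR), with adjusted p from 0.0072 to 0.313 over the alternatives. It did not pass without any 1 of the siNT libraries or of the siELMO1 libraries of 24 h, down to 0.08 without siELMO1 24 h replicate 1. BIRC2 (ENSG00000110330.10, chromosome 11, 102347211 to 102378670) was at 94.4 ± 1.92, 89.7 ± 2.75 and 116 ± 3.25 CPM in Mock, siNT and siELMO1 at 0 h and at 189 ± 3.47, 137 ± 6.79 and 201 ± 13.0 CPM at 24 h. At 0 h BIRC2 did not pass in siNT against Mock (−0.07, adjusted p = 0.23, edgeR). It passed without TMM factors (−0.13) and with only the libraries of the groups compared (−0.10). The adjusted p over the alternatives ran from 0.021 to 0.341. At 24 h siNT was lower than Mock (−0.47, adjusted p = 6.0e-07, edgeR), and siELMO1 was higher than siNT at 0 h (0.37, adjusted p = 4.5e-06, edgeR) and 24 h (0.56, adjusted p = 6.2e-08, edgeR). CFLAR (ENSG00000003402.21, chromosome 2, 201116154 to 201176687) was at 35.8 ± 0.854 CPM in Mock, 28.1 ± 1.32 CPM in siNT and 33.8 ± 2.34 CPM in siELMO1 at 0 h and at 232 ± 15.2, 111 ± 14.8 and 163 ± 29.4 CPM at 24 h. In siNT against Mock it was −0.35 (adjusted p = 0.011, edgeR) and −1.06 (adjusted p = 2.4e-07, edgeR) at the times named, and in siELMO1 against siNT 0.27 (adjusted p = 0.039, edgeR; 0.0027 to 0.090 over the alternatives) and 0.54 (adjusted p = 2.7e-04, edgeR). The call in siELMO1 against siNT at 0 h was lost without siNT 0 h replicate 1 or 3 or siELMO1 0 h replicate 1 or 3. Genes on the other strand overlap BCL2L1 and CFLAR.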

RNAseq results showed expression levels of apoptosis-inducing genes, such as *BCL2L1*, *BARC2*, *CFLAR* and *CASP7* were lower in siNT cells but restored in siELMO1 cells before and after the stimulation with poly(I:C), suggesting that apoptosis-related molecules are affected in siNT while knockdown of ELMO1 rescued them (Fig. 5a). Activation of TLR3 induces extrinsic apoptosis through the recruitment and cleavage of caspase-8 [30, 45]. In fact, a caspase-8 inhibitor Z‑IETD‑FMK reduced the poly(I:C)-induced cell death in siNT, indicating the involvement of caspase-8 in the cell death process (Fig. 5b, c). Consistent with the low incidence of apoptosis and cell death in the untransfected cells and Mock cells (Fig. 4a–d), poly(I:C) did not cause cleavage of caspase-8 in the untransfected and Mock cells (Fig. 5d). On the other hand, poly(I:C) led to cleavage of caspase-8 while reducing the amount of full-length caspase-8 in siNT (Fig. 5d). This is because siNT cells were preconditioned with TLR3 stimulation by siRNA transfection, but untransfected and Mock cells were not [44]. Knockdown of ELMO1 dramatically blocked the poly(I:C)-induced cleavage of caspase-8 shown in siNT (Fig. 5d). Similarly, the cleavage of caspase-3, an effector caspase downstream of caspase-8, was induced by poly(I:C) in siNT, but was inhibited in the ELMO1 knockdown cells (Fig. 5d). Cleavage of caspase-7 was not detected in this experimental condition (Fig. 5d). To confirm the effects of ELMO1 knockdown by the pooled siRNAs, the effects of individual ELMO1 siRNA #1 and #2 were also tested in the EA.hy926 cells. Both siRNAs decreased the expression of ELMO1 and upregulated COL5A1 (Supplementary Fig. S8a). When stimulated with poly(I:C), both ELMO1 knockdown cells showed protection from cell death, consistent with the pooled siRNAs (Supplementary Fig. S8b). The cleavage of caspase-3 and 8 were also inhibited in both the ELMO1 knockdown cells (Supplementary Fig. S8c). These data indicates that ELMO1 plays a role in the caspase-8 activation pathway in the endothelial cells downstream of TLR3.

**Fig. 5:**
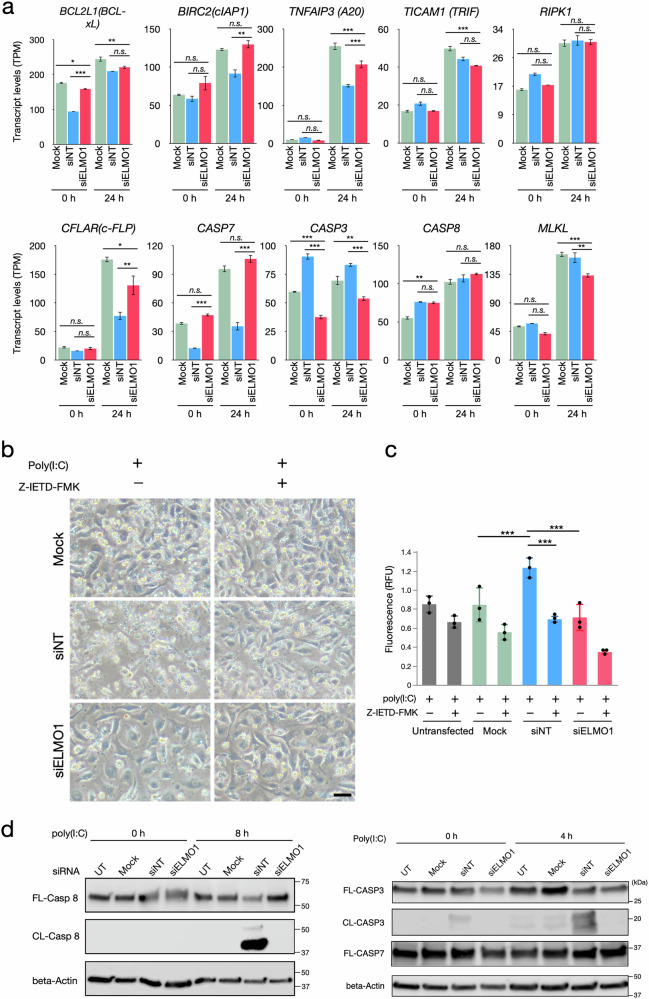
Knockdown of ELMO1 inhibits apoptosis by suppressing caspase-8 activation downstream of TLR3. **a** Transcript levels of selected genes associated with apoptosis before (0 h) and after (24 h) the poly(I:C) treatment. Transcript levels of each gene are shown as TPM (transcript per million). Data are mean ± SE (*N* = 3). *p < 0.05, **p < 0.01, ***p < 0.001, *n.s*. not significant. **b** Representative images of Mock, siNT and siELMO1 cells 24 h after the poly(I:C) stimulation. Cells were treated with or without 20 ng/ml of caspase-8 inhibitor Z-IETD-FMK throughout the experiment. Bar = 20 μm. **c** Cell death in (b) was quantified as in Fig. 4d. Data are mean ± SD (*N* = 3). ***p < 0.001. **d** Western blot of full-length and cleaved caspase-8, -3 and -7 before (0 h) and after (4 h, 8 h) the stimulation with poly(I:C). Beta-Actin was detected as a loading control. Images are representative of three independent experiments.

## Discussion

In this study, we demonstrated that knockdown of ELMO1 in endothelial cells causes quiescence, protecting the cells from TLR3-induced cell death, and restoring inflammatory responses, suggesting that ELMO1 plays a pivotal role in the decision of proliferation or quiescence, as well as life or death under the TLR3-induced inflammation. Our results show a previously unknown role of ELMO1 in regulating cell fate through modulation of caspase-8 activity downstream of TLR3 signaling. Extensive studies have been performed on the multiple functions of caspase-8 in cell survival, inflammation, and various forms of cell death, highlighting the importance of caspase-8 in cell fate decisions [23–25]. Whether ELMO1 directly interacts with the components of death-inducing complexes, including RIPK1 and caspase-8, needs further elucidation.

In order to downregulate expression of ELMO1, we transfected siRNA, which is a widely accepted and efficient method to reduce target transcripts. However, transfection of oligonucleotide including siRNA can induce unintended, non-specific effects, such as off-target silencing and induction of innate immune response [46]. We believe the possibility of off-target silencing by oligonucleotides was minimized in the current study, because homology search of the three ELMO1 siRNA sequences using the NIH Basic Local Alignment Search Tool (BLAST) did not find overlapping sequences except for ELMO1, and the concentration of siRNA used in the current experiments was 10 nM, which is much lower than the 100 nM that could affect non-specific transcripts [47]. Nevertheless, RNAseq showed that expression levels of many genes were significantly changed in cells transfected with non-targeting siRNA compared to those in mock-transfected cells, indicating that transfection with siRNA oligonucleotides exerts non-specific effects in the experimental system through the TLR activation, retinoic acid-inducible gene-I (RIG-I)/melanoma differentiation-associated protein 5 (MDA5) and/or other unknown mechanisms [48]. 

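In siNT against Mock, 988 genes passed both thresholds at 0 h, 333 higher and 655 lower, and 1019 at 24 h, 438 higher and 581 lower. By adjusted p alone they were 7833 and 7607. At 0 h the largest fitted fold changes were those of TNFSF13B, TMC8 and ENKUR. For TNFSF13B the fitted value depends on the prior count, and its bound lies below the fold changes of the other genes, so its rank is not settled. TNFSF13B (ENSG00000102524.12, chromosome 13, 108251240 to 108308484) was at the floor in Mock and at least 4.23-fold higher in siNT, at 0.176 ± 0.0748 CPM (SD, n = 3). TMC8 (ENSG00000167895.16, chromosome 17, 78130770 to 78142968) was at 0.136 ± 0.117 CPM in Mock and 3.74 ± 0.231 CPM in siNT, a log2 fold change of 4.73 (adjusted p = 7.2e-07, edgeR), and ENKUR (ENSG00000151023.17, chromosome 10, 24981979 to 25062279) at means of 0.675 CPM (range 0.519 to 0.817) and 0.0498 CPM (range 0 to 0.0897), −3.68 on the log2 scale (adjusted p = 2.9e-05, edgeR). At 24 h they were those of TEKTIP1, ACOD1 and CXCL1. TEKTIP1 (ENSG00000183397.6, chromosome 19, 3539171 to 3544030) was at least 47.5-fold higher in siNT (adjusted p = 0.014, edgeR) and did not pass under limma-voom, with adjusted p from 2.4e-05 to 0.106 over the alternatives. ACOD1 (ENSG00000102794.11, chromosome 13, 76948511 to 76958638) was at 57.1 ± 0.612 CPM in Mock and 3.27 ± 0.340 CPM in siNT, a log2 fold change of −4.13 (adjusted p = 2.5e-10, edgeR). Genes on the other strand overlap TNFSF13B, TMC8, ENKUR and TEKTIP1. From the number of genes changed in siNT against mock-transfected cells, the paper concludes that siRNA oligonucleotides have non-specific effects in this system, through TLR activation, RIG-I and MDA5, or mechanisms not known.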

While comparing the effects of targeted siRNA (siELMO1) to the control non-targeted siRNA (siNT) is a well-accepted procedure, the analysis requires careful consideration, hence we included Mock transfection without oligonucleotides and untransfected controls in our experiments.

Consistent with a previous study that showed sequential simulation of HUVECs with poly(I:C) induced apoptosis [44], cells transiently transfected with oligonucleotides such as siRNA were sensitive to poly(I:C)-induced cell death. Since clustering of TLR3 in the membrane rafts is important for downstream signaling [49], the first stimulus might sensitize the cells by clustering TLR3, which leads to overactivation of TLR3 and other death receptors, switching from a pro-inflammatory to a cell death pathway on the second stimulus. Another possibility is that the first stimulus promotes assembly of intracellular death-inducing complexes including RIPK1 and caspase-8, sensitizing the cells to the second stimulus.

Poly(I:C) and its derivatives are extensively examined in multiple clinical studies as adjuvants in cancer immunotherapy and vaccines, based on the effects of poly(I:C) that activates innate immune responses and induce apoptosis in cancer cells [50, 51]. The efficacy depends on the type of tumor cells and stages. Our results indicate that reduction of ELMO1 levels in cancer cells may arrest them in a quiescent state and dampen the sensitivity of the cells to poly(I:C)-containing anticancer therapy.

We showed that ELMO1 knockdown causes G1/S arrest in the human endothelial cells. The result is consistent with multiple studies showing that ELMO1 is upregulated in a wide range of tumor cells both in vivo and in vitro, and that knockdown of ELMO1 suppressed cell proliferation in various human cancer epithelial cell lines, including breast cancer, colorectal cancer and liver cancer [52–54]. How ELMO1 mechanistically influences the cell cycle is not fully understood, although the involvement of ELMO1 in cell cycle regulation is in accordance with previous reports that show Rac1 is required for G1/S progression through induction of cyclin D1 [55], and that inhibition of Rac1 causes cell cycle arrest [56, 57]. The crosstalk between cell cycle and cell-extracellular matrix interaction could also play a role. We observed knockdown of ELMO1 significantly upregulated *COL5A1* and *COL5A2*. Collagen V is known to inhibit the cell cycle in various cell types including endothelial cells [58, 59]. Another study also demonstrated that muscle satellite (stem) cells produce collagen V to inhibit cell cycle and maintain the cells in a quiescent state in a cell-autonomous manner [60]. The significant increase of *COL5A1* and *COL5A2* and other ECM components could inhibit cell cycle and induce quiescence in the ELMO1 knockdown cells.

Whether the downregulation of ELMO1 causes a quiescent state or a senescent state needs to be defined [61]. Quiescence is a “reversible” cell cycle arrest, while senescence is an “irreversible” loss of proliferative potential [61]. Whether the cell cycle arrest we observed in the ELMO1 knockdown cells is reversible or irreversible is not clear in the experimental condition. In our study, knockdown of ELMO1 resulted in reduced proliferation, higher production of inflammatory cytokines, and resistance to apoptosis, which overlap with hallmarks of senescence [62]. On the other hand, gene expression patterns of ELMO1 knockdown cells did not necessarily indicate senescence. For example, a senescence marker gene *CDKN2A* coding for p21 was lower in the ELMO1 knockdown cells than in the siNT cells (Fig. 2c). This inconsistency could be because our result reflects short-term effects of ELMO1 knockdown and cells are still under heterogeneous conditions in a transition to a full senescent status. 

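CDKN2A (ENSG00000147889.18, chromosome 9 from 21967752 to 21995301) had 0 estimated counts in all 18 libraries, at the limit of 0.00275 CPM over the sum of all libraries, so no difference between conditions was detectable at this depth. CDKN1A, the gene that encodes p21 (ENSG00000124762.14, chromosome 6, 36676460 to 36687337), was at 174 ± 2.10 CPM (SD, n = 3) in Mock, 334 ± 8.93 CPM in siNT and 194 ± 9.77 CPM in siELMO1 at 0 h, and at 312 ± 2.68, 479.8 ± 7.77 and 269 ± 7.29 CPM at 24 h. In siELMO1 against siNT its log2 fold change was −0.78 at 0 h (SE 0.04, adjusted p = 2.4e-11, edgeR) and −0.83 at 24 h (adjusted p = 7.1e-11, edgeR), in 3 of 3 libraries each. Against Mock it was 0.16 at 0 h (adjusted p = 0.0046, edgeR) and −0.21 at 24 h (adjusted p = 4.9e-04, edgeR). The first of these was lost without TMM factors (0.08) and without Mock 0 h replicate 3 (0.12), with adjusted p from 0.0012 to 0.192 over the alternatives. The long non-coding gene DINOL overlaps CDKN1A on the other strand.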

A recent study showed that knockout of Elmo1 increased senescent cells in the colon of mouse colitis models [63]. This study also demonstrated that knockdown of ELMO1 in several intestinal epithelial cell lines promoted cell senescence and upregulated production of cytokines such as IFNβ, IL1β, IL8 and IL6, a phenotype known as Senescence-Associated Secretory Phenotype (SASP) [63]. Another study indicated that Rac1 is involved in senescence directly or indirectly via ROS generation and activation of p53 [64]. Together, high expression of ELMO1 is likely associated with cancer phenotypes, such as enhanced proliferation, migration and epithelial-to-mesenchymal transition (EMT), whereas low level of ELMO1 is associated with quiescent/senescent phenotypes represented by cell cycle arrest and altered ECM composition.

Considering the diverse functions of RAC1, which span from cell movement, cell cycle regulation, gene transcription, production of ROS and stabilization of cell-cell contacts, it is not surprising that suppression of ELMO1 affected many genes and pathways. Moreover, ELMO1-DOCK-RAC1 complex could directly affect gene transcription. A study has shown that Elmo1 interacts with Med31, a regulator of RNA polymerase II, affecting general gene transcription in mouse bone marrow-derived macrophages [65]. Another study demonstrated that DOCK8 interacts with STAT3 and promotes its activation and nuclear translocation, inducing STAT3-dependent gene expression in T cells [66]. RAC1 has also been shown to translocate to the nucleus and affect RNA processing [67]. ELMO1 could regulate transcript levels through these mechanisms as well.

Collectively, our results indicate that ELMO1 is involved in cell cycle, ECM composition, pro-inflammatory responses and cell death, raising a possibility that ELMO1-DOCK-RAC1 system could be a therapeutic target in endothelial dysfunction in cancer and inflammation. Since numerous GEFs and GAPs are known to regulate RAC1, how each molecule differentially regulates and fine-tunes the activation of RAC1 under various pathophysiological conditions needs further investigation.

## Supplementary information

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Supplementary Figure S5

Supplementary Figure S6

Supplementary Figure S7

Supplementary Figure S8

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Western Blot original images

## Data Availability

RNA sequencing data are deposited to the NCBI Gene Expression Omnibus (GEO) database (accession number: GSE299038).

# Supplementary material for: Downregulation of Engulfment and cell motility 1 (Elmo1) induces quiescence and resistance to poly(I:C)-induced apoptosis in endothelial cells
**Source:** Cell Death Dis. 2025 Dec 20;17(1):100. doi: 10.1038/s41419-025-08341-1
**Supplement:** Supplementary file 12 — Supplementary Table S4

| **Table S4. Genes expressed lower in siELMO1 at 24 h** | | | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| Gene | 0H_Mock | 0H_siNT | 0H_siELMO1 | 24H_Mock | 24H_siNT | 24H_siELMO1 |
| SULT1B1 | 104.74 | 20.45 | 41.03 | 90.12 | 190.04 | 29.67 |
| SLC7A11 | 456.39 | 482.42 | 59.84 | 177.69 | 277.61 | 47.06 |
| SERPINB2 | 121.46 | 170.32 | 56.06 | 605.45 | 899.47 | 156.34 |
| RNA5-8SN5 | 1.95 | 5.06 | 1.33 | 8.09 | 10.10 | 1.98 |
| 5_8S_rRNA | 1.95 | 5.06 | 1.33 | 8.09 | 10.10 | 1.98 |
| RNA5-8SN1 | 1.97 | 5.13 | 1.34 | 8.12 | 10.15 | 2.00 |
| RNA5-8SN3 | 2.08 | 5.28 | 1.39 | 8.39 | 10.39 | 2.08 |
| RNA5-8SN2 | 2.08 | 5.28 | 1.39 | 8.39 | 10.39 | 2.08 |
| SYT11 | 18.52 | 17.83 | 4.14 | 14.07 | 18.17 | 3.79 |
| ADIRF-AS1 | 9.92 | 7.80 | 3.74 | 7.26 | 11.25 | 2.66 |
| STEAP2 | 12.71 | 18.96 | 11.29 | 9.65 | 17.51 | 4.56 |
| DHRS2 | 14.51 | 15.18 | 3.42 | 14.69 | 12.85 | 3.72 |
| MATR3 | 192.42 | 156.10 | 164.40 | 140.89 | 172.45 | 57.88 |
| MRPL35 | 57.16 | 64.11 | 13.38 | 48.19 | 59.28 | 19.94 |
| PRKAR2B | 69.41 | 46.73 | 25.49 | 25.53 | 35.37 | 12.01 |
| TMEM158 | 94.76 | 96.22 | 42.90 | 122.93 | 170.92 | 58.32 |
| BMAL2 | 490.02 | 422.94 | 66.97 | 623.38 | 637.09 | 218.69 |
| SNX15 | 31.48 | 27.88 | 7.58 | 32.70 | 34.21 | 11.86 |
| SPRY2 | 26.85 | 37.79 | 27.51 | 53.59 | 72.69 | 25.37 |
| SOCS2 | 8.73 | 12.52 | 8.05 | 8.51 | 10.11 | 3.63 |
| STK38L | 103.12 | 113.22 | 50.05 | 77.21 | 89.97 | 32.60 |
| TMTC3 | 102.49 | 117.06 | 23.60 | 74.94 | 89.84 | 33.04 |
| RAB11FIP2 | 44.80 | 81.01 | 23.44 | 54.11 | 63.19 | 23.25 |
| TXN | 231.68 | 348.24 | 97.19 | 214.71 | 275.30 | 101.45 |
| SHMT2 | 202.22 | 200.21 | 44.92 | 329.64 | 218.64 | 80.79 |
| RN7SK | 9.33 | 13.12 | 6.50 | 22.51 | 24.67 | 9.55 |
| TMEM170A | 24.21 | 45.85 | 12.52 | 49.17 | 49.77 | 20.52 |
| DCLK2 | 7.28 | 8.59 | 3.66 | 10.06 | 11.40 | 4.86 |
| TXNRD1 | 1477.55 | 2018.33 | 667.16 | 1295.44 | 1407.12 | 609.30 |
| DKK1 | 149.51 | 139.96 | 123.02 | 179.99 | 183.53 | 81.13 |
| SH2D5 | 6.95 | 11.48 | 3.45 | 12.29 | 12.36 | 5.49 |
| PLEKHB2 | 193.32 | 124.33 | 56.98 | 208.43 | 229.20 | 103.16 |
| MORF4L2 | 788.40 | 945.67 | 308.06 | 741.09 | 785.63 | 359.12 |
| NQO1 | 606.14 | 703.72 | 225.93 | 374.62 | 346.58 | 159.70 |
| STEAP1 | 35.46 | 35.32 | 26.52 | 48.43 | 48.20 | 23.16 |
| NEXN | 5.62 | 1.65 | 6.04 | 16.45 | 12.43 | 6.02 |
| SEC61A1 | 340.86 | 336.23 | 148.09 | 454.34 | 416.75 | 202.31 |
| LURAP1L | 6.60 | 9.97 | 8.58 | 13.66 | 11.45 | 5.61 |

# Supplementary material for: Downregulation of Engulfment and cell motility 1 (Elmo1) induces quiescence and resistance to poly(I:C)-induced apoptosis in endothelial cells
**Source:** Cell Death Dis. 2025 Dec 20;17(1):100. doi: 10.1038/s41419-025-08341-1

Original western blot: Fig. 2b

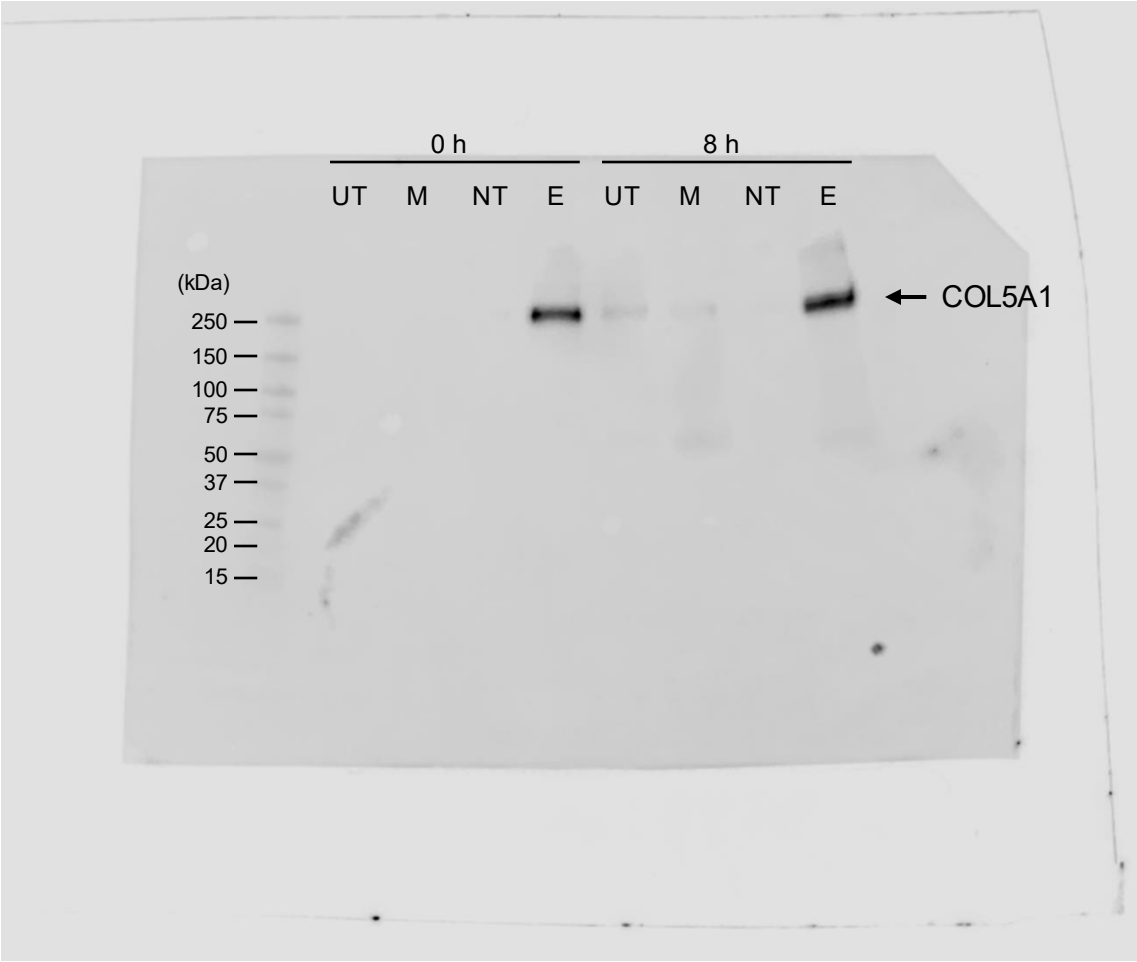

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig. 2b and 5d

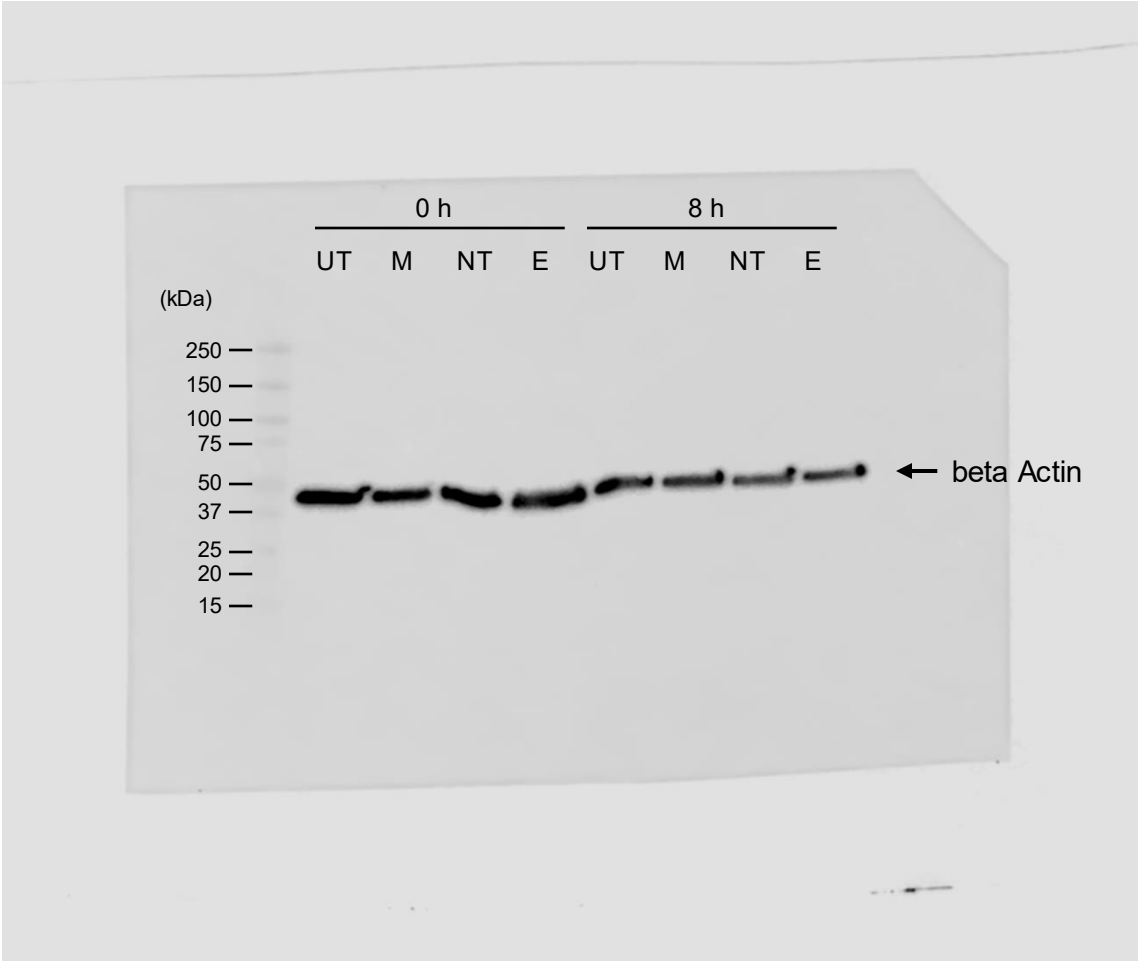

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig. 5d

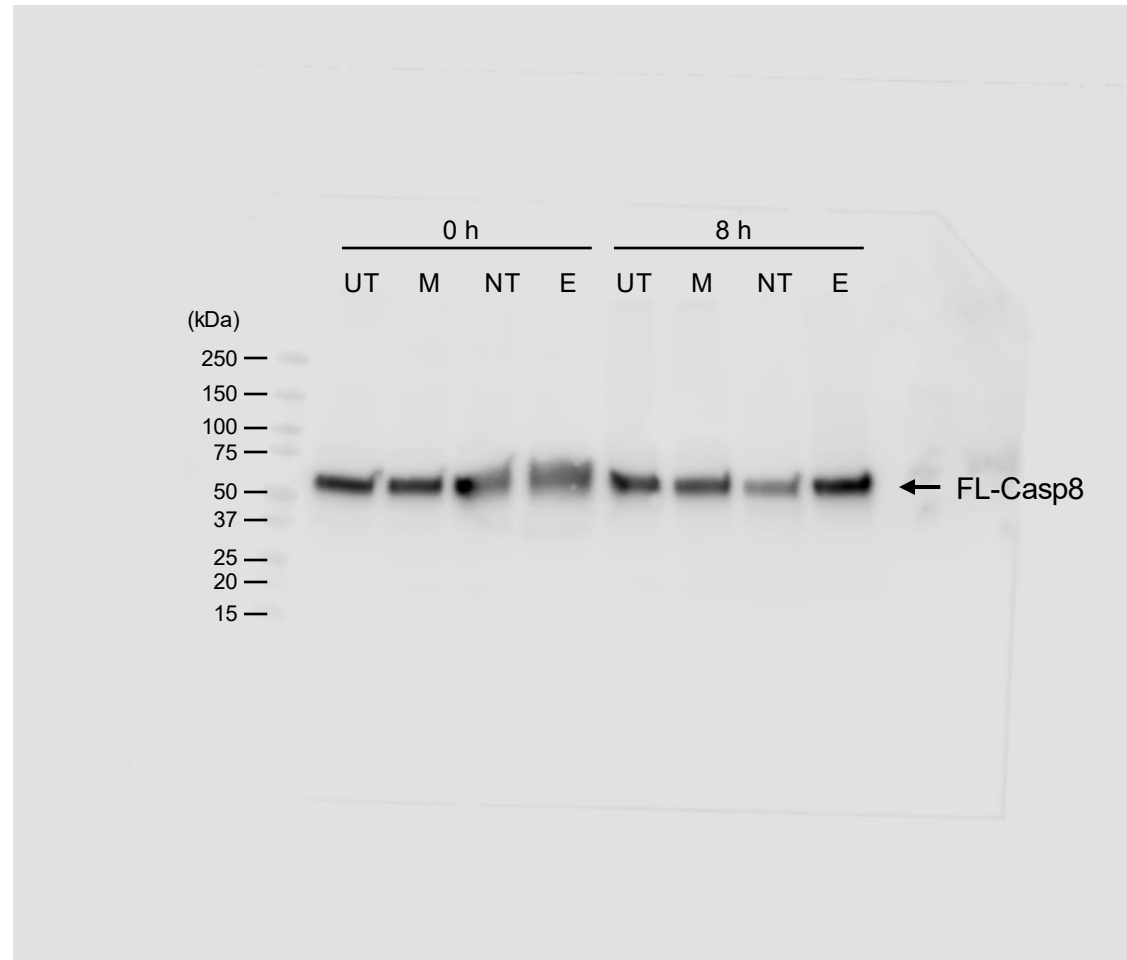

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig. 5d

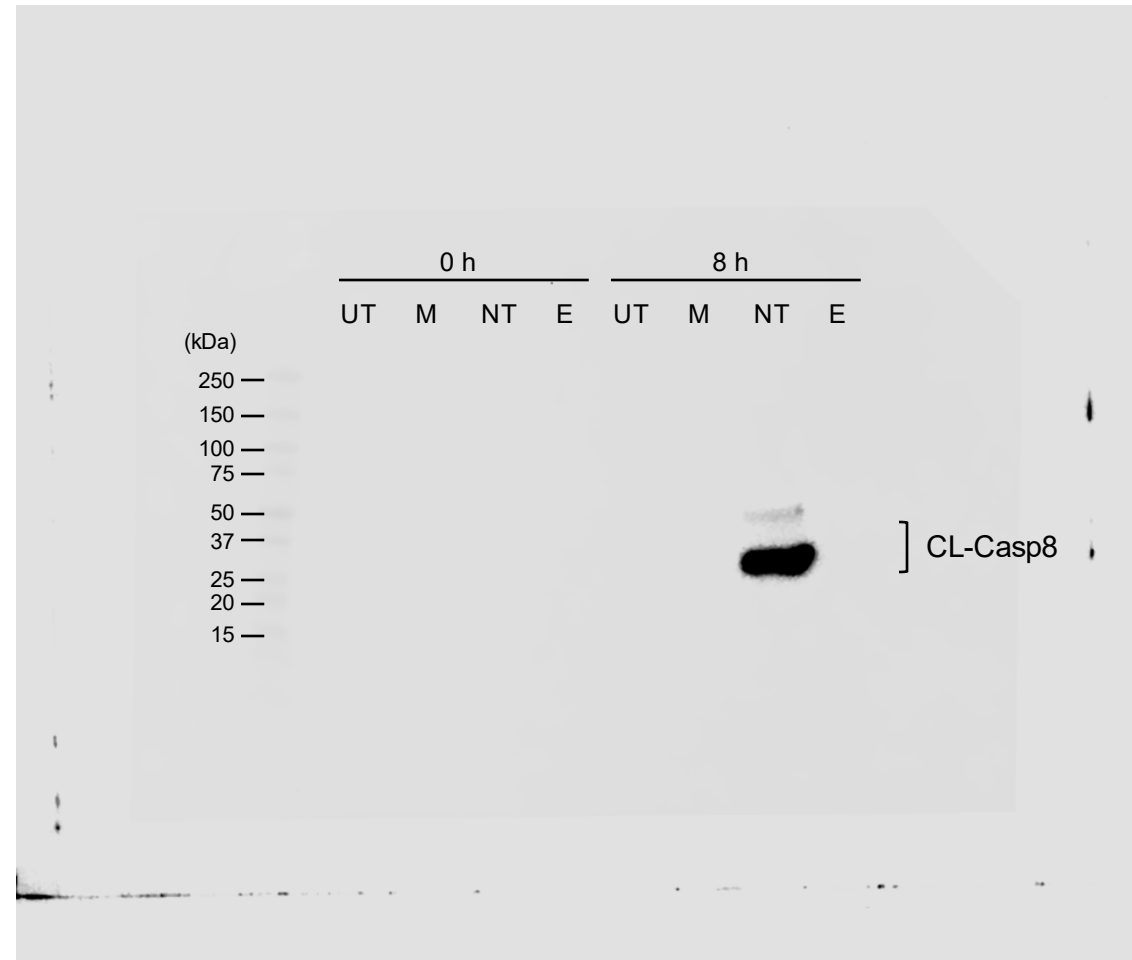

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig 5d

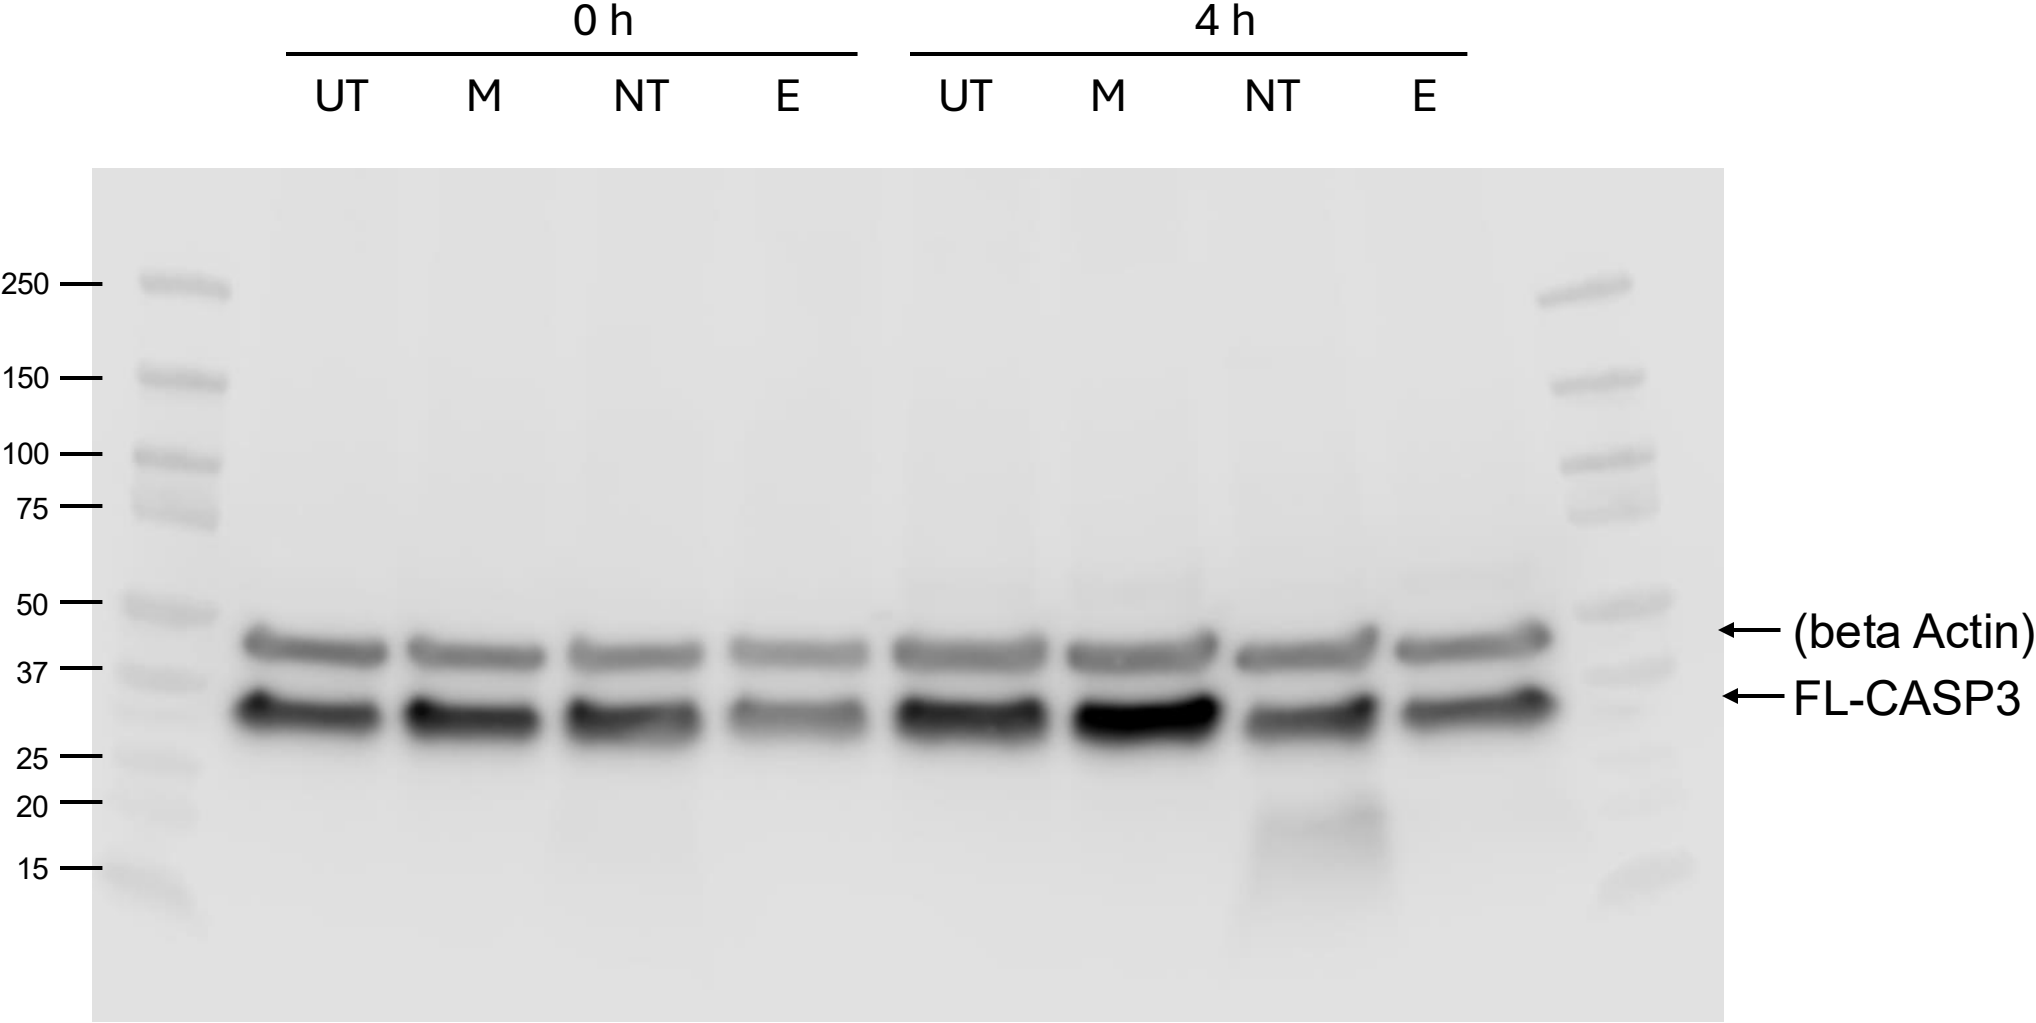

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig 5d

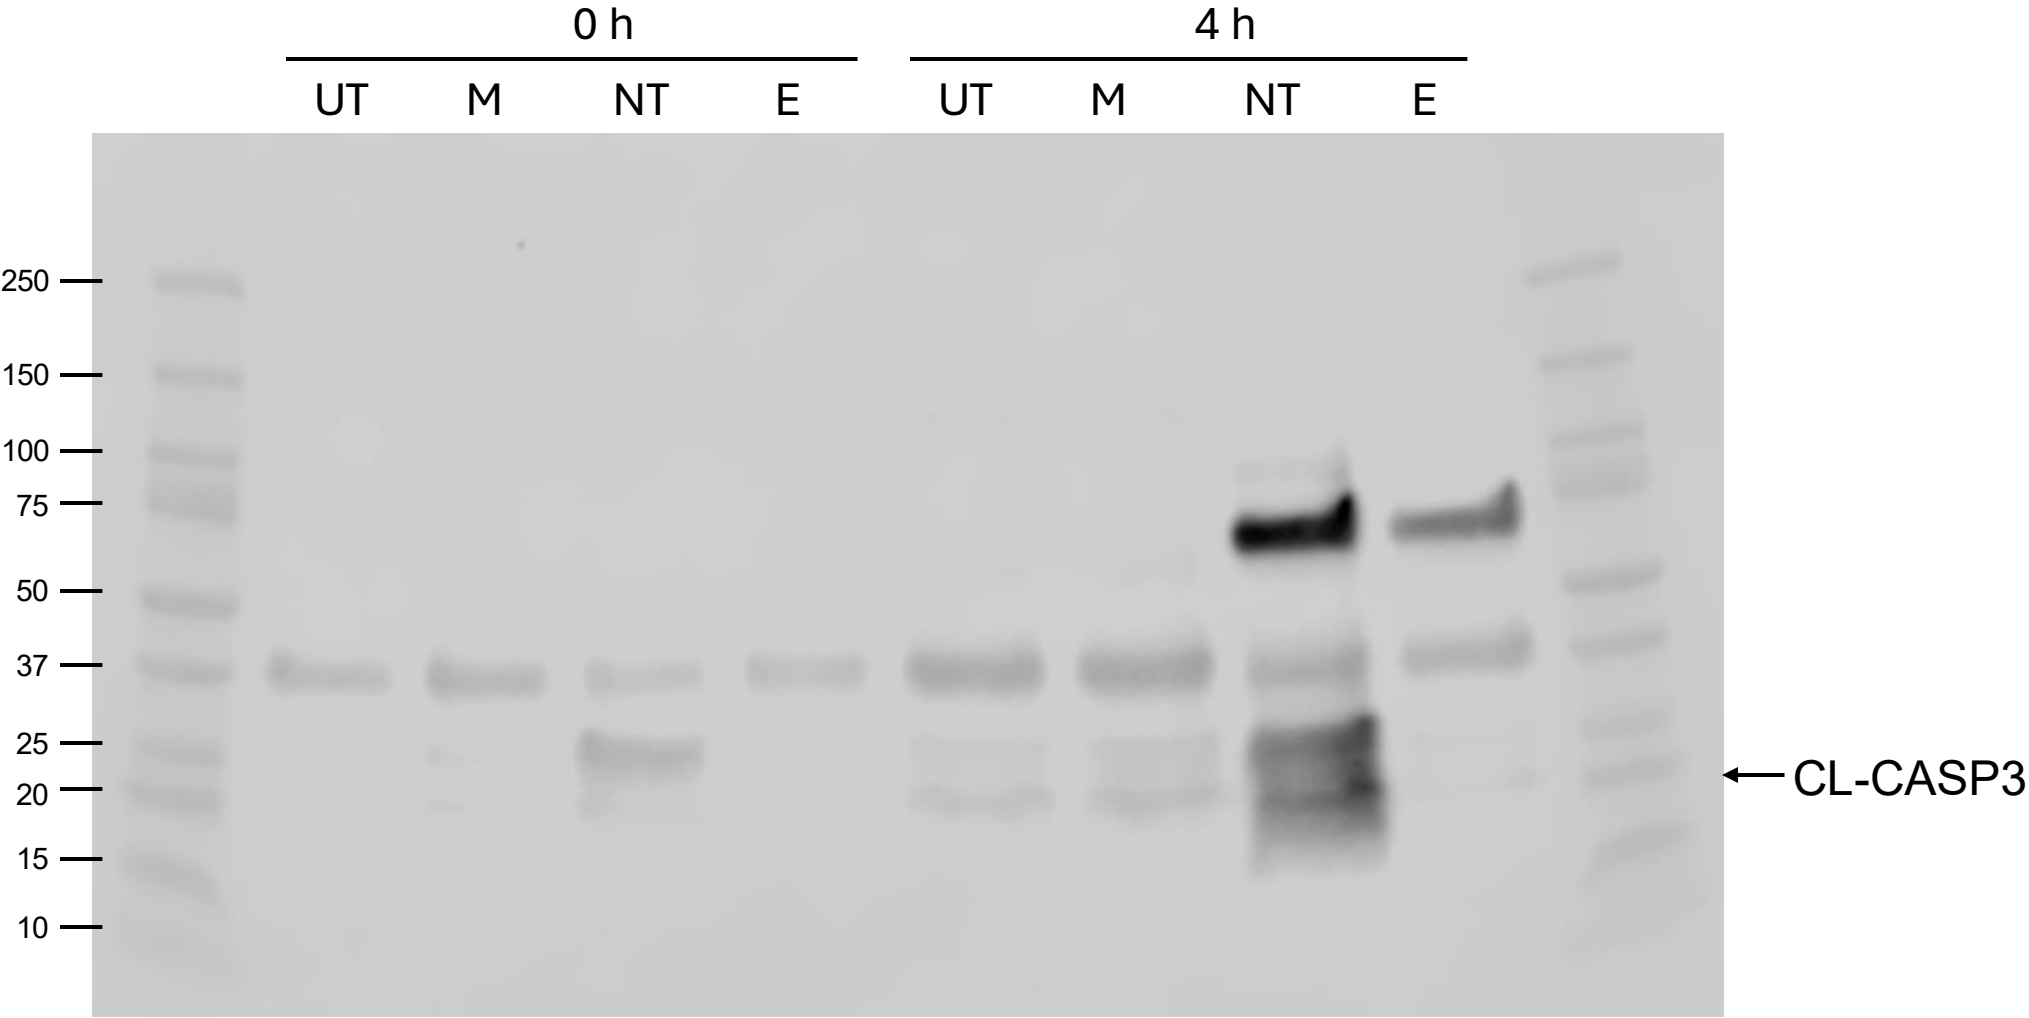

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig 5d

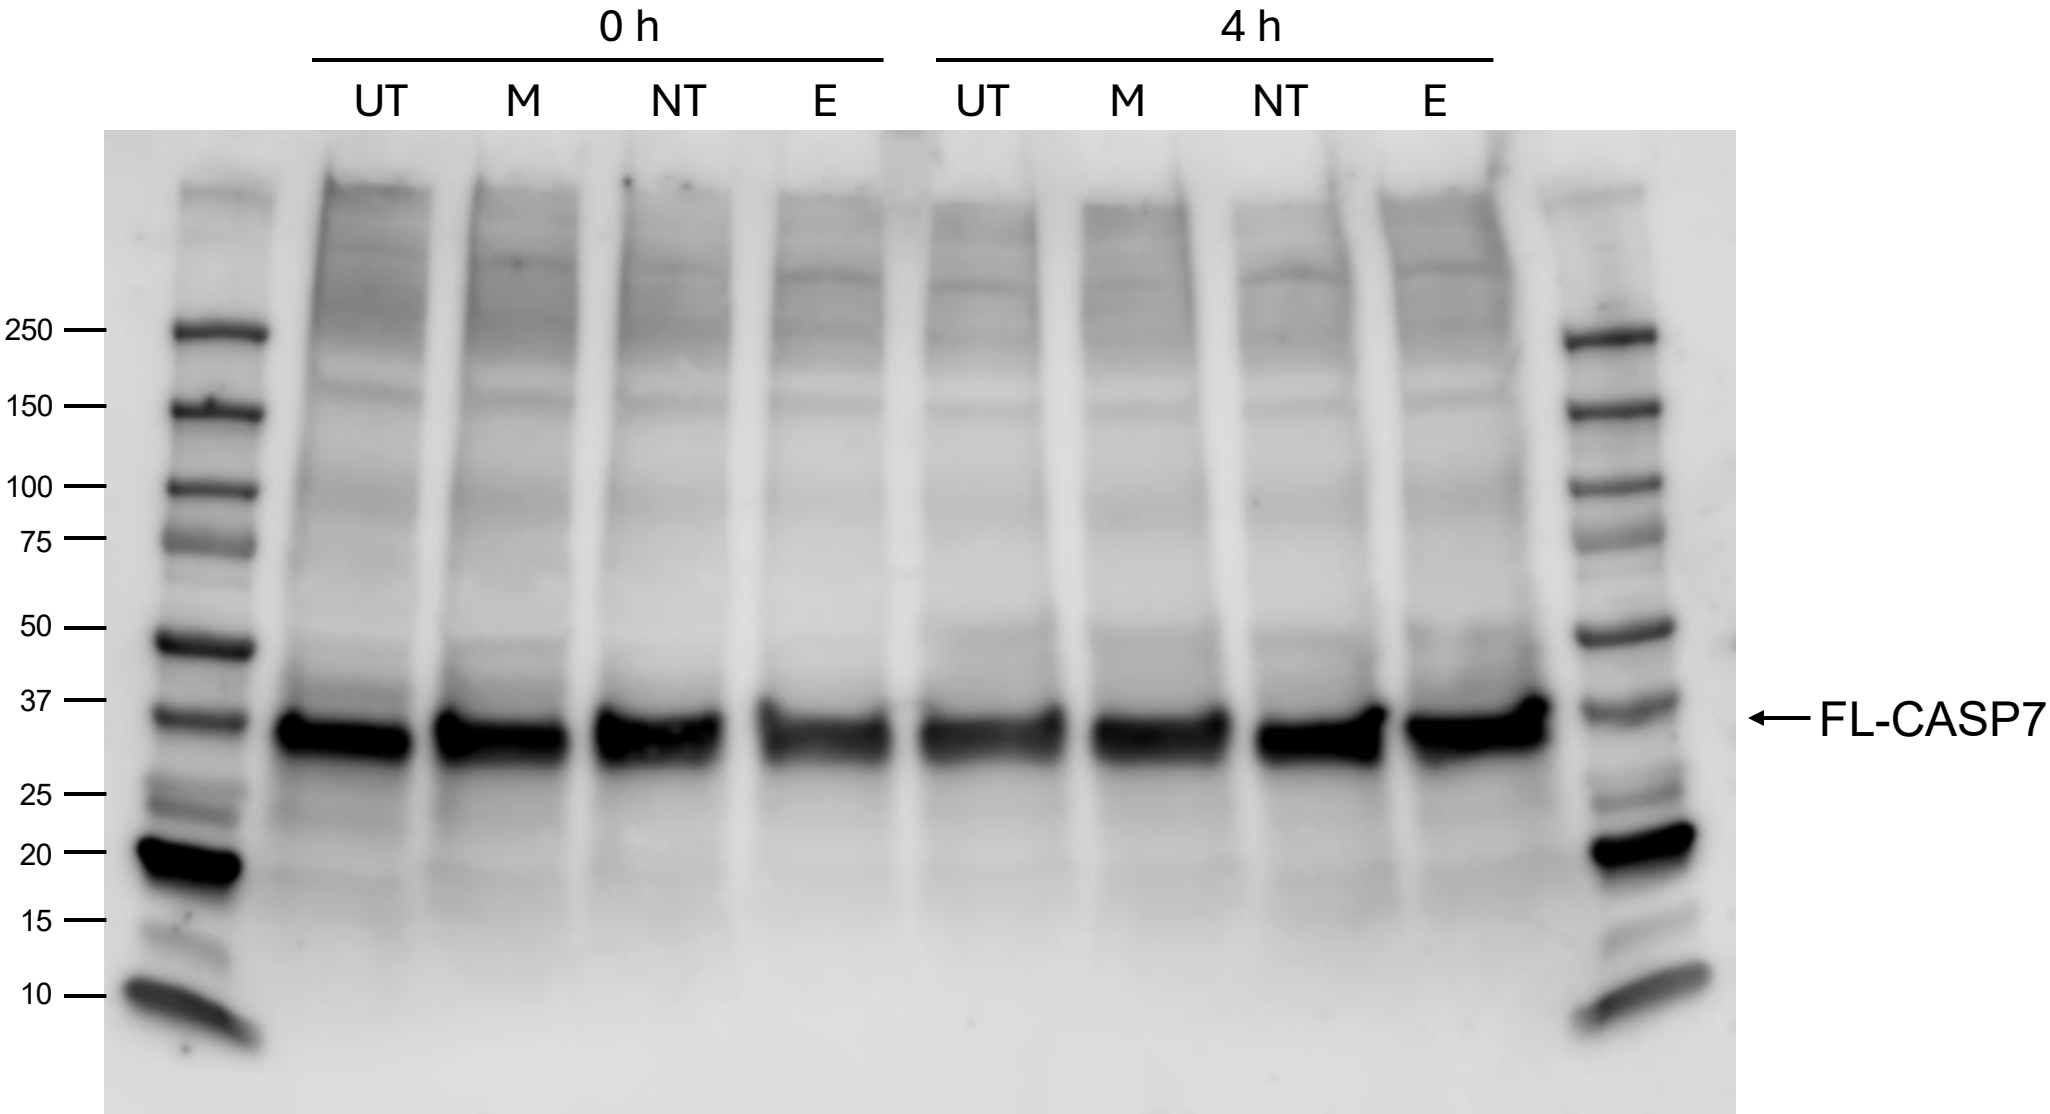

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig 5d

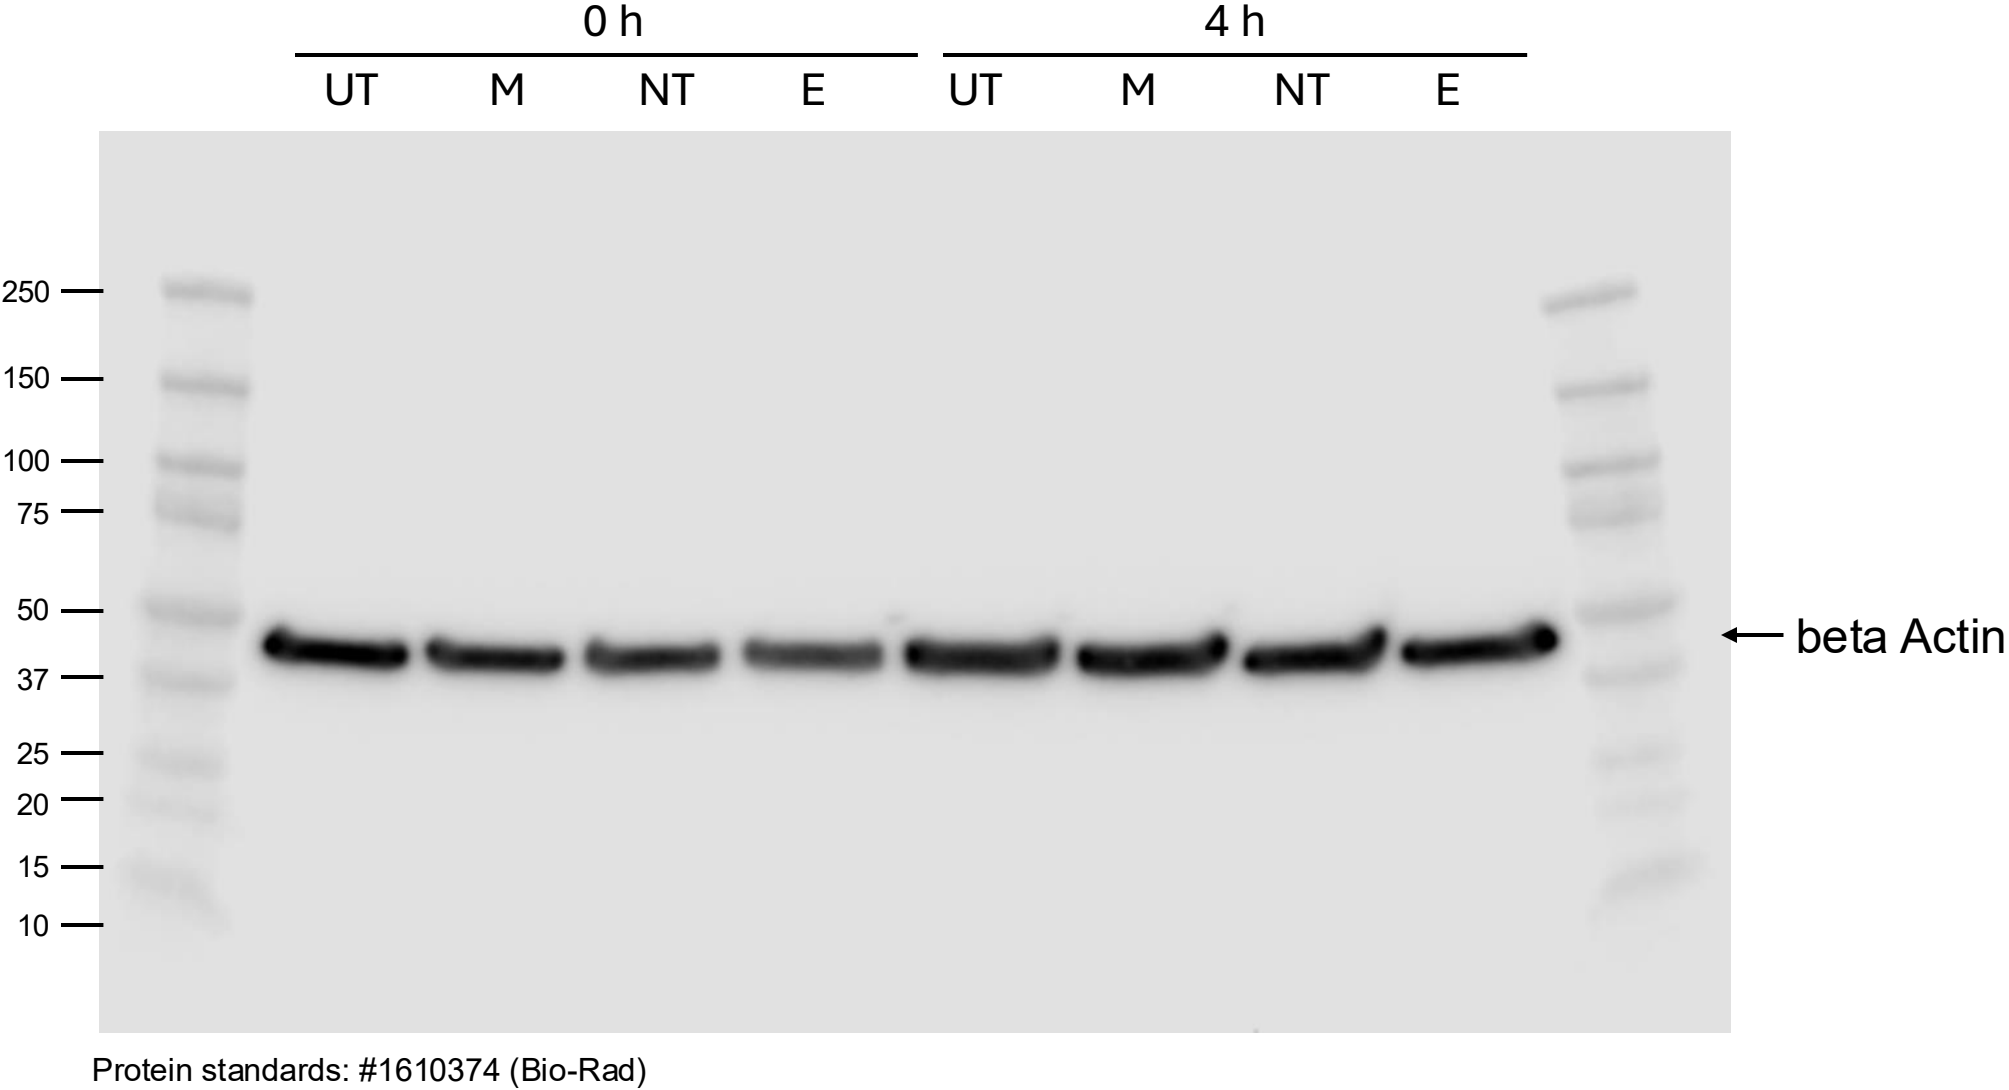

Original western blot: Fig S1b

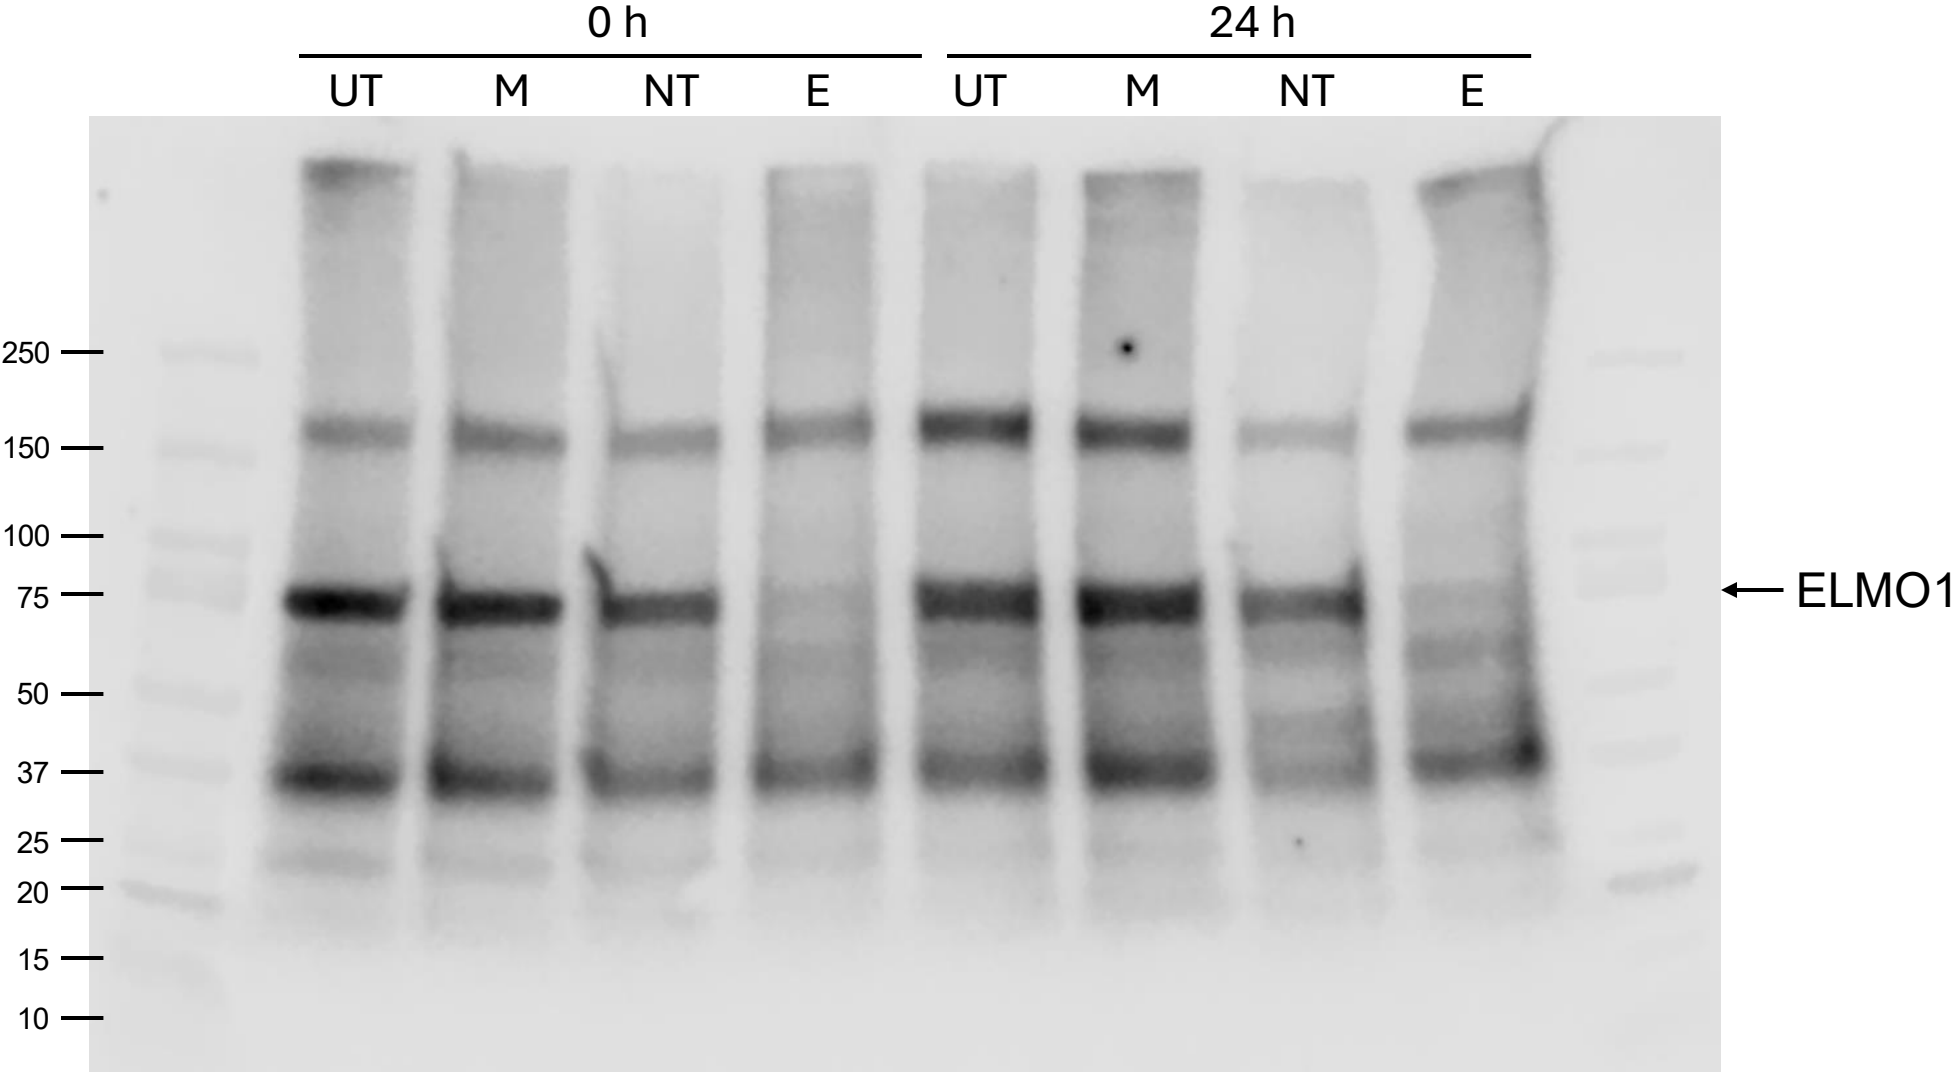

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig S1b

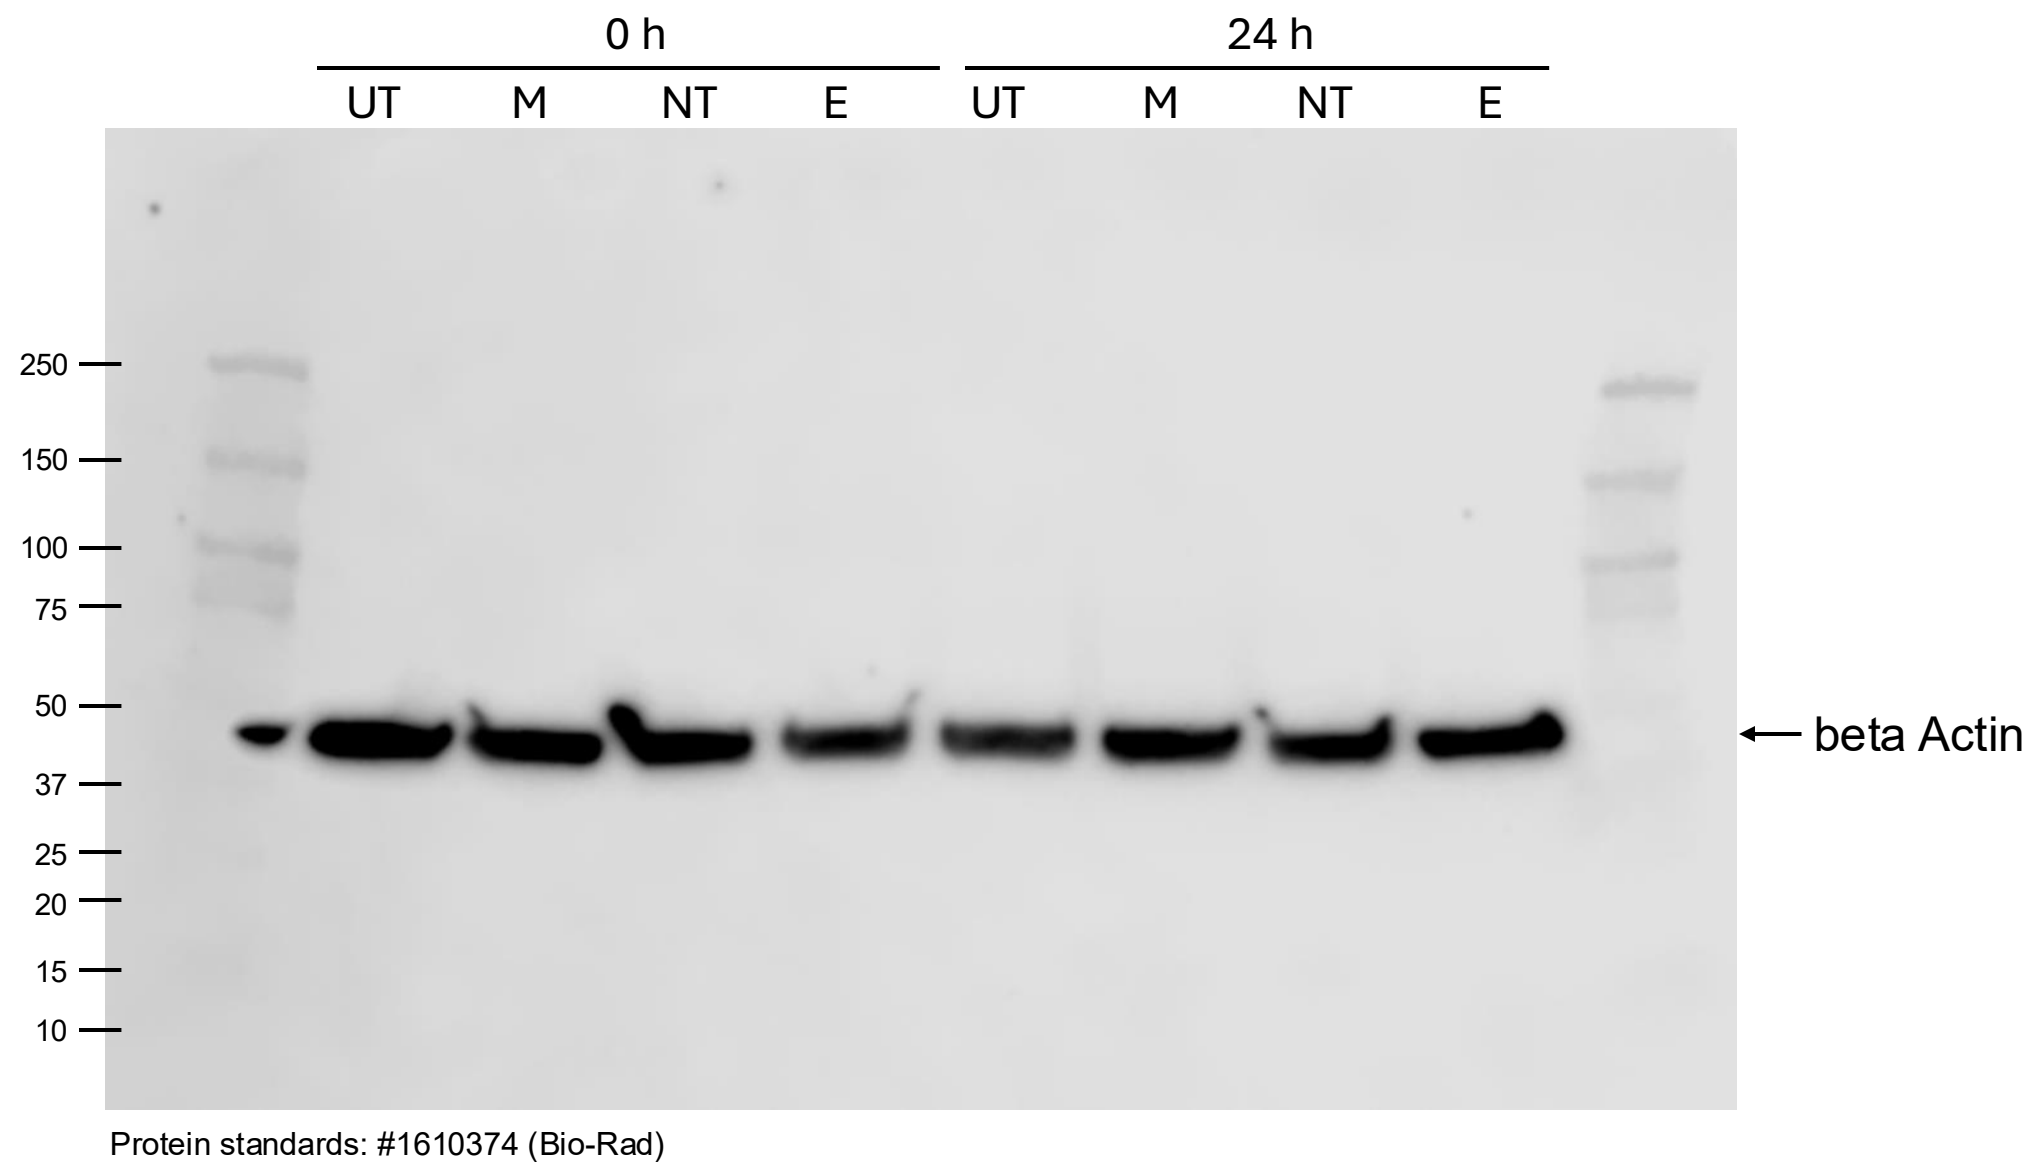

Original western blot: Fig S5b

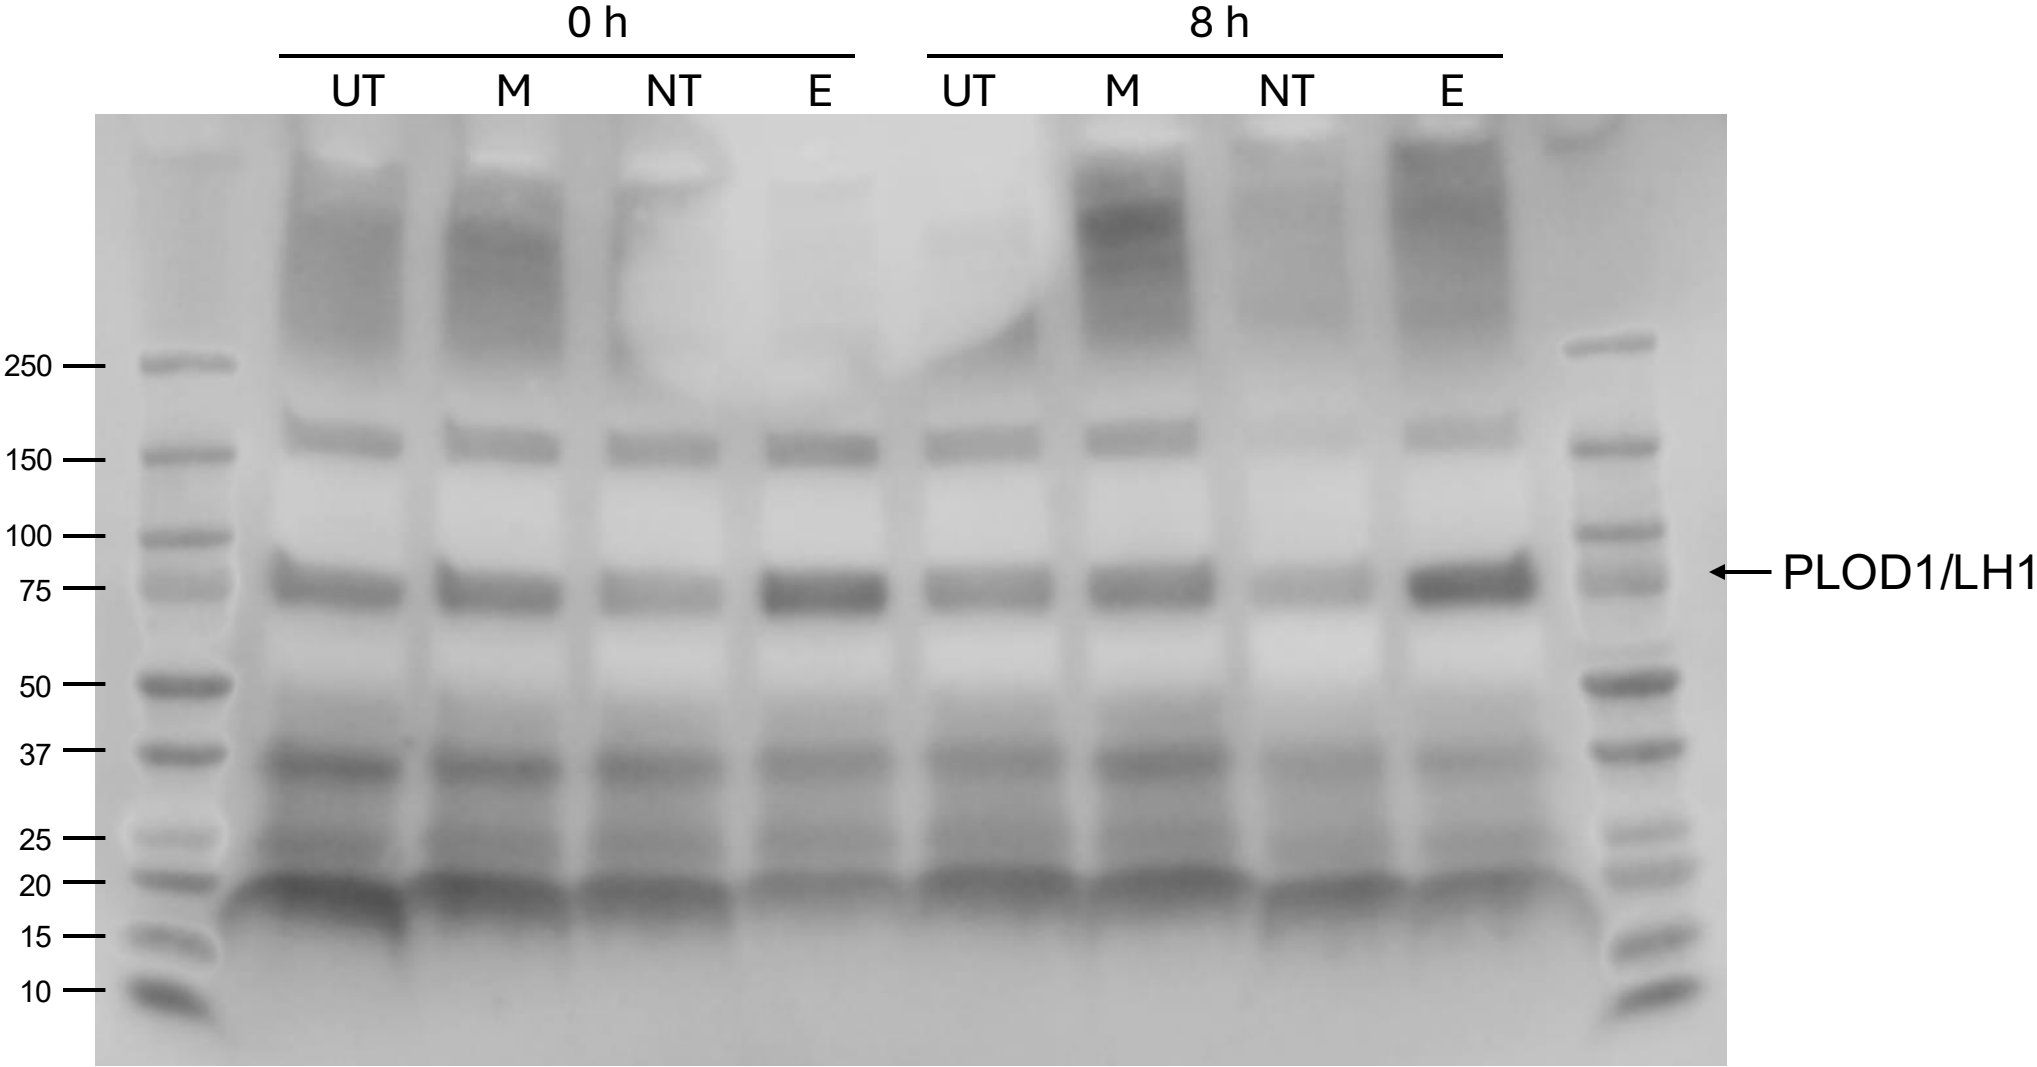

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig S5b

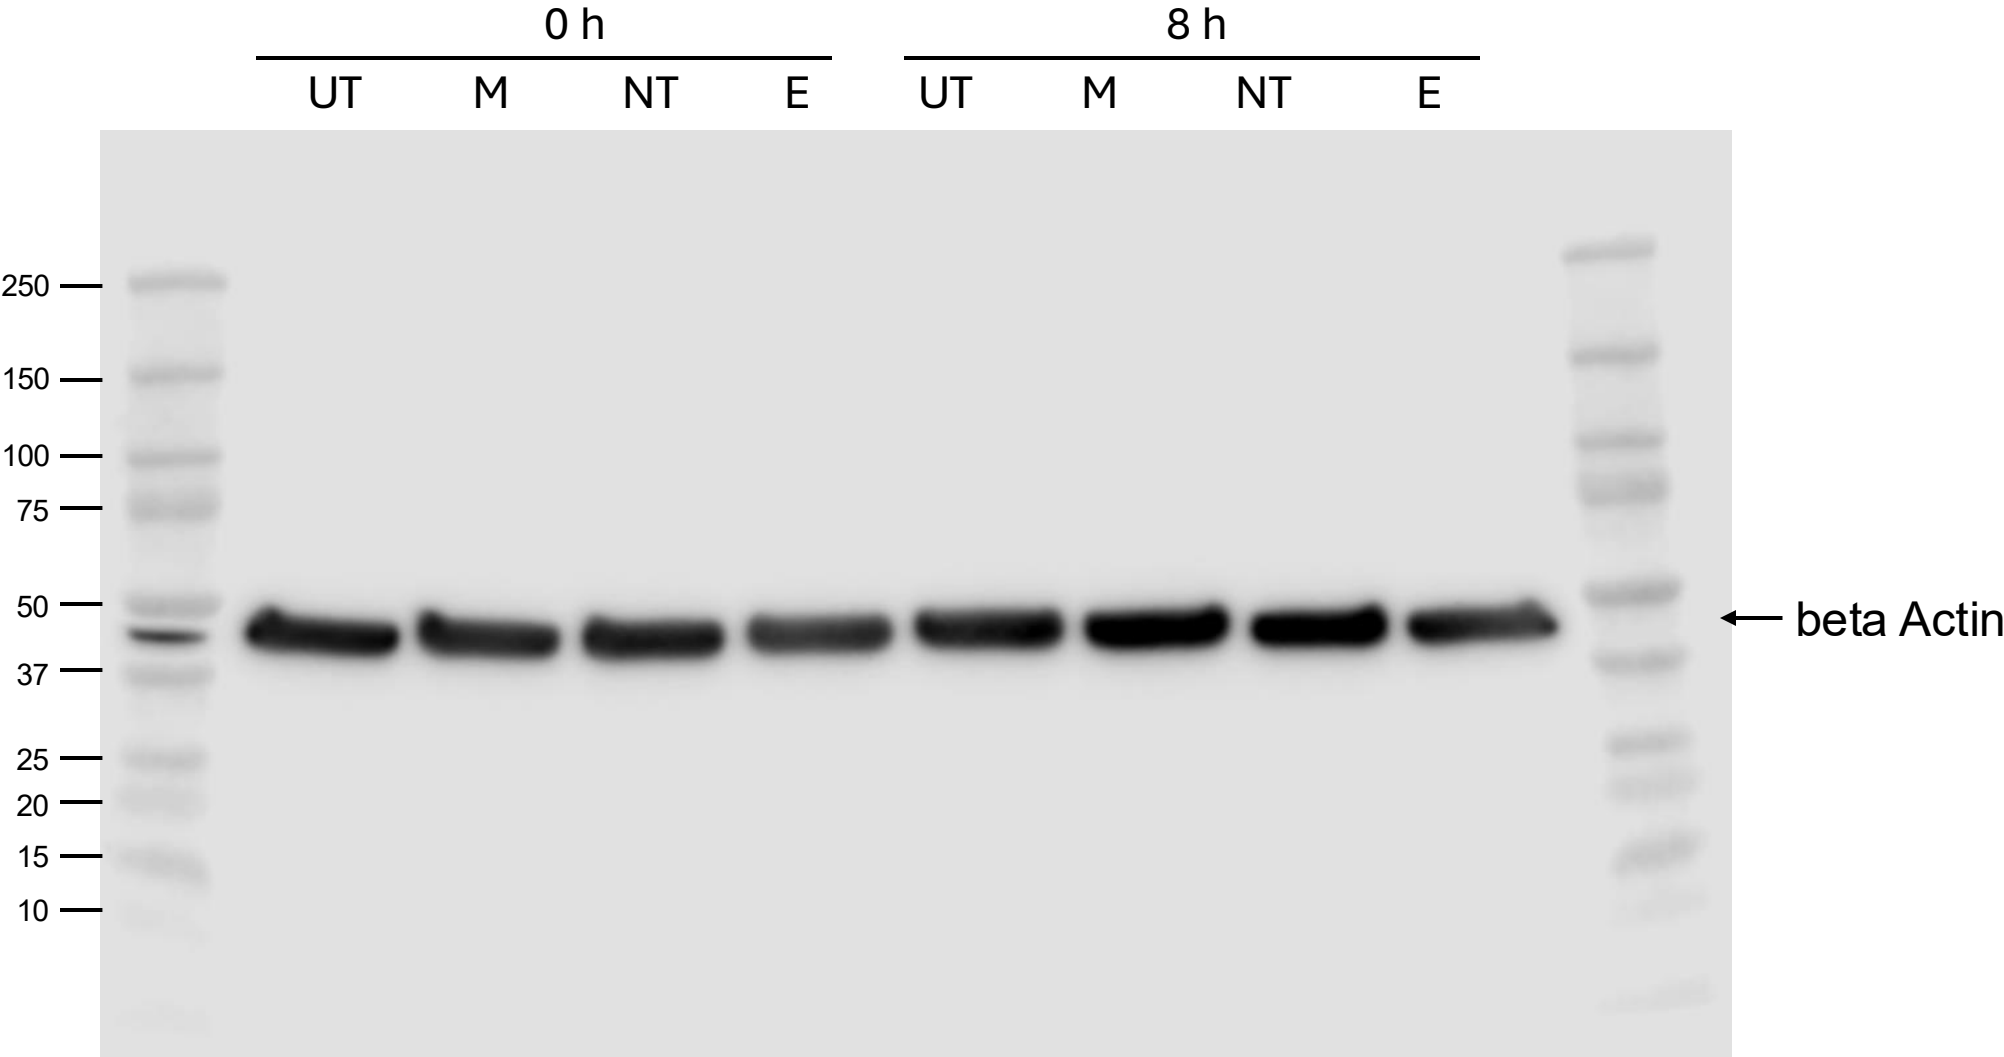

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig S8a

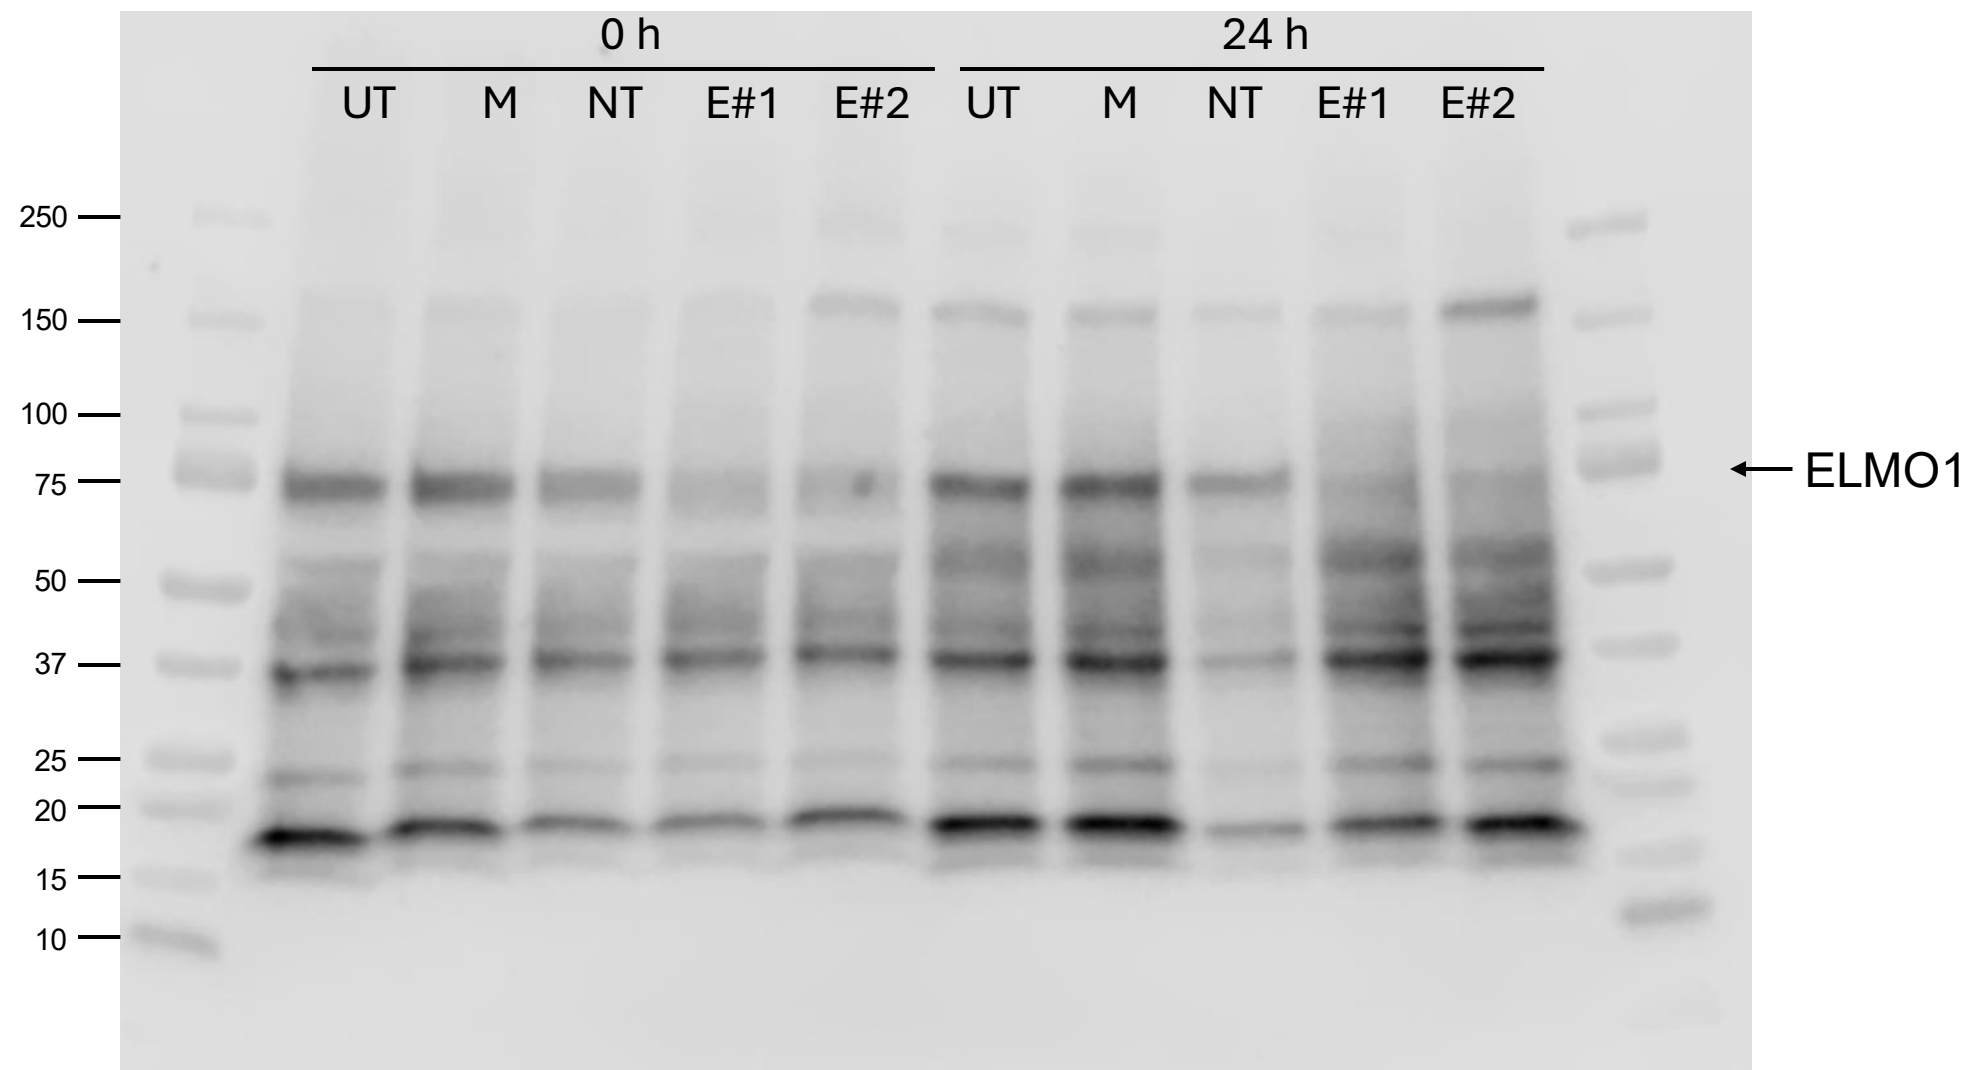

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig S8a

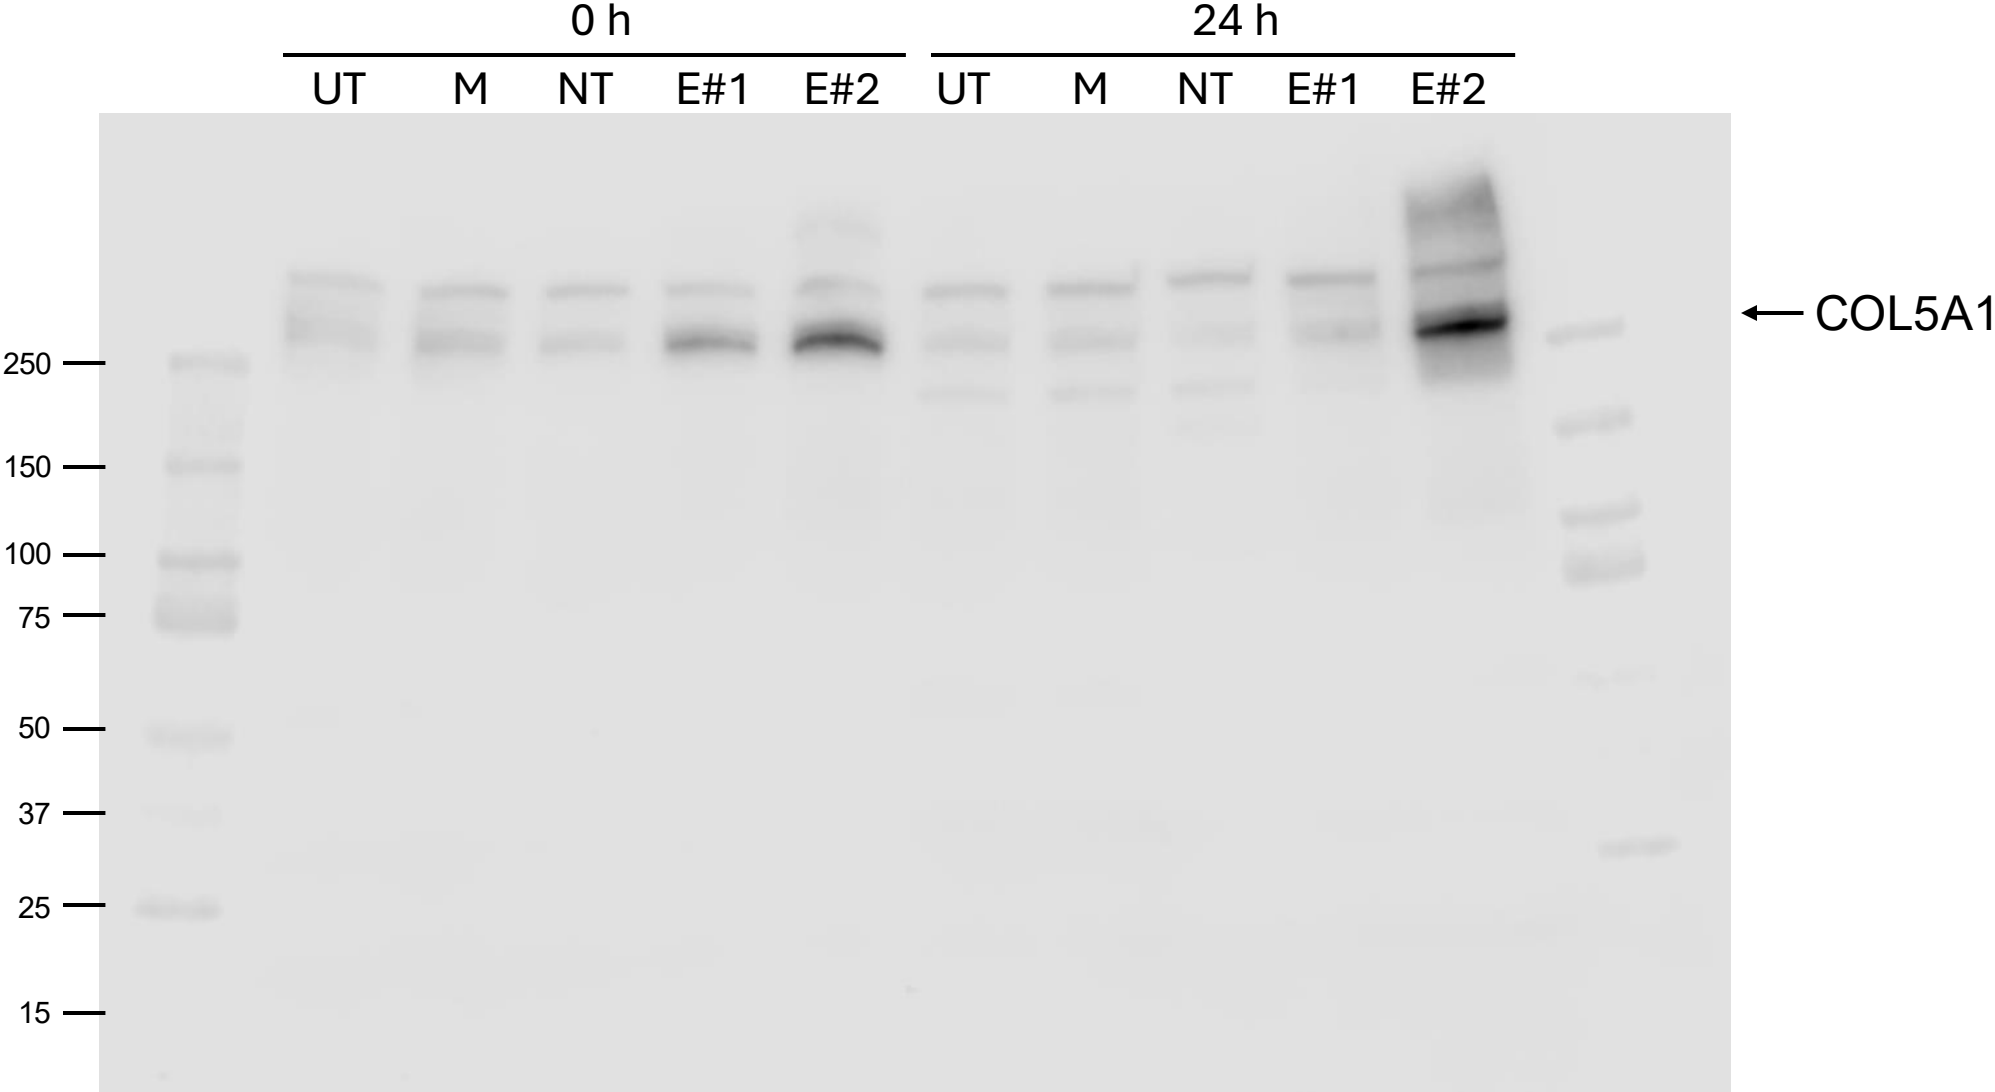

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig S8a

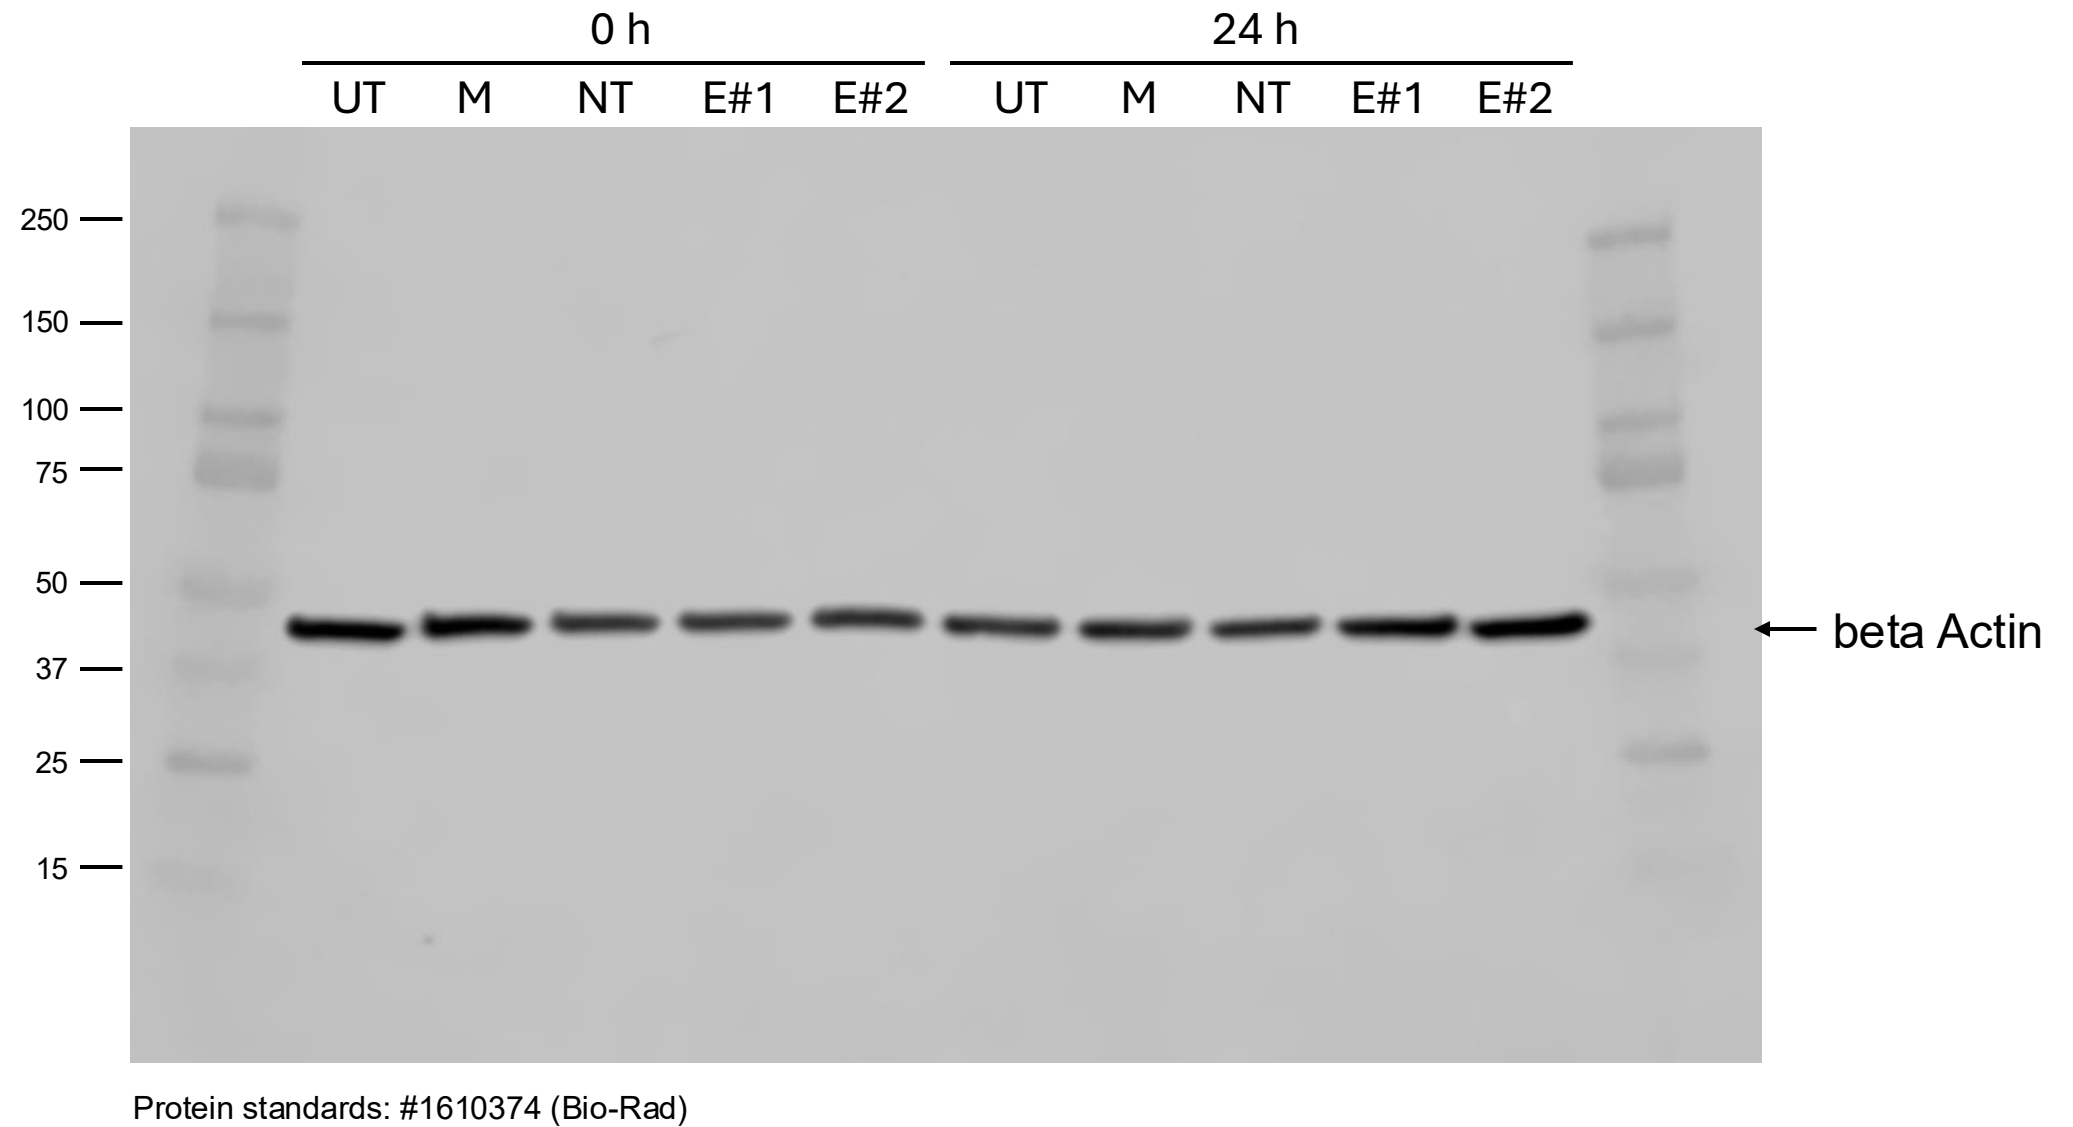

Original western blot: Fig S8c

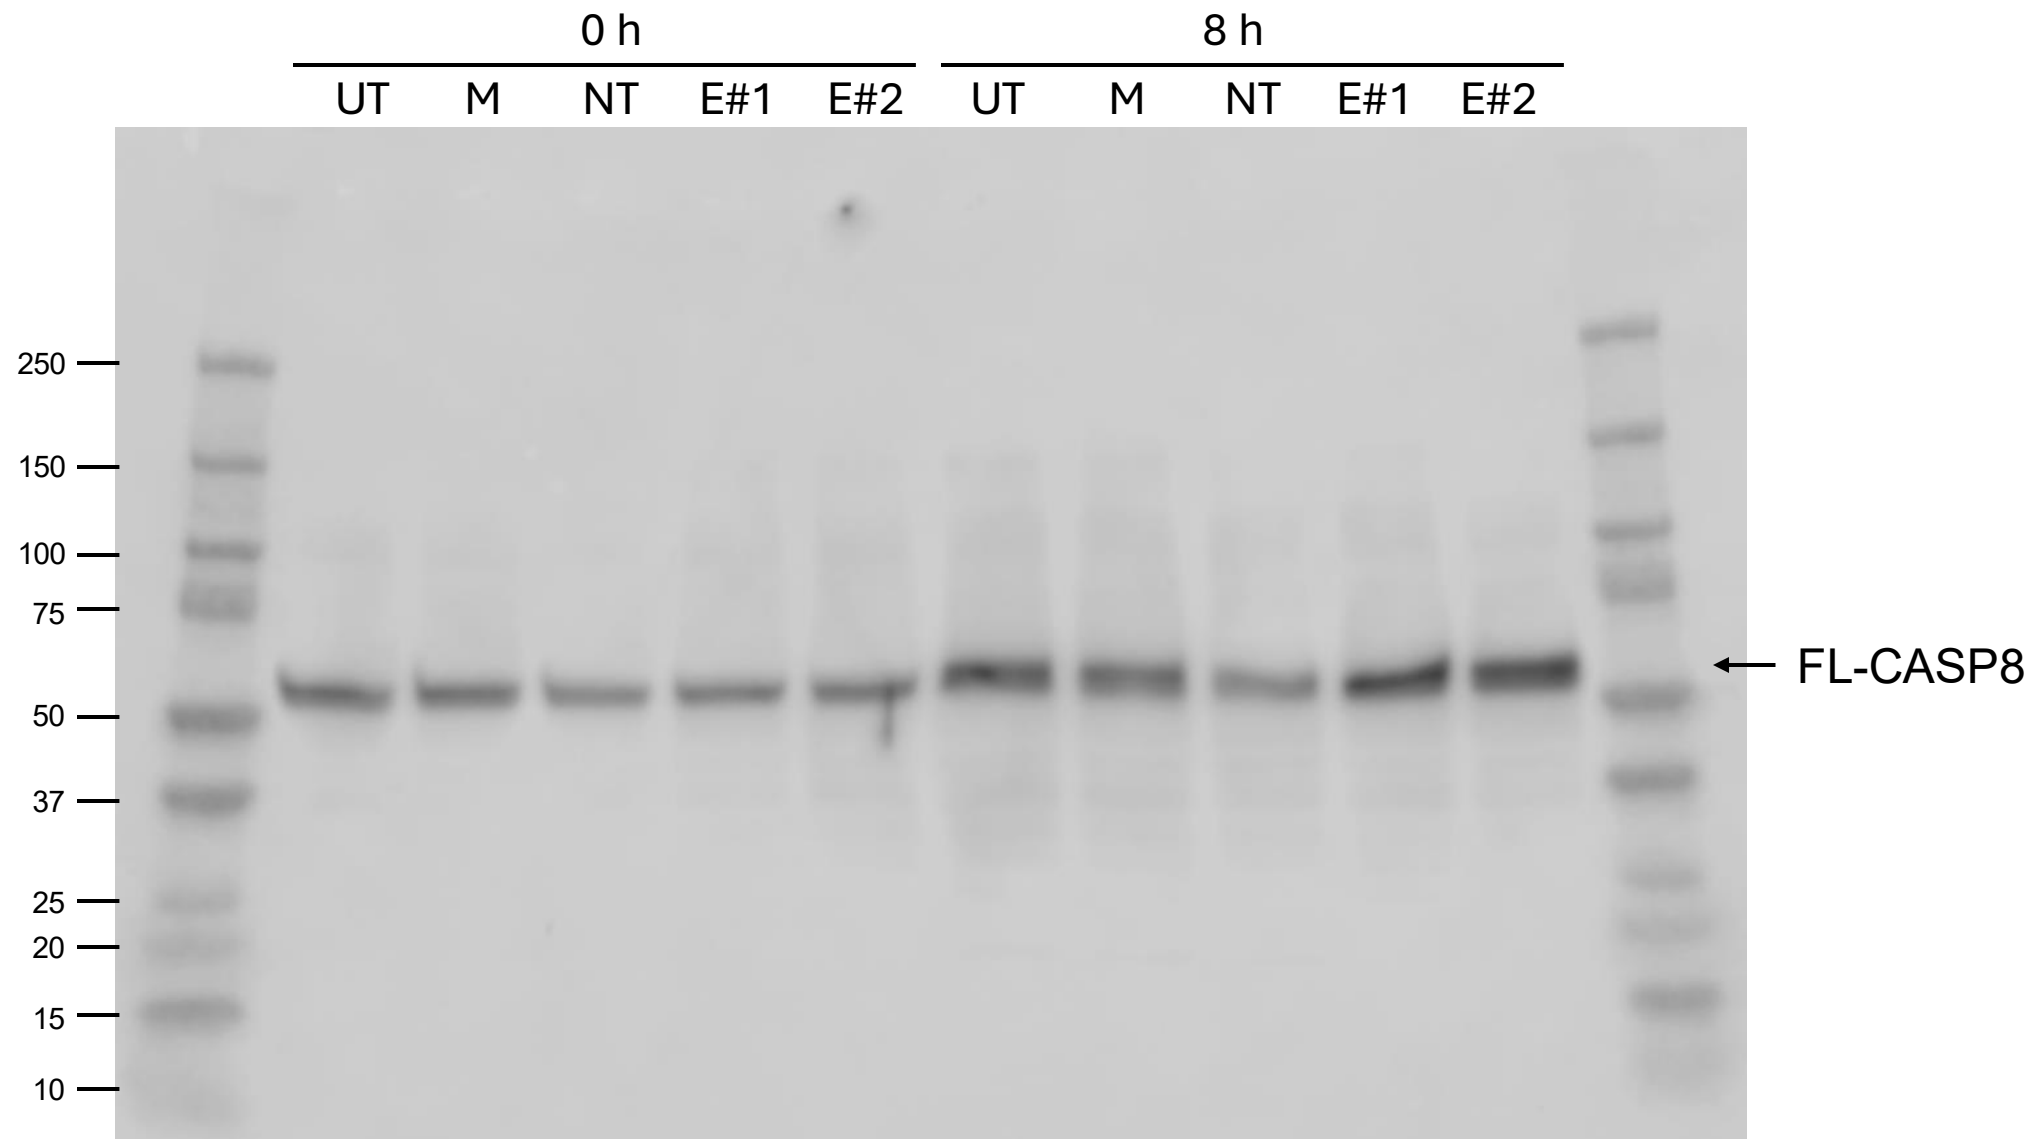

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig S8c

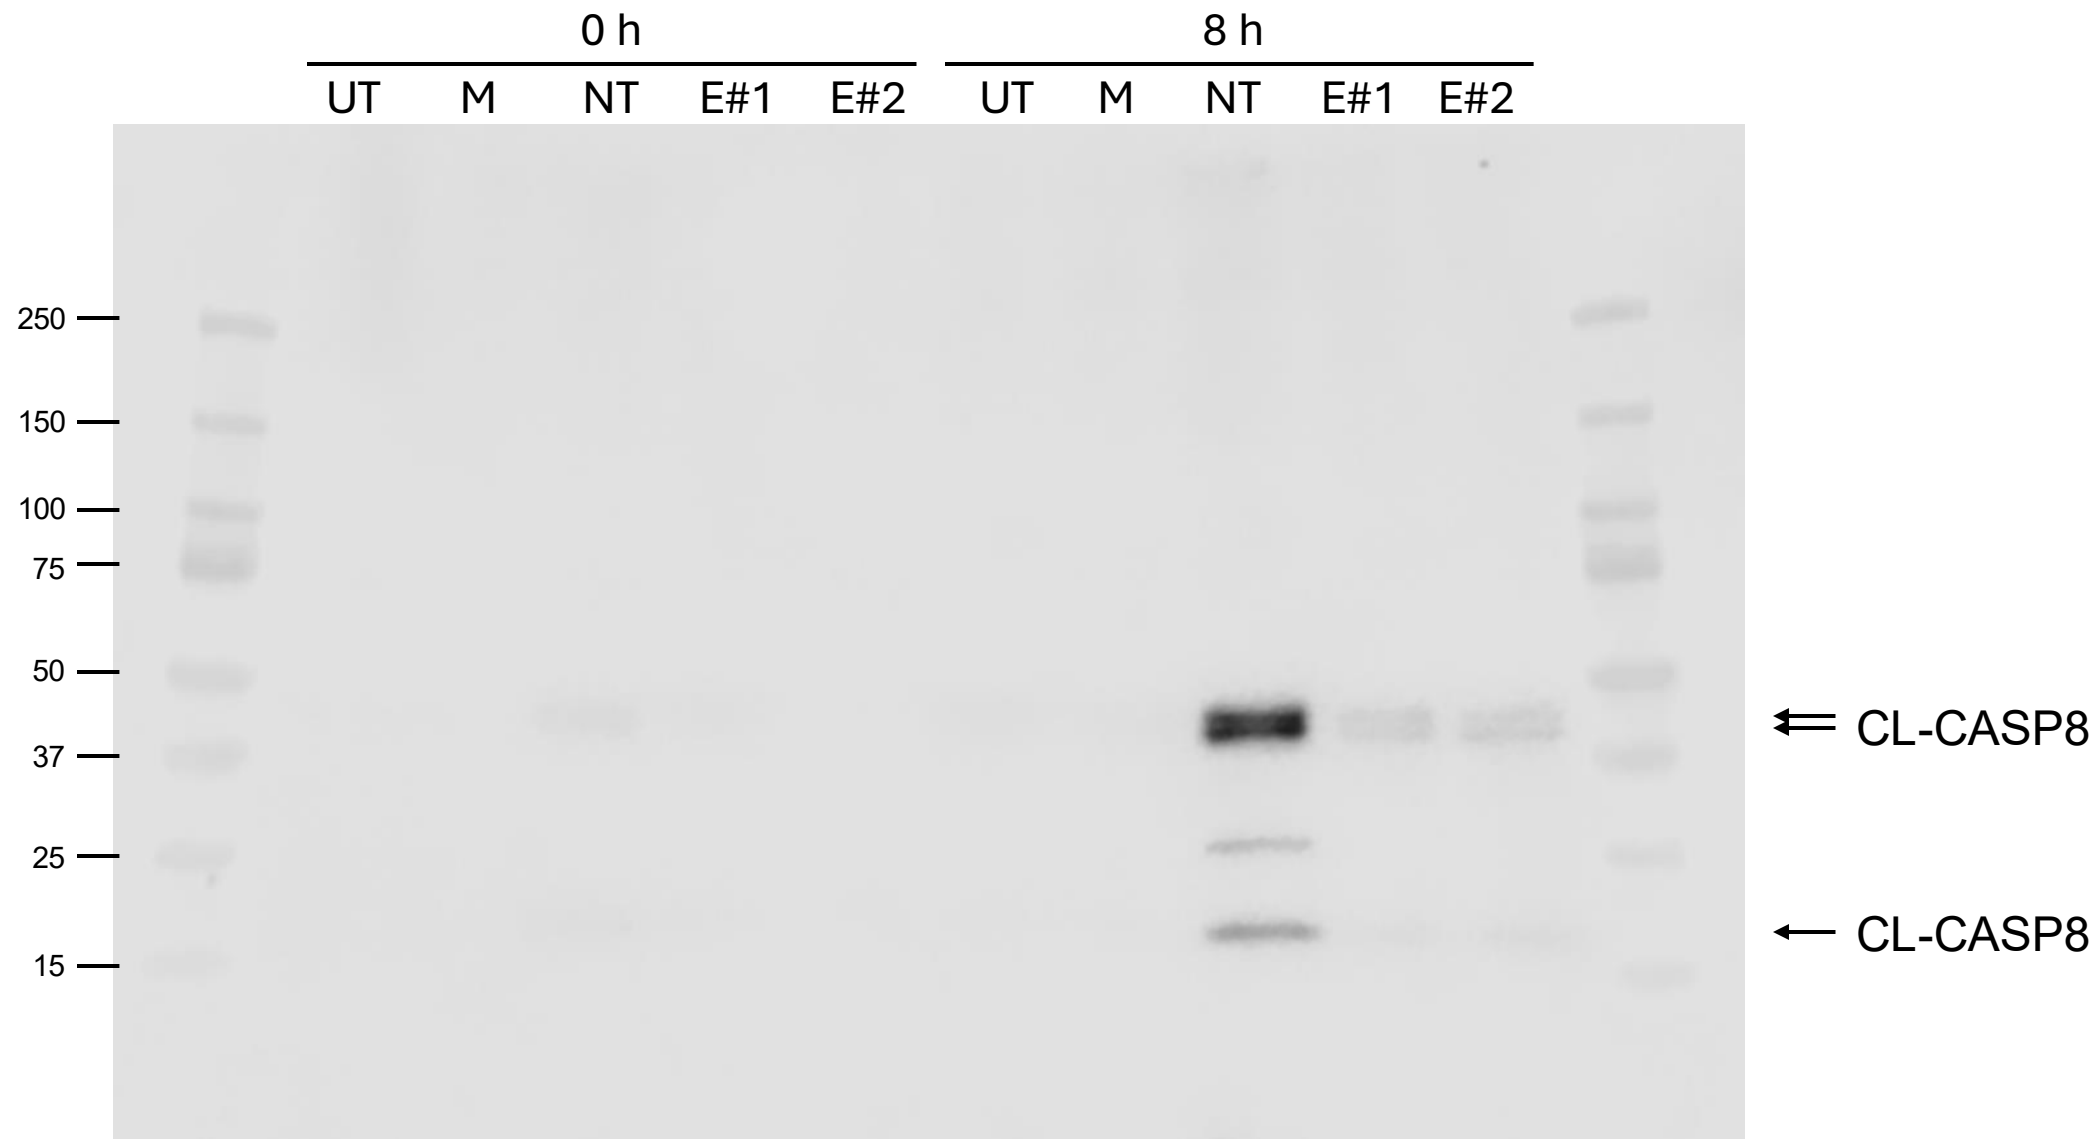

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig S8c

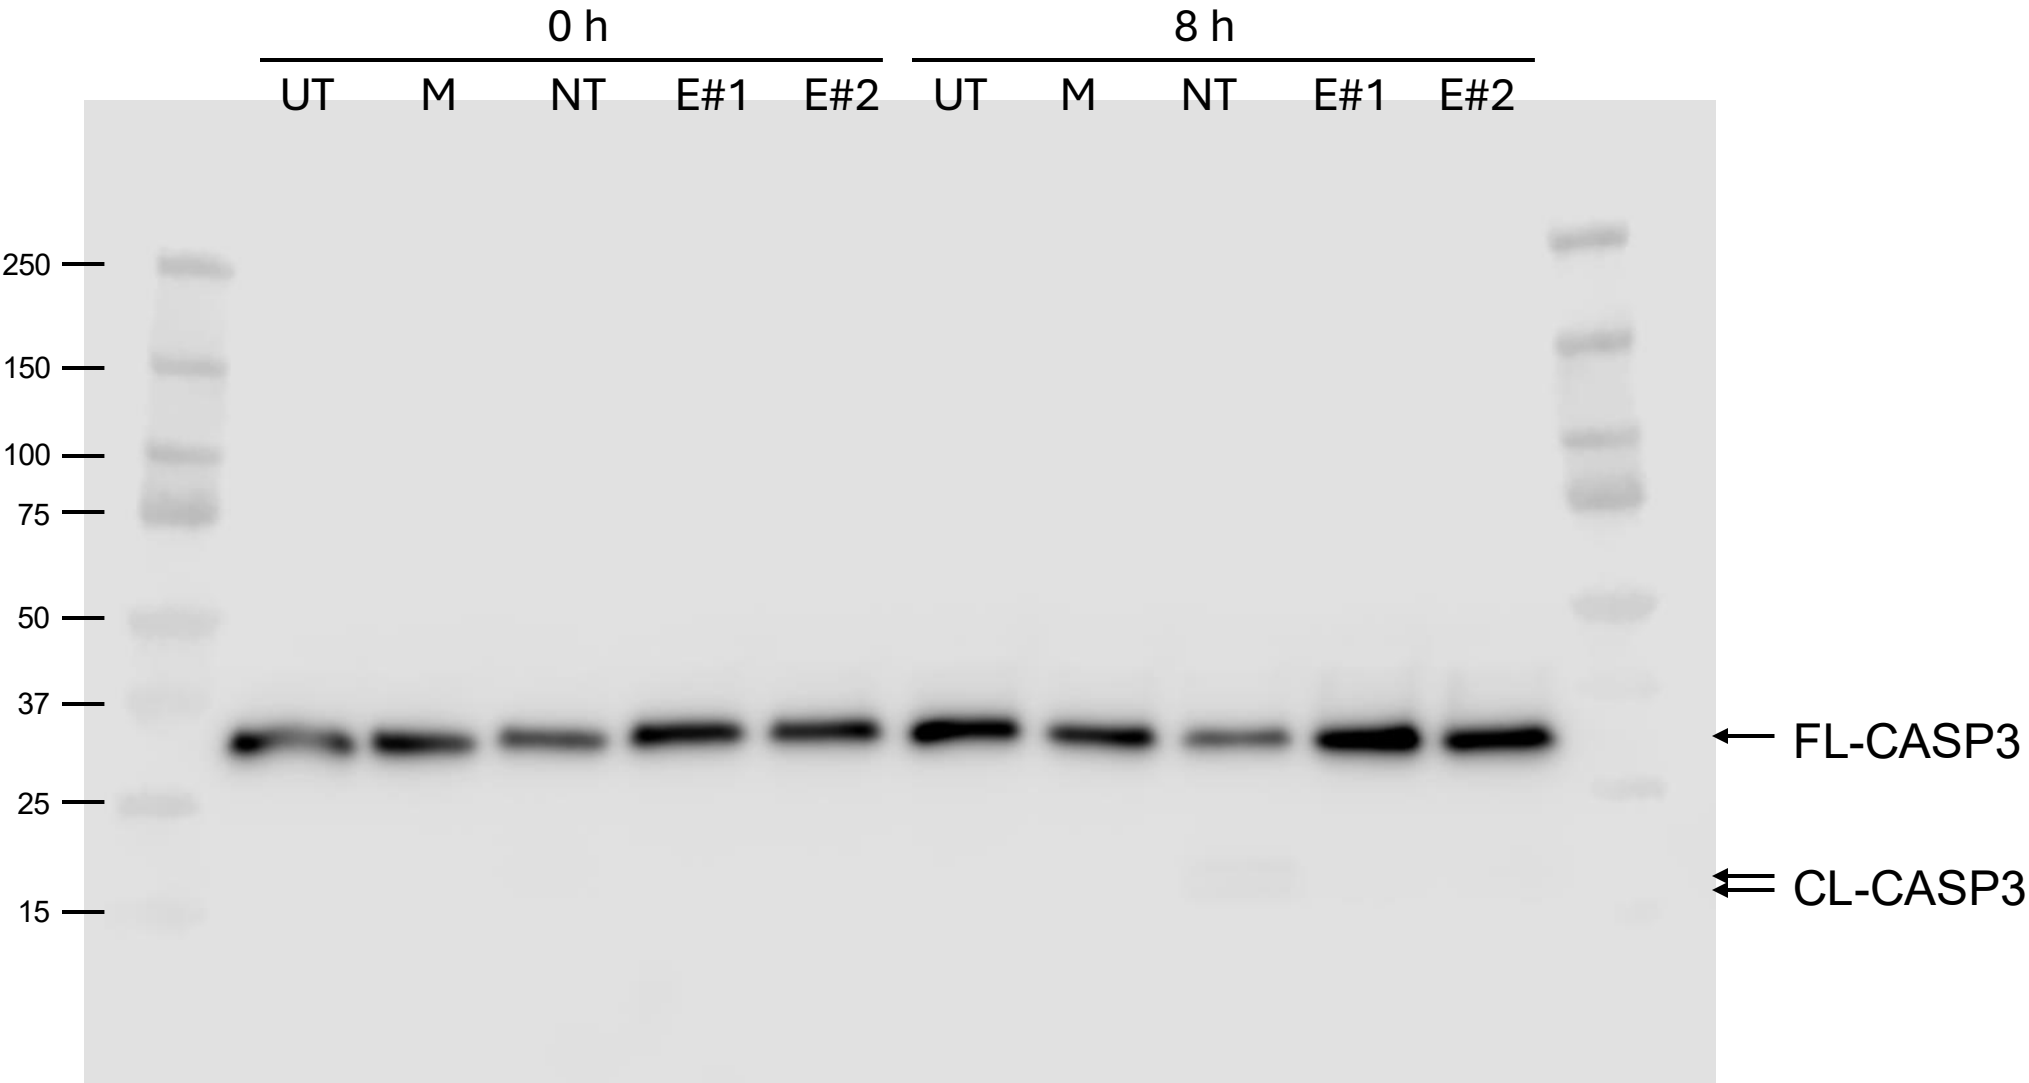

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig S8c

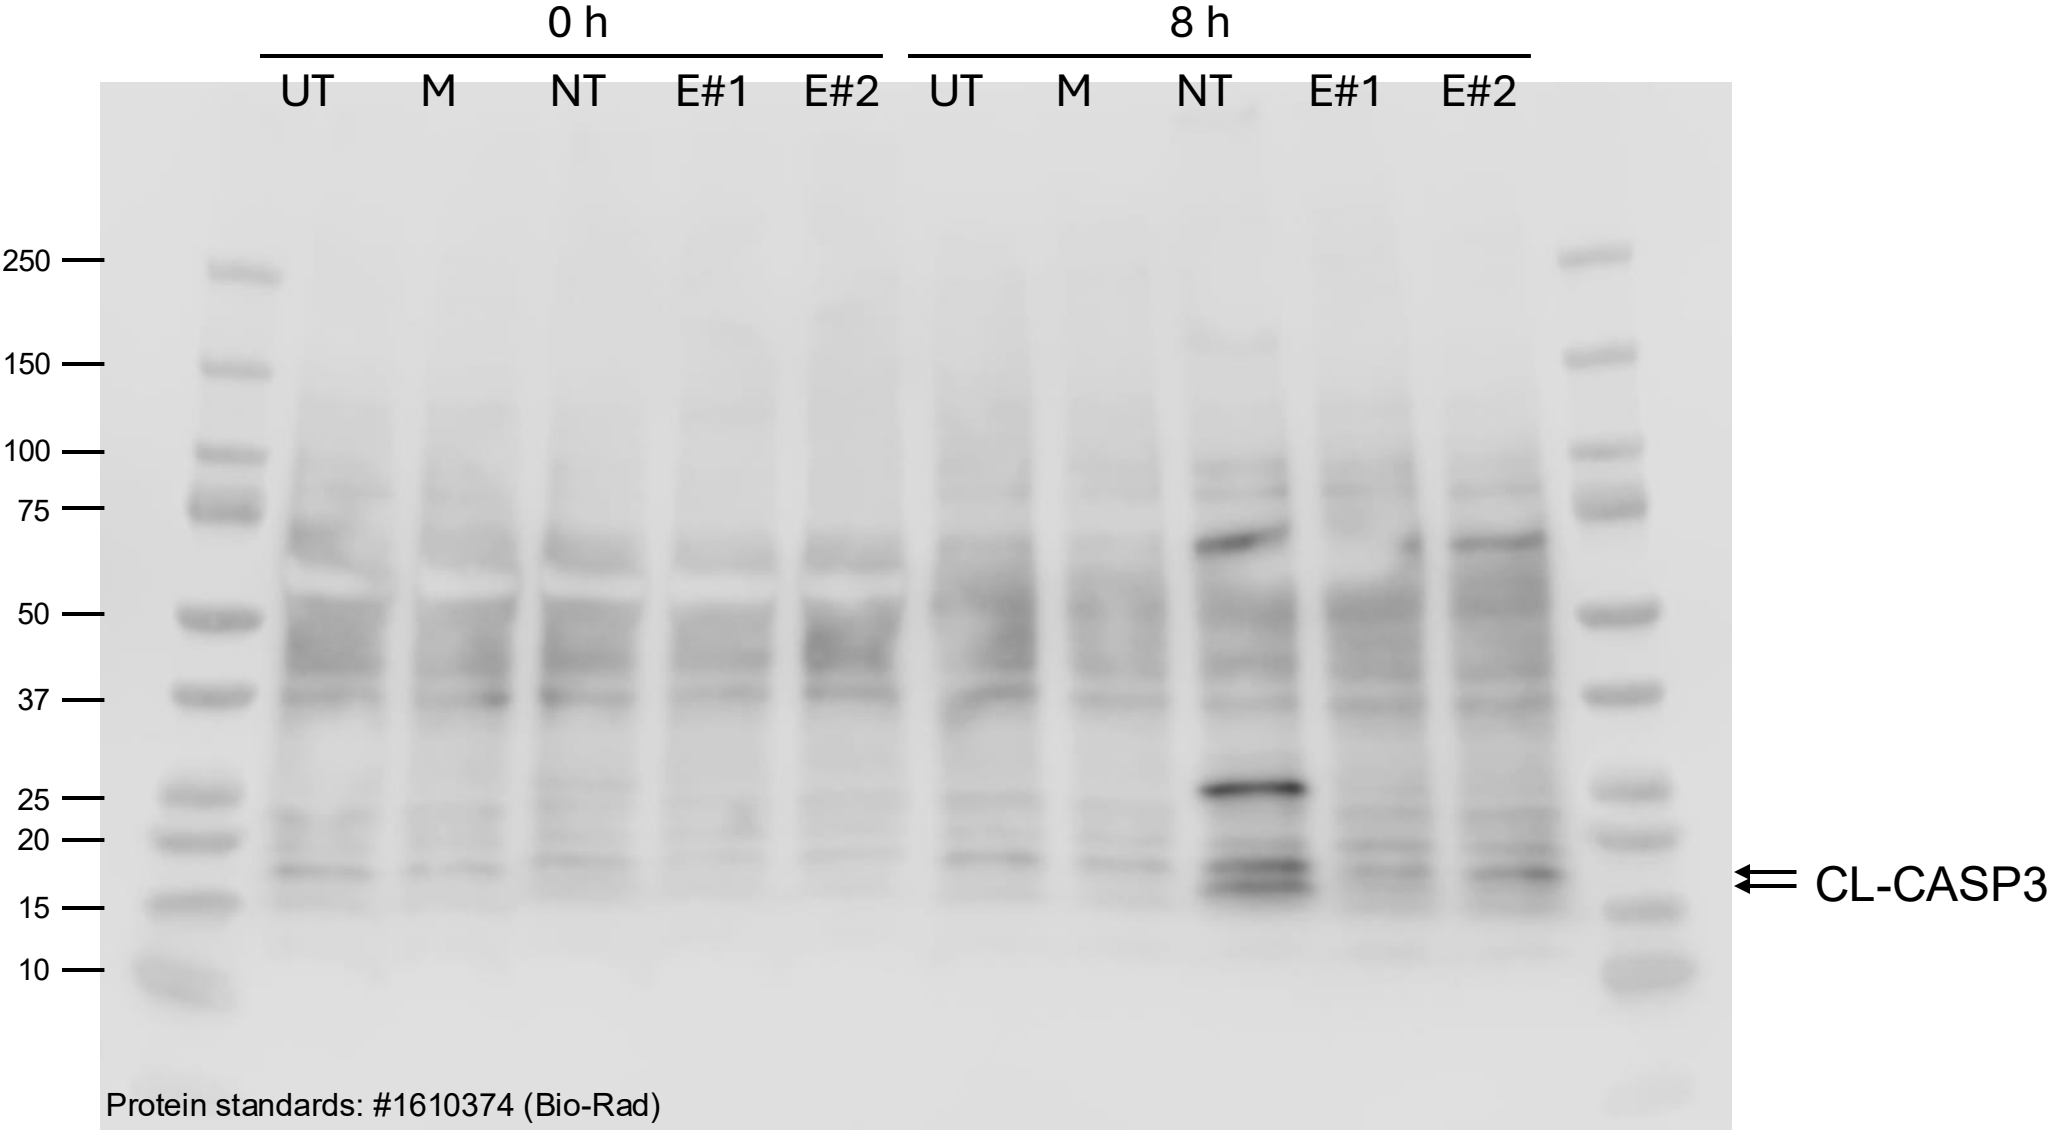

Original western blot: Fig S8c

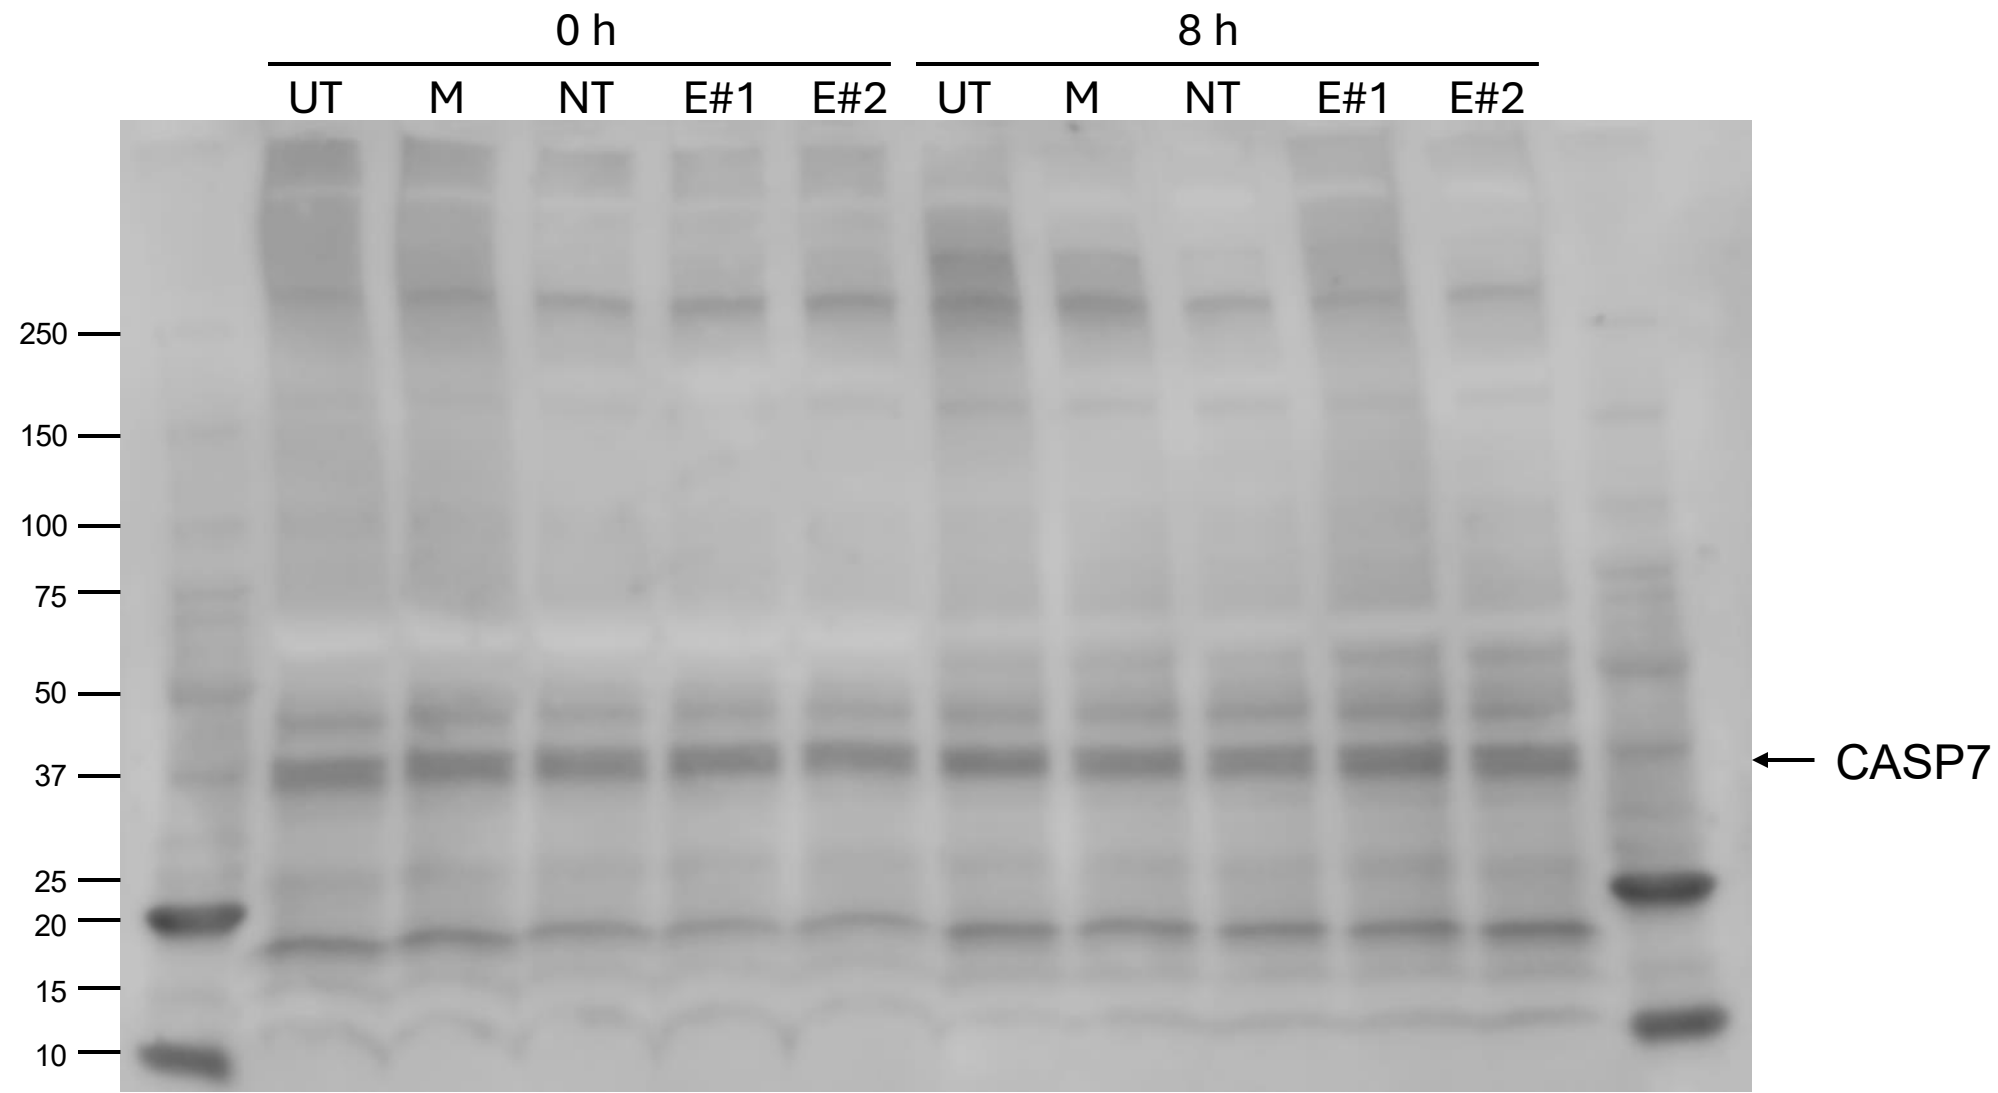

Protein standards: #1610374 (Bio-Rad)

Original western blot: Fig S8c

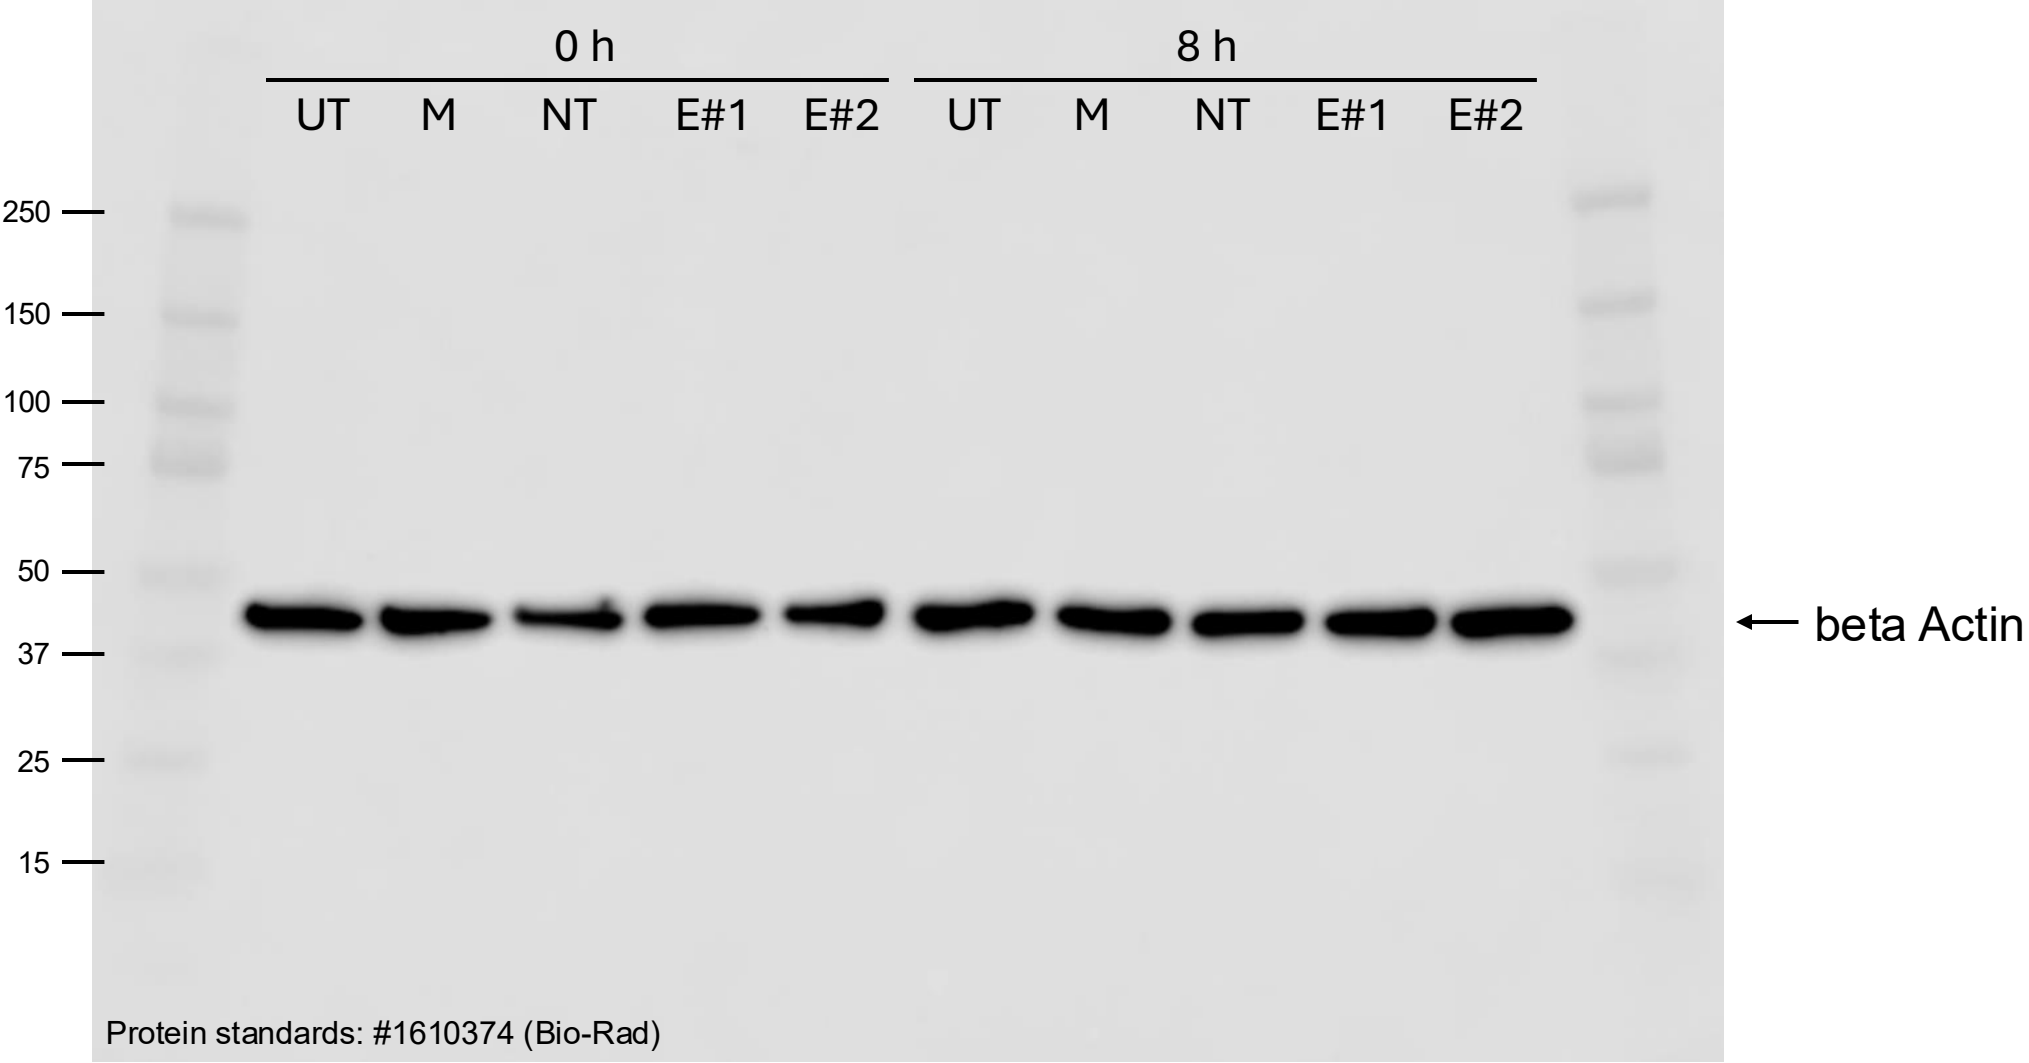

**Supplement:** Supplementary file 14 — Western Blot original images

How the deposited data were processed for this re-analysis (not part of the article)

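The data are RNA sequencing of EA.hy926 cells in 6 conditions, Mock, siNT and siELMO1 before (0 h) and 24 h after poly(I:C), with 3 libraries each. According to the paper, cells were transfected with 10 nM siRNA, grown in 10% FBS, starved in 0.5% FBS and given 1 μg/ml poly(I:C) 48 h after transfection, and libraries from 500 ng of total RNA were read as paired ends of 100 bp. The authors aligned untrimmed reads to GRCh38 with STAR, quantified them with StringTie and made matrices of estimated counts per gene and per transcript with the script that StringTie provides, for which the paper names no read length. Both matrices hold estimated counts (expected counts) that are whole numbers and are not normalized for library size or length. The alignments themselves, the read filters and the random effect that the paper's dream step used are not in the deposited values and were not repeated. The gene matrix lists 62754 genes, of which 24784 are 0 in every library; 62700 identifiers are in the GENCODE annotation used here and 54 are not. The transcript matrix lists 252894 transcripts and was used for the share of each ELMO1 transcript and to take the transcript with the most counts of each gene for its 3′ UTR, length and GC content.

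Library totals ran from 40.4 to 73.9 M estimated counts, with a mean of 60.6 M. A count of 0 was taken to allow 3 counts, and a fold against a group whose libraries all held 3 counts or fewer is given as a lower bound against that limit. The mean total is 2.14 times the paper's mean of 28.3 M paired-end reads. If those are pairs, 1 pair stands for 2.14 or more counts on average, and the limits would be higher and the bounds lower by that factor or more. Levels computed from the counts were checked against the CPM values in the paper's supplementary tables, for 39 genes and 234 values; the ratio of the values of at least 1 CPM ran from 0.996 to 1.005. Residuals of libraries with the same replicate number in different conditions correlated with a median r across genes of 0.04 over 45 pairs, from −0.28 to 0.42 over 9644 genes, with 15 pairs over 0.1. For Mock and siNT at 24 h all 3 pairs were over 0.1 (r of 0.215, 0.277 and 0.326). Libraries with unlike numbers were not correlated for reference, so the numbers may or may not pair the libraries of this comparison. For it the value with the replicate number as a block is given where it changes a call. In each other pair of conditions at least 1 of the 3 was not over 0.1, and no pairing was used. Genes are not independent replicates, and these values describe the libraries only.

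Genes with a total of at least 100 counts and a maximum of at least 1 CPM were tested, as in the paper, which left 15167. One edgeR model (version 4.0.16, R 4.3.3) was fitted to all 18 libraries with TMM factors, which ran from 0.958 to 1.06, and the quasi-likelihood test was applied to 12 comparisons. The biological coefficient of variation was 12.2%. A gene was counted with a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, and a single gene or a list member was called by adjusted p alone. The difference between poly(I:C) responses was tested as an interaction of the same model. Families of genes defined by symbol (collagens, laminins, integrins, cadherins and protocadherins, MMP and ADAMTS proteases, MCM, CENP, FANC, replication-dependent histones, chemokines, interferon-stimulated families, mitochondrially encoded genes and ribosomal proteins) and 4 lists (S phase and G2/M phase from Seurat, NF-κB targets, NRF2 targets) were tested with camera of limma 3.58.1 on voom values, with a preset correlation of 0.01 between genes, with adjustment over the families within each comparison. The p-values of camera and edgeR are two-sided.

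The counts, their tests and thresholds, the families and the alternatives were chosen before the data were examined; tests of explanations that were chosen later are named as such in the closing parts. The same holds for the rule for the genes named: every gene the paper names for the claim, ELMO1, ASB4, CDKN1A and CDKN2A, and for each count of genes the 3 with the largest fold change (the smaller where a pair of comparisons is required) past the thresholds, with a symbol, a mean of at least 1 CPM over all libraries and no overlap of libraries between the groups compared. Values of some genes under this rule, and counts over the gene lists of Fig. 2c and 5a, are not given here. The alternatives were DESeq2 1.42.0, limma-voom with adjusted or unadjusted p, limma-voom with the replicate number as a random effect, edgeR with unadjusted p, the replicate number as a block, library totals or upper-quartile factors in place of TMM factors, other filters on low counts, mitochondrially encoded genes left out, only the libraries of the groups compared, and each library left out in turn. For families they were fry, an estimated correlation between genes and the members named by the paper left out.

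Words of 6 bases in 3′ UTRs were tested for 12081 genes with a 3′ UTR of at least 50 bases, by regression of the log2 fold change, limited to 3 in size, on the presence of the word, the UTR length and its GC content, for all 4096 words and with 100 permutations; words of 7 bases held by at least 50 genes, 16203 in number, were the alternative. The log2 ratios of poly(I:C)-induced genes in siNT and Mock were compared between lists with a permutation test of the difference of means in numpy 2.4.6 (Python 3.11.15, pandas 2.3.3), and figures were drawn with matplotlib 3.10.9. Each count was recomputed for other splits of the same libraries.

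The tests of genes, families, 3′ UTR words, list differences, matched lists and admixed RNA were run on simulated data with planted effects. In counts simulated for 15167 genes with 200 changed genes, edgeR called 197 of them and 1 unchanged gene, DESeq2 198 and 1, limma-voom 196 and 2, and limma-voom with the random effect 195 and 2. Both camera and fry called the planted set and none of the random sets. In the 3′ UTR test a planted effect of −0.15 was estimated at −0.18 and ranked first, and a planted share of 10% admixed RNA was estimated at 10.4%. Not analysed here were the read alignments, GO terms and the experiments of the paper other than RNA sequencing.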

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

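The tests of a single library, of transcript length and GC content, of libraries reduced to equal totals and of admixed RNA were chosen only after the result was seen.

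The response to poly(I:C), 24 h against 0 h, differed between siELMO1 and siNT in 941 genes by the interaction test of edgeR at an adjusted p under 0.05 and a fold change over 2, with 581 responses higher and 360 lower in siELMO1. Between siNT and Mock 638 responses differed, and between siELMO1 and Mock 602. Over 100 of the 200 possible splits of the siELMO1 and siNT libraries within each time, 15 gave at least 941 genes, the real one included, and the highest number in another split was 2697. Of the 14 others, 8 kept most labels at one time and exchanged most at the other, as 52 of the splits did; such splits carry a difference between siELMO1 and siNT that is present at both times into the interaction. The number of genes alone therefore does not set the response apart from other groupings of these libraries.

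The difference in response was directed in cell cycle genes. The median difference in log2 response, siELMO1 minus siNT, was 1.21 for the S phase list (adjusted p = 6.6e-33, camera; 40 of 43 members higher) and 1.68 for the G2/M phase list (adjusted p = 9.5e-47, camera; 53 of 54 higher). For the MCM, CENP and FANC families it was 1.21 (adjusted p = 8.3e-12, camera), 1.16 (adjusted p = 3.1e-13, camera) and 1.30 (adjusted p = 1.1e-07, camera), and these 5 passed with the estimated correlation too. The FANC family did not pass with the members named by the paper left out. Among single genes the difference was 2.42 for CDK1 (adjusted p = 1.7e-11, edgeR), 2.28 for CCNA2 (adjusted p = 1.1e-10, edgeR), 1.95 for CCNB1 (adjusted p = 3.9e-09, edgeR) and 1.44 for MKI67 (adjusted p = 4.8e-06, edgeR). From 0 h to 24 h the S and G2/M phase lists rose in siELMO1 (medians 0.82, adjusted p = 4.6e-15, and 0.80, adjusted p = 6.5e-15, camera) and fell in siNT (−0.45, adjusted p = 7.1e-10, and −0.82, adjusted p = 3.7e-21, camera) and in Mock (−0.29, adjusted p = 1.2e-04, and −0.43, adjusted p = 3.5e-09, camera), in 3 of 3 libraries each. None of these changes within a transfection passed with the estimated correlation. With the members named by the paper left out, the G2/M phase list in siELMO1 did not pass. The S phase list in siNT and in Mock did not pass then either.

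A single library does not account for the difference in response of these lists: siELMO1 0 h replicate 1 lay apart from its replicates, and without it the larger adjusted p of both lists was 3.5e-27 (camera). Transcript length and GC content do not either: none of 10000 random lists matched on both had a median as high, and the highest median among lists matched to the G2/M phase list was 0.26. Unequal depth does not, since with every library reduced to 40.4 M counts the median of the G2/M phase list was 1.67. No library was taken at 24 h without poly(I:C), so the stimulus and the further 24 h in culture were not separated, and this stays open. A hypothesis that was not tested further is that siELMO1 cells, whose cell cycle transcripts were low at 0 h, may have resumed the cycle by 24 h while siNT cells left it.

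Inflammatory families also responded more in siELMO1 than in siNT. The median difference was 1.83 for the chemokines (adjusted p = 0.0016, camera), with 6 of 14 higher, and 1.56 with the members at the floor left out. For the interferon-stimulated families it was 0.59 (adjusted p = 5.5e-04, camera), with 15 of 27 higher and 2 lower, and 0.56 with such members left out. For the NF-κB targets it was 0.79 (adjusted p = 9.3e-07, camera), with 10 of 11 higher. The NRF2 targets had 0.37 (adjusted p = 2.4e-05, camera; 18 of 30 higher and 3 lower). These 4 passed with fry and not with the estimated correlation, and the chemokines did not with the members named by the paper left out. In siELMO1 against siNT the NF-κB targets had medians of −0.56 at 0 h, which did not pass (adjusted p = 0.069, camera), and 0.25 at 24 h (adjusted p = 0.025, camera). For the interferon-stimulated families they were −0.34 at 0 h, which did not pass (adjusted p = 0.321, camera), and 0.38 at 24 h (adjusted p = 2.9e-05, camera). TNFSF13B, GBP5 and NEURL3 were the 3 genes named for the largest difference, with fitted values of 6.97 (adjusted p = 0.0016, edgeR), 6.78 (adjusted p = 0.016, edgeR) and 5.40 (adjusted p = 0.026, edgeR). All 3 were at the floor in siELMO1 at 0 h, so these fitted values depend on the prior count; in siELMO1 they rose at least 283-fold, 784-fold and 33.5-fold, against fitted rises of 64.5-fold, 203-fold and 22.7-fold in siNT. Under limma-voom the differences were 4.79, 4.52 and 2.76 and no longer past the threshold, with adjusted p over the alternatives from 1.1e-05 to 0.058 for TNFSF13B, 3.9e-05 to 0.097 for GBP5 and 0.0024 to 0.1 for NEURL3. GBP5 did not pass without siNT 0 h replicate 2 (6.40), and NEURL3 did not pass without siNT 0 h replicate 1 (4.47), siELMO1 0 h replicate 1 or siELMO1 0 h replicate 3. For these families and genes no technical explanation beyond the alternatives was tested, and a biological one stays open and untested.

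The 33 mitochondrially encoded genes went the other way, with a median difference of −1.18 (adjusted p = 0.0037, camera; 0.053 with fry), 2 members higher and 14 lower. At 0 h they were higher in siELMO1 than in Mock (median 1.16, adjusted p = 0.0064, camera), and their share of the counts was 1.86%, 4.02% and 3.95% in the 3 siELMO1 libraries of 0 h. Against siNT the median was 0.59 and did not pass (adjusted p = 0.279, camera). An admixture of control RNA in replicate 1 does not explain the low share: the mitochondrially encoded genes would need 93.1% of control RNA, while the genes higher in siELMO1 at 24 h would need a median of 6.92%. What set these shares stays open, and no biological explanation was tested.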

How the results depend on the processing

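All the alternatives were set in advance; of the tests named here, none was chosen only after the result was seen, but MT-ND1 and MT-RNR2 were singled out after their values were seen, and 14 values of COL4A1, COL5A1, COL5A2, PLOD1, IL1B and TLR3 were put through the alternatives later.

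Each count of genes stayed within 1.5 times its value under every alternative; the ranges given first are over those that keep all libraries. Genes higher in siELMO1 at 0 h numbered from 218 (library totals without TMM factors) to 284 (filterByExpr), with at least 211 of the 267 genes shared, and from 215 (without Mock 0 h replicate 2) to 330 (without siELMO1 0 h replicate 1) over the fits that each left out 1 library. Genes lower at 0 h ran from 490 (limma-voom) to 572 (no filter beyond at least 1 count), with at least 478 of the 494 shared, and from 472 to 574 with 1 library left out. At 24 h the higher genes ran from 184 to 247, and with 1 library left out from 169 (without Mock 24 h replicate 2) to 225, and the lower genes from 80 to 110 and, with 1 library left out, from 73 to 89. Genes raised in Mock ran from 1135 to 1596, and with 1 library left out from 1230 to 1312, and genes lowered in Mock from 897 to 1180 and, with 1 library left out, from 873 to 984. In siNT, 915 to 1183 genes were raised and 451 to 603 lowered and in siELMO1 1090 to 1467 were raised and 517 to 653 lowered; with 1 library left out these were 916 to 1025, 404 (without siNT 0 h replicate 2) to 458, 1136 to 1261 and 505 to 589. Genes changed in siNT against Mock ran from 994 to 1176 at 0 h and from 1016 to 1229 at 24 h, and responses that differed between siELMO1 and siNT from 912 to 1113; with 1 library left out these were 945 to 1037, 906 to 1159 and 878 to 1119. With the replicate block the counts at 0 h were 266 and 499, those at 24 h 211 and 84, and 1309 genes were raised in Mock. In siNT against Mock at 24 h, where the numbers may pair the libraries, the block gave 1036 genes. It changed no call other than that of TLR3 (−0.25, adjusted p = 0.021, edgeR).

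The 230 values of single genes gave 6896 values under the alternatives, of which 6786 kept their direction and their side of the threshold on adjusted p, 63 lost the threshold, 26 gained it and 21 reversed; 26 of the 230 changed under at least 1 alternative. The values that reversed were near 0. CCNA2, siELMO1 against siNT at 24 h, was −0.0269 with library totals without TMM factors, and from −0.081 (without siELMO1 24 h replicate 1) to 0.12 with 1 library left out. E2F1, siELMO1 against siNT at 24 h, was 0.0105 with DESeq2 and 0.0057 with no filter beyond at least 1 count, and from −0.10 to 0.0467 with 1 library left out. IL1B, siELMO1 against Mock at 24 h, was −0.0208 with library totals without TMM factors, −0.0019 with upper-quartile factors, −0.0064 with mitochondrially encoded genes left out, −1.0e-04 with limma-voom at either p and −2.0e-04 with its random effect, and −0.0306 to 0.0373 with 1 library left out. None of these was past the threshold, and the cause was not tested. Limma-voom lost 7 calls and gained 2, its version with a random effect lost 6 and gained 2, and with unadjusted p it lost 3 and gained 2; each reversed 1. Without TMM factors 3 were lost, 1 gained and 2 reversed; with no filter 5 were lost and 1 reversed; with DESeq2 2 were lost, 1 gained and 1 reversed; with only the libraries of the groups compared 4 were lost and 2 gained. FilterByExpr lost 1, the replicate block and unadjusted p each gained 2, and upper-quartile factors reversed 1. With mitochondrially encoded genes left out, 1 of the 226 values that could be computed reversed, and the 4 values of MT-ND1 and MT-RNR2 could not be had. Over the fits that each left out 1 library, 4084 of 4140 values stayed, 32 lost the threshold, 12 gained it and 12 reversed, in 18 values. The calls that changed most often were those of BCL2L1 in siELMO1 against siNT at 24 h and of TNF in siELMO1 against Mock at 24 h (1.47, adjusted p = 0.05, edgeR; 4.7e-04 to 0.36 over the alternatives).

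Of the 153 family tests, 99 passed with camera at the preset correlation and 22 with the estimated correlation, which lowered 77 below the threshold; that choice changed more calls than any other. Fry lost 2, filterByExpr 4, and leaving out the members named by the paper lost 27 and reversed 2, while library totals without TMM factors and the replicate block changed none of the 99. The 2 that reversed are the MCM family at 24 h against 0 h in Mock (adjusted p = 0.94) and in siNT (adjusted p = 0.554, camera), where 7 of the 9 members had been left out; the cause was not tested beyond that. With filterByExpr the replication-dependent histones, 24 h against 0 h in siELMO1 (adjusted p = 0.0767), in Mock (adjusted p = 0.0777) and in siNT (adjusted p = 0.346), no longer passed (camera); the cause was not tested. Of 1782 values with 1 library left out, 3 lost the threshold, in the MMP and ADAMTS proteases and the NF-κB targets.

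The difference between the lists of poly(I:C)-induced genes in siNT against Mock, 0.76, ran from 0.68 to 0.86 and was past the threshold throughout. For the word GTGACA at 0 h, words of 7 bases gave a z of −12.2 against Mock and −9.20 against siNT. With the coding sequence in place of the 3′ UTR, z was −1.56 against Mock and 1.55 against siNT; the cause was not tested. The depth limits genes near the floor: ASB4 and CDKN2A have no counts, and the values of TNF and IFNB1 at 0 h and of TNFSF13B, GBP5 and NEURL3 in siELMO1 at 0 h are known only as limits.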

Differences from the paper's values

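No test named here was chosen only after the result was seen; the paper's depth was restated in single reads after it was.

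The paper's sequencing depth is stated as a mean of 28.3 M paired-end reads per sample, and the mean total of the deposited counts was 60.6 M per library. The paper's lowest and highest samples have 19.6 and 33.4 M paired-end reads, and the lowest and highest totals here were 40.4 and 73.9 M. The paper's values count paired-end reads and those here estimated counts on genes, so the units differ. With 2 reads to a pair the paper's values are 56.6 M (39.2 to 66.8 M) reads, and the mean total here is 1.07 times that. None of the alternatives set before the data were examined changes the library totals.

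The paper counts 1736 genes raised by poly(I:C) in Mock, and 1304 were found here. None of the settings reached the paper's number; the highest was 1596 with filterByExpr, and with library totals without TMM factors the number was 1135. For genes higher in siELMO1 at 0 h, the paper's 260 was the number found without siNT 0 h replicate 2, against 267 with all libraries. For genes lower in siELMO1 at 0 h, the paper's 490 was the number found with limma-voom and adjusted p, against 494 with edgeR. For genes higher in siELMO1 at 24 h the paper gives 226 and 206 were found here; no setting gave 226, and the nearest was 225 without siNT 24 h replicate 3. The paper's 82 genes lower in siELMO1 at 24 h was also the number found here.

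The paper states that cell cycle regulators were lower in siELMO1 than in Mock and siNT (Fig. 2c). The statement names no time, and the caption, for 0 h and 24 h, has a mark for not significant. The values at 24 h given here therefore need not differ from the paper's. At 24 h CCNA2, CCNB1, CDK2 and E2F1 did not pass against siNT, with log2 fold changes of 0.02, −0.16, 0.11 and −0.01. CDK4 did not pass against Mock (−0.11). Among these, CCNB1 passed as lower without siELMO1 24 h replicate 1 (−0.28) and CDK2 as higher without siNT 24 h replicate 3 (0.16).

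The paper states that BCL2L1, BIRC2 (written BARC2) and CFLAR were lower in siNT before and after poly(I:C). BIRC2 at 0 h did not pass in siNT against Mock (−0.07, adjusted p = 0.23, edgeR), except with library totals without TMM factors (−0.13) and with only the libraries of the groups compared (−0.10). The paper names CDKN2A as the gene for p21 and as lower in siELMO1 than in siNT; CDKN2A had 0 counts in all 18 libraries, while CDKN1A, the gene for p21, had a log2 fold change of −0.78 at 0 h and −0.83 at 24 h in siELMO1 against siNT. The paper states a small increase of CXCL8 after transfection in siNT and in siELMO1 cells (Supplementary Fig S6). That figure also includes untransfected cells, which are not among the libraries, so it is a separate measurement and the values need not match. Here CXCL8 at 0 h was higher in siNT than in Mock (0.40, adjusted p = 0.0055, edgeR; not without Mock 0 h replicate 3), and in siELMO1 it did not pass against Mock (0.19, adjusted p = 0.175, edgeR) under any alternative.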

Other observations

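The tests of the siELMO1 words in the S and G2/M phase lists, of words at 24 h, of the word GGAGAA, of a library apart from its replicates, of admixed RNA, of reduced library totals, of simulated counts and of splits by replicate pair were chosen only after the result was seen; the fit with mitochondrially encoded genes left out was set in advance as an alternative, and only its use as a test of abundant genes was chosen later; the other splits, the comparison of induced genes, the scan of 3′ UTR words and the test of library totals were not.

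Other splits of the same libraries were fitted in the same way. Of 100 of the 840 splits of the libraries of 0 h, 3 gave at least 267 genes higher in the 3 libraries put in the place of siELMO1, the real split included, and the highest number was 363; the 2 others keep the siELMO1 libraries together and mix Mock with siNT. For lower genes, 5 of the 100 gave at least 494, up to 653; of the 4 others, 2 keep the siELMO1 libraries together and 2 put a whole control group in their place. At 24 h 1 of 100 splits, the real one, gave 206 higher genes, with 168 the next highest, and 5 gave at least 82 lower genes, up to 360; the 4 others all put a whole control group in the place of siELMO1. All the splits as large as the real one thus keep a real group of 3 together and carry differences between the groups, so their number does not measure chance alone. In counts simulated 5 times with the same mean in all transfections 0 genes were lower in both comparisons, and 7 to 13 at 0 h and 8 to 16 at 24 h at an unadjusted p under 0.05. Comparisons of 3 libraries with 3 have 10 splits. The real split was the only 1 of 10 with as many genes for those raised in Mock (1 of 10), lowered in Mock (1 of 10), raised in siNT (1 of 10), lowered in siNT (1 of 10), raised in siELMO1 (1 of 10) and lowered in siELMO1 (1 of 10), and for those changed in siNT against Mock at 0 h (1 of 10) and at 24 h (1 of 10). By these shares alone a real difference cannot be told apart from a division by chance at the level of 0.05, because 10 splits allow no share under 0.1. No gene passed in the 9 other splits of each; at an unadjusted p under 0.05 and a fold change over 2, 50 to 77 genes did in Mock, 46 to 81 in siNT, 41 to 125 in siELMO1, and 66 to 91 at 0 h and 62 to 131 at 24 h in siNT against Mock, where the real splits gave 2242, 1493, 1777, 1043 and 1087. Of the 9 other splits of siNT and Mock at 24 h, whose replicate numbers may pair, 3 part all 3 pairs as the real one does. These gave 71 to 74, and the 6 that part 1 pair gave 62 to 131.

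The paper writes that the lower inflammatory genes in siNT are likely due to cell death. If dead or silent cells diluted every poly(I:C)-induced transcript alike, induced genes would share one ratio of siNT to Mock. Among genes raised in Mock, 25 of the interferon-stimulated families had a median log2 ratio of −0.58, all below 0, and 24 chemokines and NF-κB targets a median of −1.58, with 2 above 0. The means of the lists differed by 0.759 on the log2 scale (two-sided permutation test, p = 0.00165), and by 0.68 (p = 0.0066, permutation test) without siNT 24 h replicate 3, the lowest over the alternatives. A single factor for all induced genes is thus argued against as the whole cause; dilution of part of the difference, and a response that differs between genes, stay open, and genes are not independent replicates.

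Of all 6-base words in 3′ UTRs, GTGACA went with the lowest log2 fold change in siELMO1 against Mock at 0 h. Its effect over the 4088 genes with the word was −0.14 with a z of −10.0, where the next word had −5.81 and the lowest z in 100 permutations was −4.33. It also ranked first against siNT (z −6.34), where the next word, GTAGCT, had −5.75 and the lowest z in the permutations was −5.21. Against siNT the word GTGACA thus stood only a little apart from other words. In siNT against Mock it ranked 163rd (z −2.41). Of 7-base words GTGACAA ranked first at 0 h, with z of −12.2 against Mock and −9.20 against siNT, and at 24 h (−9.04 and −7.78), and GACTCAA second at 0 h (−8.79 and −6.86). The pattern was weaker at 24 h: GTGACA ranked first against Mock (z −6.15) and 6th against siNT (−3.74), and GACTCAA second (−5.66) and 22nd (−3.99). In ELMO1-201, the transcript with 90.7% of the ELMO1 counts, GTGACAA lies at bases 3119 to 3125 in the 3′ UTR and GACTCAA at bases 2202 to 2208 in the coding sequence. A candidate explanation is that siRNAs against these sites lowered other transcripts through their seed. The siRNA sequences were not used here, so this stays a hypothesis. The paper regards off-target silencing as minimized, from a homology search with no match beyond ELMO1 and from the low dose of 10 nM. It also reports that individual ELMO1 siRNAs lowered ELMO1, raised COL5A1, protected from cell death and blocked caspase cleavage. Either word is in 101 of 415 genes lower in siELMO1 at 0 h (24.3%), 28 of 199 higher genes (14.1%) and 2085 of 12081 genes (17.3%). In siNT against Mock at 0 h, where these siRNAs were absent, it is in 95 of 458 lower genes (20.7%) and 59 of 264 higher genes (22.3%). For GTGACAA alone the shares are 16.9% of lower and 8.54% of higher genes in siELMO1, 11.8% and 12.5% in siNT, and 10.3% of all genes. A share above that of all genes is thus not particular to siELMO1, while the split by direction was seen in siELMO1 only. Direct matches of these 7-base words do not account for the cell cycle lists. Among S phase genes with neither word the median was −1.61 against Mock and −1.25 against siNT, the highest of the 4 medians. Among such G2/M phase genes it was −1.87 and −1.72. Genes that hold GTGACA but not GTGACAA can be among these, so matches of the 6-base word or of other seeds were not excluded.

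In siNT against Mock at 0 h the word GGAGAA had the lowest z, −11.5, and at 24 h it was again the lowest, −7.00. In the coding sequence its z was −10.3 at 0 h, about as large, and −3.59 at 24 h, where it ranked 34th. A seed of the siNT siRNA and a property of transcripts rich in this word cannot be told apart here, because the word goes with lower values in both regions, though less in the coding sequence at 24 h.

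Library totals overlapped between siELMO1 and the other libraries of 0 h (two-sided exact permutation test, p = 0.119 over 84 splits). With every library reduced to 40.4 M counts, 268 genes were higher and 501 lower in siELMO1 at 0 h, of 15255 tested, and with mitochondrially encoded genes left out 244 were higher, so neither depth nor these abundant genes account for the counts. Library siELMO1 0 h replicate 1 differed from replicates 2 and 3 with a chi-square per gene of 60.4 and 67.1, and these from each other with 9.44; in the other conditions pairs had 9.41 to 25.4. Admixed control RNA is argued against, since the genes higher in siELMO1 at 24 h need a median share of 6.92% and the mitochondrially encoded genes 93.1%; the cause stays open, and no biological explanation was tested. In Mock 24 h replicate 1, ELMO1 was at 1.52 CPM, the lowest of the control libraries. Admixed siELMO1 RNA would have to be 48.7% to give that count. The 14 genes higher in siELMO1 gave a median share of 12.1%, with an upper quartile of 17.2%, so admixture is argued against as the whole cause. Of these genes, 13 gave a share above 0 in this library, against 3 and 7 in Mock 24 h replicates 2 and 3. The 41 genes lower in siELMO1 gave medians of 5.45% in this library and 6.34% in Mock 24 h replicate 3. A smaller admixture in Mock 24 h replicate 1 thus stays open.

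Other families showed changes that the paper does not report. The 78 ribosomal protein genes were lower in siELMO1 than in siNT, with medians of −0.32 at 0 h (adjusted p = 2.8e-08, camera, 62 lower) and −0.26 at 24 h (adjusted p = 6.0e-09, camera, 58 lower). Against Mock they did not pass at 0 h (median −0.05, adjusted p = 0.281, camera, 14 higher and 14 lower). At 24 h the median against Mock was −0.12 (adjusted p = 7.5e-05, camera, 24 lower). With the estimated correlation none of these comparisons passed. The 20 replication-dependent histones did not pass in siELMO1 at 0 h and rose from 0 h to 24 h in Mock (median 1.02, adjusted p = 0.0016, camera; 12 higher).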
